# Cluefish: mining the dark matter of transcriptional data series with over-representation analysis enhanced by aggregated biological prior knowledge

**DOI:** 10.1093/nargab/lqaf103

**Published:** 2025-07-30

**Authors:** Ellis Franklin, Elise Billoir, Philippe Veber, Jérémie Ohanessian, Marie Laure Delignette-Muller, Sophie Martine Prud’homme

## Abstract

Interpreting transcriptomic data presents significant challenges, particularly in non-targeted approaches. While modern functional enrichment methods are well-suited for experimental designs involving two conditions, they are less applicable to data series. In this context, we developed Cluefish, a free and open-source, semi-automated R workflow designed for untargeted, comprehensive biological interpretation of transcriptomic data series. Cluefish applies over-representation analysis on pre-clustered protein–protein interaction networks, using clusters as anchors to identify smaller, more specific biological functions. Innovative features, including cluster merging and recovery of isolated genes through shared biological contexts, enable a more complete exploration of the data. We applied Cluefish to an in-house dataset with zebrafish exposed to a dose-gradient of dibutyl phthalate and to two published toxicology datasets featuring different organisms. Combined with DRomics, a tool for dose–response analysis—Cluefish identified gene clusters deregulated at low doses and linked to biological functions overlooked by the standard approach. Notably, it revealed that retinoid signaling disruption may be the most sensitive pathway affected by dibutyl phthalate during zebrafish development, potentially leading to morphological changes. The Cluefish workflow aims to provide valuable clues for biological hypothesis generation and experimental validation. It is freely available at https://github.com/ellfran-7/cluefish.

## Introduction

Advances in omics approaches has made the comprehensive measurement of DNA, RNA, proteins, and metabolites in biological samples a standard practice [1]. This has led to a massive increase in generated data, providing a goldmine for uncovering novel biological functions, genotype–phenotype relationships, and elucidating molecular mechanisms [2]. However, the sheer volume presents significant challenges in both analysis and interpretation [3, 4].

In the context of transcriptomics, analyses yield extensive transcript lists that require impractical manual literature reviews. To address this, functional enrichment analysis, also known as pathway enrichment analysis, has become the standard approach. This method condenses large gene lists into more manageable and interpretable sets of biological functions or pathways [5]. Functional enrichment relies on predefined gene sets representing molecular functions, biological processes, or pathways, as outlined by databases like the Gene Ontology (GO) [6], pathway databases such as the Kyoto Encyclopedia of Genes and Genomes (KEGG) [7] and Wikipathways (WP) [8, 9], or experimentally derived gene sets available in the MSigDB [10, 11].

Functional enrichment methods have evolved over four generations. The first generation consists of over-representation analysis (ORA) methods, which test whether a predefined gene set contains a disproportionately large number of deregulated genes compared to a uniform random sample of genes among all the genes detected in the experiment. In this case, the functional gene set is considered as enriched. The second generation includes Functional Class Scoring (FCS) methods, which evaluate whether genes within a set are concentrated at the top or bottom of a ranked list of all the genes from the experiment, based on expression changes such as fold-change [11]. FCS improves on ORA by considering coordinated changes in functionally related gene sets, though it still treats genes as independent [12]. The third generation introduced Pathway Topology (PT)-based methods, which leverage pathway topology information from databases such as KEGG and Reactome [13]. These methods utilize knowledge about gene positions, roles and interactions within pathways [14, 15]. While PT-based methods improve on ORA and FCS by incorporating gene dependencies and interactions, they still view pathways as isolated entities and thus overlook pathway crosstalk [16]. The most recent and fourth generation, Network Topology (NT)-based approaches, goes a step further by systematically considering pathway crosstalk within a network [17]. NT-based methods utilize biological interaction networks, such as those based on protein–protein interactions (PPI) from databases like FunCoup and STRING [18, 19]. These approaches examine changes in network structure and correlations to provide a more integrated understanding of pathway interactions, accounting for crosstalk and overlap between pathways—elements neglected by previous generations [20]. However, despite their potential, NT-based methods are limited. This is because biological networks are often incomplete, with many missing or unreliable interactions, and these methods tend to focus solely on the network itself, which restricts the effectiveness and completeness of the analyses [17]. As a result, earlier generations of functional enrichment methods still remain largely used in practice.

While these earlier methods are commonly applied to transcriptomic data with two or three conditions, dealing with data involving many ordered conditions—referred to as “data series”—poses substantial complexity, even before functional enrichment. Data series capture measurements collected over successive points in time, space, or under varying conditions (e.g. different doses of a contaminant). In dose–response (DR) designs, which explore the relationship between exposure and effect, differential gene expression (DEG) analysis, although often used, is not well-suited. DEG relies on the comparison of the response at each dose to the control (or sometimes on pairwise comparisons across all conditions), multiplying the number of tests, applying each to a subset of the data, and generating multiple fold-change values for each transcript. In contrast, DR omics analysis replaces DEG by leveraging the entire DR relationship for each transcript [21]. Tools, like the DRomics R package [22], identify significantly deregulated transcripts and model their DR relationships. These models are used to characterize the response (whether monotonic or biphasic) and to calculate a benchmark dose (BMD) for each transcript. A BMD is a dose or concentration that produces a predetermined change in the response rate of an adverse effect, reflecting the sensitivity of a transcript to a given stressor [22]. However, FCS, and PT-based enrichment, which rely on fold-change values, are not adapted for functional enrichment in a DR context [12]. In contrast, ORA is currently the only suitable method available to complement DR modeling, as it exclusively uses deregulated gene lists. Alternative approaches exist for analyzing data series, such as weighted gene co-expression network analysis (WGCNA) [23], which clusters genes based on expression correlation patterns across conditions. Other methods like maSigPro [24], RNFuzzyApp [25], and TRAP [26], tailored for time-series RNA-seq data, offer comprehensive analytical frameworks that include, among other utilities, identification of genes with significant temporal expression changes and clustering of expression patterns. Nevertheless, to derive biological meaning from these identified gene sets and clusters, functional enrichment methods, predominantly ORA, remain necessary downstream steps, whether or not they are included in the workflow [27–31]. However, ORA comes with several other limitations. The enrichment results, often derived from Fisher’s exact tests, tends to highlight broad biological functions. Indeed, when using the entire list of deregulated genes, the large test denominator makes it more challenging to achieve the statistical significance needed to identify smaller or lesser-known functions. This tendency is intrinsically tied to the granularity of gene sets in certain databases (e.g. GO). Gene sets may be overly specific, while others are too general, potentially compromising the relevance of the analysis [32, 33]. Additionally, the enrichment results represent only a fragmented portion of the deregulated gene list, as the interpretation is based solely on the biological functions and the genes participating in their enrichment. Consequently, relying solely on ORA, as done in the standard approach, is not sufficient. Additional methods are needed in combination to address the shortcomings of the standard approach.

Our main goal was to create a workflow that allows to include a greater part of the deregulated gene list in the interpretation, capturing a more complete picture of the transcriptomic data. We also aimed to improve functional enrichment detection sensitivity to identify more specific and smaller biological functions while minimizing redundancy. Furthermore, we wanted to ensure the workflow is applicable to a wide range of both model and non-model organisms.

To meet these goals, we constructed Cluefish (Clustering, Enrichment, and Fishing), a semi-automated workflow designed for comprehensive and untargeted exploration of transcriptomic data series. We developed Cluefish using a DR transcriptomic dataset from zebrafish embryos exposed to varying doses of dibutyl phthalate (DBP), a plasticiser found in human biological samples [34] and environmental surface waters [35]. This main dataset allowed us to fully test and apply the workflow, conducting an in-depth biological interpretation. To demonstrate Cluefish’s versatility across different organisms with varying annotation richness in knowledgebases, we extended our validation to two secondary externally published DR transcriptomic datasets: Sprague Dawley rat (*Rattus norvegicus*) liver exposed to a dose-gradient of perfluorooctanoic acid (PFOA) [36], and Poplar (*Populus canadensis*) roots exposed to a dose-gradient of phenanthrene (PHE) [37]. Cluefish is open-source and available under the CeCILL license, offering a powerful tool for improving biological interpretation and aiding in the development of targeted interventions.

## Materials and methods

### Zebrafish dataset

#### Fish

Zebrafish (*Danio rerio*) embryos (AB strain) were obtained from the Luxembourg Centre for Systems Biomedicine (LCSB) aquatic platform (Luxembourg University, Belval, Luxembourg). They were collected within 1 h after spawn, placed in standardized fish water at 26°C [NF EN ISO 7346-2 (1998), pre-oxygenated by bubbling for 12h] and transferred to the LIEC laboratory facilities (Metz, France).

#### DBP solutions preparation and DBP quantification

Commercial DBP (purity 99%, CAS no. 84-74-2) was purchased from Sigma-Aldrich (St. Louis, MO, USA). Solvent-free DBP stock solution was made in fish water at an effective concentration of 5.4 mg/l. Stock solution and fish water effective DBP concentration quantification were performed 1 day before the beginning of exposure (three technical replicates) on an Ultimate 3000 Rs chromatography system with UV detection at 230 nm (DAD) (Dionex, CA, USA). Quantification was performed on an injected volume of 10 μl, using an Acquity UPLC HSS T3 2.5 μm, 2.1 × 100 mm column (Waters, Germany) as stationary phase, and 60% acetonitrile and 40% H_2_O as mobile phase, under a flow of 8 ml/min at 25°C. Fish water DBP quantification were below the limit of detection (LOD) of 3 μg/l. The stock solutions were stored in the dark at 26°C for the all experiment and were stable for at least the duration of exposure under these conditions (Supplementary Table S1). Tests solutions of DBP were made daily in fish water by serial dilution of the DBP stock solution in oxygenated fish water during the whole experiment to reach a concentration gradient [0–5–10–50–100 μg/l] built from environmental concentrations (median to high) up to the NOEC of DBP for chronic exposure in fish (100 μg/l), according to the European CHemicals Agency (ECHA). To avoid any external contamination of test solutions by phthalates or other plasticisers, only glassware was used for fish water, stock and test DBP solutions preparation, handling, and storage.

#### Zebrafish embryos exposure and sample collection

Thirty zebrafish embryos (256 cells stage [38]) were randomly distributed in glass beakers with 60 ml of test solution, with five replicate beakers of 30 embryos for each exposure condition. Embryos were kept in a climate-controlled chamber (Cooled incubator MIR-554-PE, PHC Europe B.V.) at 26 (±0.5)°C, under 14:10 light/dark photoperiod (20 μE/m²/s). Exposure was semi-dynamic, with 1/3 of exposure solution volume being replaced every day by freshly prepared test solutions. After 120h exposure to DBP, pools of 10 embryos (“protruding mouth” stage [38]) were collected as one sample, flash-frozen in liquid nitrogen, and stored at −80°C before RNA extraction. Remaining embryos were fixed in 4% paraformaldehyde (PFA) in PBS at 4°C for 1 week and washed several times with PBS before morphological assessment.

#### Transcriptome sequencing

Total RNA of zebrafish embryos (pools of 10 embryos, 5 replicates per condition) was extracted using the RNeasy mini extraction kit (Qiagen). After quality and integrity assessment of extracted RNA by NanoDrop (Thermo Fisher Scientific, Waltham, MA) and by the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA), the three higher quality RNA samples per condition (A260/A280 > 1.7, A260/A230 > 2, RIN > 8.8) were selected for high throughput mRNA sequencing. mRNA libraries were prepared after poly-A enrichment from 250 ng total RNA using NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (New England Biolabs) followed by NEBNext^®^ Ultra^™^II Directional RNA library Prep kit (New England Biolabs). Library size was checked by the DNA 1000 Assay Kit of the Bioanalyzer 2100 system. Libraries were sequenced on a NextSeq500 Illumina sequencer with 1 × 75 bp single reads, providing 40 to 57 million reads for each sample. Library preparation, quality check and sequencing were performed by Helixio, France.

#### mRNAseq data processing

Raw mRNAseq data processing was performed on the Galaxy french server provided by the “Institut Français de Bioinformatique” (IFB). Raw reads were filtered according to size (>55 bp) and quality parameters (mean Phred score > 20 on 5′ and 3′ bases and on a 4 bp sliding window) using Trimmomatic [39], leading to keep 87% to 92% of total reads according to the sample. Cleaned reads were mapped to the zebrafish reference transcriptome GCRz11 and quantified using Salmon quant (v. 1.5.1) [40]. Each transcript was annotated with the Ensembl transcript stable identifier (ID; e.g. ENSDART00000121728.3).

#### Embryos morphological traits

Lateral images of the fixed embryos were taken using a digital microscope (VMX-7000, KEYENCE, France). Body length and left eye area were measured using the “VHX-6000_950F Measurement Data Tabulation Tool” image processing software (KEYENCE, France).

### External datasets

To further evaluate the generalisability of Cluefish, datasets of two external transcriptomic studies were included. These studies were selected based on the inclusion of DR experimental designs and the contrasting richness of organism gene annotation available in public knowledgebases between them.

From Gwinn *et al.* [36], we selected the dataset exploring male Sprague Dawley rat (*Rattus norvegicus*) liver tissue subjected to PFOA, as their analysis reported a high number of deregulated transcripts and many enriched biological functions. The experiment involved exposing male rats, aged 8–10 weeks, to a concentration gradient of PFOA [0–0.156–0.3125 – 0.625 – 1.25 – 2.5 – 5 – 10 – 20 mg/kg] for up to 5 days. Each condition included four biological replicates. RNA was extracted from liver tissue and analyzed via TempO-Seq. As described in the paper [36], filtered reads were aligned to the rat S1500 + probe sequences. Each transcript was labelled with a unique combination of NCBI gene symbol and probe IDs specific to TempO-Seq assays (e.g. NFIL3_9304). The count matrix was retrieved from the Gene Expression Omnibus (GEO) under the accession number GSE147072.

From Gréau *et al.* 2024 [37], we selected the dataset exploring root tissue exposed to PHE as their analysis reported the highest number of deregulated transcripts. Poplar plants (*Populus canadensis)* were exposed for 4 weeks to a PHE concentration gradient [0–100–200–400–700–1000–1500–2000 mg kg^−1^]. Each condition included eight biological replicates. RNA was extracted from root tissue and analyzed via RNAseq. As described in the paper [37], filtered reads were mapped and counted on the *Populus trichocarpa* genome (V4, Phytozome). Each transcript was annotated with the Ensembl gene stable ID (e.g. Potri.001G000400). The count matrix was retrieved from GEO under the accession number GSE263776.

The three datasets, the main dataset and two external ones, will hereafter be referred to as the zebrafish, rat liver, and poplar root datasets.

### Dose–response analysis

The DRomics R package was used to identify significantly deregulated transcripts and model DR curves. The default parameters in DRomics were applied to all three datasets [41]. Transcript count datasets were imported, normalized, and transformed into a logarithmic scale using the rlog method within DRomics [42]. Significantly deregulated transcripts were selected using quadratic trend tests with a false discovery rate (FDR) of 0.05 [43]. DR models (linear, Hill, exponential, Gauss-probit, or log-Gauss-probit) were fitted using non-linear regression and selected based on the lowest second-order Akaike information criterion [44]. The modeled DR curves were characterized by their trends (bell-shaped, decreasing, increasing, and U-shaped) and yielded a benchmark dose (BMD-1SD) [22], calculated from a benchmark response (BMR-1SD) using the following equation: $\text{BMR-1SD} = y0 \pm SD$, where *y*0 is the theoretical level at the control given by the DR model and SD is the residual standard deviation of the modeled DR curve [22, 45]. The 95% confidence intervals (CIs) on the BMD-1SD values were computed by non-parametric bootstrap (5000 iterations). Modeled DR curves were discarded if the point or the interval estimates of the BMD could not be successfully calculated. For the zebrafish embryo morphological traits, body length and left eye area were likewise analyzed using the DRomics workflow for continuous anchoring (individual) data.

### The Cluefish workflow

Cluefish is composed of 11 main data analysis steps, followed by optional data visualization steps (Fig. 1). The workflow was applied to the in-house zebrafish dataset and the two external published datasets. Default Cluefish parameters and detailed steps for the zebrafish case study are described below, whereas details on the choices made for the two external datasets are provided in the Supplementary Text S1. Each step is as follows:

**Figure 1.**
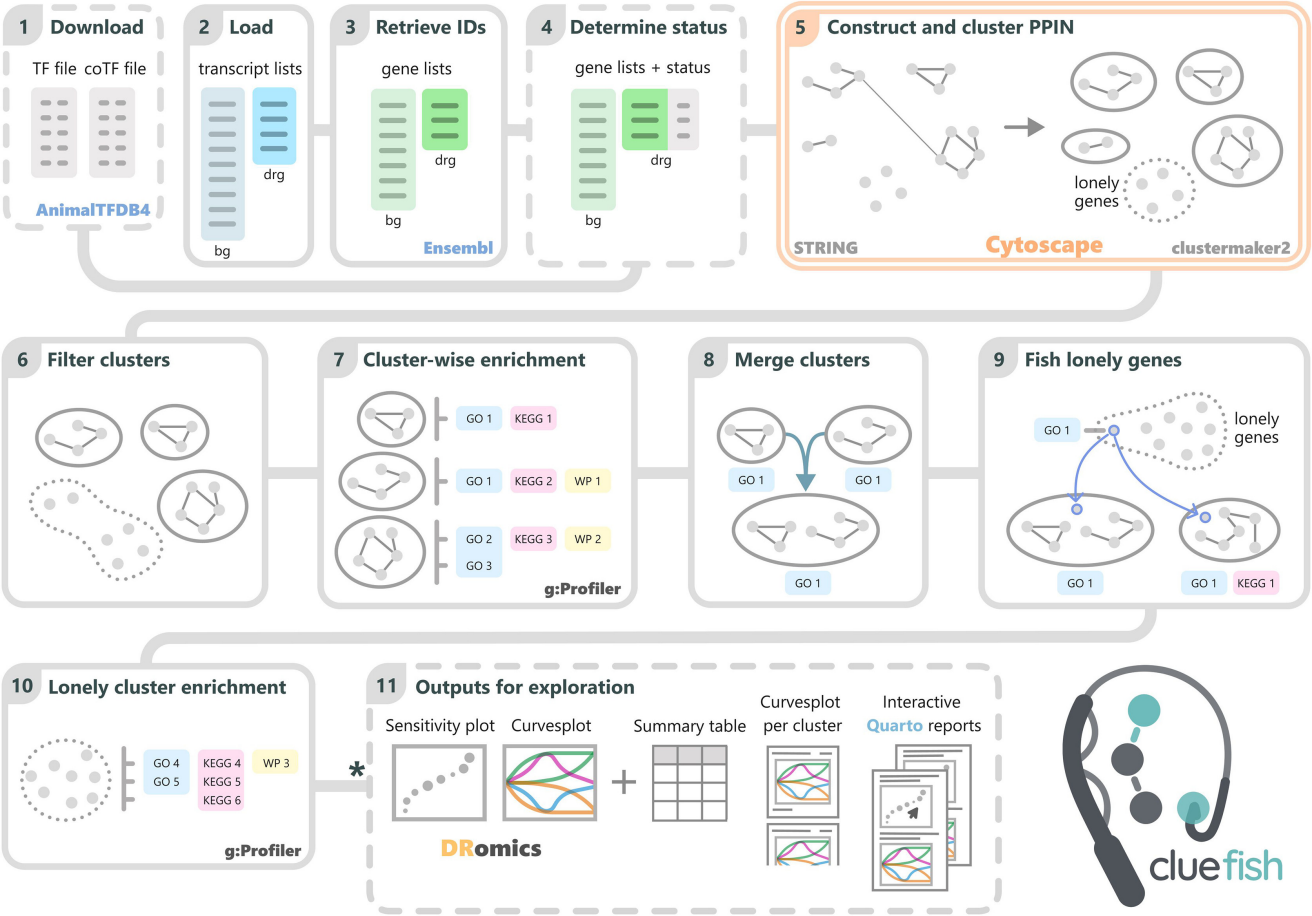
Schematic of Cluefish workflow. Steps performed in R are shown in single-line frames, with dashed frames for optional steps, while the step carried out in Cytoscape is shown within a double lined frame. In Step 5, deregulated genes, which code for proteins in STRING, are represented as nodes. Their interactions are illustrated by lines. Clusters are represented by full circles, while isolated genes are categorized as lonely genes, forming the lonely cluster, represented by a dashed circle. The schematic guides the user through the various steps but does not explicitly depict the output-to-input relationships, as some steps require multiple previous outputs. The full detailed workflow is provided in the vignette (https://ellfran-7.github.io/cluefish/articles/cluefish.html) *The final step can only be performed if the list of deregulated transcripts loaded in Step 2 is derived from the outputs of DRomics. Abbreviations: bg: background, drg: deregulated.

#### Step 1: download transcription (co-)factor annotations

Transcription factors (TFs) and transcriptional co-factors (CoTFs) form multi-protein complexes that mediate cellular signaling and facilitate gene transcription [46, 47]. This combinatorial function establishes a crucial link between signaling pathways and gene regulation [48]. To incorporate this regulatory information, lists of TF and CoTF genes for the specified organism are obtained from the Animal Transcription Factor Database 4.0 (AnimalTFDB4) [49]. If these files are not available for a particular organism, this step can be skipped. The zebrafish TF and CoTF gene lists were successfully downloaded.

#### Step 2: load background and deregulated transcript lists

The background transcript list includes all transcript IDs detected in the experiment, whereas the deregulated transcript list contains only the IDs of significantly deregulated transcripts. The deregulated transcript list was derived from the DRomics pipeline in our case studies.

#### Step 3: retrieve gene identifiers

Transcript IDs are converted to gene IDs and other pertinent annotations by linking with the Ensembl database via the biomaRt R package [50, 51]. To ensure compatibility with databases and tools used later in Cluefish, specifically the STRING database and g:Profiler [52], the results must include IDs supporting the organism in both platforms. In most cases, the Ensembl gene ID meets this requirement for well-referenced organisms, significantly reducing the need for repeated ID conversions throughout the workflow. In this step, all detected transcript IDs are mapped to their corresponding Ensembl gene IDs, forming the foundation for the deregulated gene list. In our case, the zebrafish transcript IDs were converted to their Ensembl stable gene ID and external gene name, corresponding to readable gene names.

#### Step 4: determine deregulated gene regulatory status

The next step involves determining the regulatory status of the deregulated genes, using the TF and CoTF annotation files acquired earlier. If these files are not available for a particular organism, this step can be skipped. Since the files were successfully downloaded for zebrafish, it was possible to assess the regulatory status of the deregulated genes.

#### Step 5: construct and retrieve the clustered protein–protein interaction (PPI) network

The preceding output is then manually imported into the Cytoscape application [53]. Using the StringApp plugin [54], the deregulated transcripts’ STRING-compatible IDs are entered into the Protein Query search bar. This query process is customisable, offering inclusion of specific interaction types, setting limits for interaction confidence scores, and supplementary interactions. The default value in STRING is set at 0.4 for the confidence score limit to construct the PPI network, representing the probability that the interaction really exists given the available evidence. In our zebrafish case study, a confidence score of 0.9 was utilized to only consider highly confident interactions, and we included all interaction types. The resulting PPI network was constructed from both known and predicted protein–protein associations from the STRING database. To identify clusters, the Markov Chain Clustering (MCL) algorithm is applied using the clustermaker2 extension [55, 56]. The granularity of clusters is controlled by the inflation parameter, with lower values [1, 2] yielding fewer, larger clusters, and higher values [5, 6] resulting in more, smaller clusters. Very large clusters may lack coherent biological context, while very small clusters may not represent a biological complex or may only be involved in specific cases. In our zebrafish case study, this parameter was set at 4 which is the default value in clustermaker2. This setting balances the creation of few large clusters and many small clusters. The node table, containing clustered elements, is manually exported as a CSV file.

#### Step 6: filter clusters

Returning to the R environment, clusters are filtered based on their gene set sizes using what is called the lower cluster size filter, under which clusters are removed. By default, in Cluefish, this filter is set at 4. The choice of lower cluster size limit may depend on the study, organism, and earlier decisions during PPI network creation and clustering. Higher size limits result in fewer large clusters, whereas smaller limits retain both large and small clusters, removing only very small clusters. In our zebrafish case study, the default value was used.

#### Step 7: perform cluster-wise functional enrichment

To characterize each cluster, ORA can be conducted using the gprofiler2 R package [57], which interfaces with g:Profiler. This tool was chosen firstly for its extensive support of both model and non-model organisms, totaling 984 and the ability to use custom annotation data. The main tool of interest in g:Profiler is g:GOst, which can perform ORA on multiple gene lists and search against a wide range of functional databases, including GO, KEGG, and Wikipathways (WP). Specifically, Fisher’s one-tailed tests can be applied to measure the likelihood that the overlap between a query gene set and biological function gene sets is due to chance. Another important aspect of g:Profiler is its access to previous versions of the software and data, ensuring reproducible analyses. Furthermore, it offers a filtering method for highlighting GO driver terms by considering the underlying topology of annotations, as described in Kolberg *et al.* 2023 [52]. By default, in Cluefish, the deregulated gene list is concurrently analyzed against GO Biological Processes (GO:BP), KEGG, and WP pathways, using the background gene list comprising all annotated protein-coding genes from the experiment. The FDR multiple testing correction method is applied, with a significance limit set at 0.05. To address the inherent complexity and redundancy within GO term hierarchies, only highlighted GO:BP terms are retained. In our zebrafish case study, the default settings were chosen. In addition to these, we implemented two new filters.

- The first one, called the biological function size filter, are the minimum and maximum gene set sizes of biological functions, i.e. the number of genes associated with each biological function found within the background gene list. By default, in Cluefish, lower and upper biological function size limits are set at 5 and 500 respectively. Very large gene sets, which are dependent on the organism, are often associated with broad biological processes. These can introduce noise and obscure more specific functions. Conversely, very small gene sets hold little statistical support, as minor changs in gene membership can substantially affect FDR values, leading to unstable enrichment. Additionally, very small gene sets can be overly specific and may not capture the full biological context of a pathway. These lower and upper limits can be adjusted based on the study, the organism, and the type of transcriptomic data (e.g. whole transcriptome or tissue-specific). In our zebrafish case study, the default values were used.

- The second filter, called the enrichment gene count filter, is the minimum number of genes participating in the enrichment of a biological function. By default, in Cluefish, the enrichment gene count filter is set at 3 in order to avoid identifying biological functions enriched by too few genes, particularly in smaller clusters. Such clusters can lead to a higher rate of false positives, and enrichments based on very few genes may not provide substantial biological insight into the cluster itself. This limit should be proportionate to the cluster sizes, particularly the smallest clusters. In our zebrafish case study, the default value was used.

#### Step 8: merge clusters

After characterizing the clusters, the next step is to identify and merge clusters that share the same enriched biological functions from at least one specified database (e.g. GO, KEGG etc.) in the ORA. By default, in Cluefish, the merging process is conducted separately for each chosen database, in descending order of the total number of unique genes present in both the database and the background list. This step combines clusters whose proteins were insufficiently interactive in STRING to form a single cluster but are shown through functional enrichment to participate in the same biological processes. Merged clusters thus form larger, contextually unified groups representing distinct biological functions. In our zebrafish case study, the default settings were chosen, with clusters first merged based on shared GO Biological Process (GO:BP) functions first, followed by KEGG, and finally WP.

#### Step 9: fish lonely genes

Genes not assigned to any cluster are referred to as « *lonely genes* ». These genes are not typically explored because they do not contribute to functional enrichment, and thus, they do not help in characterizing the data. Genes become *lonely* in one of two cases: either they are initially not sufficiently interactive with another protein complex to participate in or form a cluster, or they were initially part of a cluster but failed to pass the cluster size filtering step, thus falling into the *lonely cluster*. To achieve a more comprehensive analysis and expand clusters, *lonely genes* are incorporated into existing clusters based on shared functional annotations. Specifically, if a biological function annotation of a *lonely gene* matches a biological function enriched in a cluster, the *lonely gene* is integrated into the corresponding cluster. The *friendliness* metric represents the number of clusters a *lonely gene* can be incorporated into.

#### Step 10: perform functional enrichment of the lonely cluster genes

The *lonely cluster*, now consisting of the remaining *lonely genes*, can undergo a simple functional enrichment analysis to gain further insight into the biological context of the genes not associated with any existing clusters. The customizations used in the earlier cluster-wise enrichment analysis are fully applicable here as well. Therefore, the parameters were set to match those chosen in the previous cluster-wise functional enrichment analysis for the zebrafish dataset.

#### Step 11: generate outputs for exploration

To fully explore the Cluefish results, DRomics results are required in order to include DR modeling metrics. While DR analysis is not required for previous steps of Cluefish, it becomes essential for generating the following outputs. A summary table, which captures key details from each step and tool used in the Cluefish workflow, can be generated and exported to CSV for manual exploration. Additionally, plots of fitted DR curves for each cluster’s gene set can be generated and exported to PDF, offering a visual exploration of cluster content. Three report templates created using Quarto (Allaire, J.J., Teague, C., Scheidegger, C., Xie, Y., & Dervieux, C., 2024. Quarto. Zenodo. https://doi.org/10.5281/zenodo.5960048) are incorporated into the Cluefish compendium, which may be useful to users. Examples can be found in Supplementary Files 3–5. These templates summarize Cluefish results interactively, integrate them with DRomics findings, and enhance data usability for comprehensive biological interpretation. Although these reports can be generated automatically, they may require adjustments to suit various types of cases.

### The standard workflow

To illustrate Cluefish’s capacity to improve biological interpretation of DR transcriptomic data, we compared it with the standard approach. This involved applying a simple functional enrichment analysis to the entire deregulated gene list, using the same parameters as those chosen for the cluster-wise enrichment step in Cluefish. For the zebrafish and rat liver datasets, three databases were used: GO:BP, KEGG, and WP. For the poplar root dataset, only GO:BP and KEGG were used, as WP lacked sufficient coverage. Both approaches were compared in terms of number of enriched biological functions and number of deregulated genes involved in them.

### Implementation

For gene ID retrieval and functional enrichment analyses across all three datasets, we used Ensembl genome assemblies (release 111): GRCz11 (GCA_000002035.4) for zebrafish, mRatBN7.2 (GCA_015227675.2) for rat liver, and Pop_tri_v4 (GCA_000002775.4) for poplar root. Details of the versions of tools and databases used for each dataset are provided in Supplementary Table S2. Cluefish is primarily implemented in the R statistical computing language [58], with a short manual processing step halfway in the Cytoscape application. Dependencies in R, including binary dependencies, are automatically bundled and installed using renv (v. 1.0.7) [59]. Cluefish is structured as a research compendium, which is an organized collection of files and directories encompassing all necessary data, code, and documentation required to reproduce the research [60]. Git is utilized for version control (v. 2.45.2.windows.1.). The workflow requires two main data inputs: the background and deregulated transcript lists. If these inputs come from DRomics results, the entire Cluefish workflow can be used. However, if the inputs are from a different selection method, Cluefish can be applied up to Step 10. This is because the outputs for visual exploration depend on DRomics figures (e.g. DR curves) and the associated computed metrics. Cluefish is freely available at https://github.com/ellfran-7/cluefish with an associated vignette serving as a guide through the Cluefish workflow with some additional functionalities available, which has not been included in the workflow description for the sake of simplicity (https://ellfran-7.github.io/cluefish/articles/cluefish.html).

## Results

### Dose–response analysis

A total of 41 396, 2654, and 34 699 transcripts were detected in at least one sample across the zebrafish, rat liver, and poplar root datasets, respectively. 

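For the zebrafish dataset, embryos were exposed for 120 h to dibutyl phthalate (DBP), a plasticiser, and a pool of 10 embryos was one sample. The deposited files cover 15 poly-A libraries, 3 for each of the 5 concentrations, 0, 5, 10, 50 and 100 μg/l. For the 50 μg/l libraries, the protocol text of the deposited sample labels gives 30 μg/l in place of 50, while the paper and the sample titles give 50, which is used here. The authors trimmed the single reads, assigned them to the zebrafish reference transcriptome with Salmon, and deposited its estimated counts per transcript in one table of all libraries, with the TPM values (scaled for transcript length and library total) of each library in a file of its own. Estimated counts need not be whole, because Salmon divides a read that fits several transcripts between them, so values of near-identical transcripts are uncertain. The table lists 46488 transcripts. The counts assigned per library lay between 17.2 and 28.0 M (M, mega), against the 40 to 57 M reads sequenced per sample that the paper reports, and all values here use the assigned counts. The median was 23.8 M at 5 μg/l, 21.3 M at 10 μg/l, 22.6 M at 50 μg/l and 24.0 M at 100 μg/l, and the 3 control libraries held 24.0, 25.9 and 25.9 M. From these counts, 41441 transcripts had a value above 0 in at least one of the 15 libraries, more than the paper reports. With counts rounded to whole numbers it was 41430, still above the paper's number, and the cause of the difference was not tested.
For the tests, each library was scaled by the median of its ratios to the geometric mean of all libraries, and the resulting CPM (counts scaled to a common library size) were transformed as log2(value + 0.5), a scale that understates the change of low transcripts. A transcript was tested when it had at least 10 counts at the median library size in at least as many libraries as the smallest dose group holds, and at least 15 counts in total. A quadratic trend on the dose ranks was then fitted with limma, and a transcript was taken as deregulated at a Benjamini-Hochberg adjusted p-value under 0.05. The paper's own selection used quadratic trend tests in DRomics on transformed counts.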

One control sample from the zebrafish dataset was excluded from the analysis due to its divergence in the principal component analysis (PCA) plot, indicating it was an outlier (Supplementary Fig. S1). Thus, the analysis proceeded with the remaining 14 samples from the original 15, resulting in 39 890 transcripts forming the background transcript list for the zebrafish dataset. 

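A principal component analysis of the log2 normalized counts of all detected transcripts placed 1 control library apart from the other 14. The control labelled replicate B lay 240.2 units from the median of the others on the first component, which held 29.0% of the variance. The next largest distance of any library was 36.3 units, so the distance was 6.61 times the next. The control labelled replicate D, which the deposited labels mark as the outlier, lay 21.3 units from the median, and the control labelled replicate E lay 36.3 units from it. With the 500 most variable transcripts alone, the library labelled control replicate B was still 5.56 times farther than the next. The paper gives this divergence on its PCA plot as the reason for the exclusion.

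**Figure D1:**
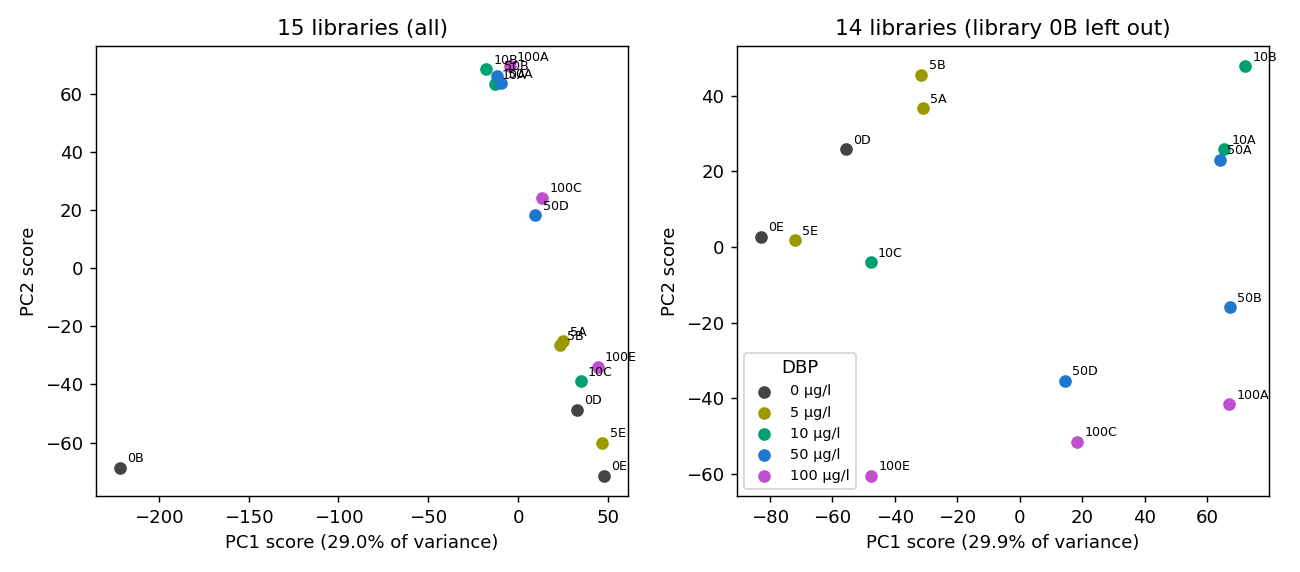
Scores of the libraries on the first and second principal components of log2 normalized CPM, with all 15 libraries (left) and with the control labelled 0B left out (right). Each point is 1 library, coloured by DBP concentration in μg/l and named by concentration and replicate letter. On the left, 0B lies at -221.7 on the first component while the other libraries lie between -17.8 and 47.9.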

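Leaving out the control labelled replicate B left 39890 transcripts with a value above 0 in at least one of the 14 remaining libraries. Leaving out the control labelled replicate D left 41337, and leaving out replicate E left 41298. The 14 libraries without the one labelled replicate B are therefore used here as the paper's set, with 2 controls and 3 libraries at each exposed dose, and values over all 15 libraries are given beside them. The library left out held 24.0 M counts and 34413 detected transcripts, of which 1551 had no count in any other library. In the other 14 libraries, between 90 and 145 transcripts were detected in that library alone.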

The main outputs of the DR analysis with DRomics are summarized in Tables 1 and 2 for all three datasets. 

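In the 14 libraries, 32362 transcripts passed the filter on low counts, and 529 of them were deregulated along the dose-gradient (limma, quadratic trend on dose ranks, Benjamini-Hochberg adjusted p-value under 0.05). The fitted value at 100 μg/l was above the control for 263 of these and below it for 266. At an unadjusted p-value under 0.05, 8647 transcripts passed. Over all 15 libraries, 305 transcripts were deregulated, 268 of them among the 529. With the replicate letter as a block, 18 transcripts were deregulated over the 14 libraries. Without the block, single libraries weighed heavily in the number. It fell to 57 without 100 μg/l replicate C and rose to 1176 without 100 μg/l replicate E. On simulated data with 200 changed transcripts among 32362, the same test recovered 72.5% of the changed ones, and 4% of its calls were false. The simulated counts were drawn independently, with the same dispersion for every transcript. Only well-counted transcripts were changed, in a straight line on the dose ranks. Apart from depth, no shift was shared within a library, so the 4% does not measure the false share among the 529.
Each dose was also compared with the controls in a fit over all 14 libraries. At 5 μg/l, 5 transcripts differed from the controls (limma, adjusted p-value under 0.05), with 25 at 10 μg/l, 38 at 50 μg/l and 60 at 100 μg/l. Over all 15 libraries these numbers were 0, 8, 21 and 59. Behind the count of 0, 931 of 31658 tested transcripts had an unadjusted p-value under 0.05 (limma). At 5 μg/l over the 14 libraries, 879 of 32362 did. Both are below the share of 0.05 that would be reached with no change at all. Which direction was more frequent at 100 μg/l depended on the setting, with 35 transcripts higher and 25 lower in the fit over 14 libraries, 29 and 30 over all 15, and 33 and 55 in a fit of those 2 doses alone. Without 10 μg/l replicate C, the number at 10 μg/l was 1380. Between adjacent doses, 25 transcripts differed from 5 to 10 μg/l, 4 from 10 to 50 μg/l and 0 from 50 to 100 μg/l, where 2391 had an unadjusted p-value under 0.05.
The transcripts with the largest changes at 100 μg/l were taken from the 529 by a fixed rule, and the files do not pair their identifiers with gene names. ENSDART00000173698.2 had no counts in either control and 631 ± 128 normalized CPM (SD, n = 3) at 100 μg/l, at least 5436-fold higher (trend adjusted p = 0.0257, limma). For ENSDART00000144075.3 the mean at 100 μg/l was 647 ± 216 (SD, n = 3), at least 5572-fold higher than in the controls, which had none (adjusted p = 0.0226, limma). ENSDART00000173554.2 fell from 955 ± 84.7 normalized CPM (SD, n = 2) in the controls to 0 in all 9 libraries at 10, 50 and 100 μg/l, at least 5484-fold lower at 100 μg/l (adjusted p = 0.0171, limma). ENSDART00000012055.7 was at 187 ± 17.0 (SD, n = 2) in the controls and likewise at 0 in those 9 libraries, at least 1072-fold lower at 100 μg/l (adjusted p = 0.0304, limma). These bounds hold for the 14 libraries and cover counting error only. Compared directly with the controls at 100 μg/l, the adjusted p-values (limma) were 0.0777 and 0.0664 for the transcripts that rose. They were 2.28e-11 and 0.107 for those that fell. Without 100 μg/l replicate C, every trend adjusted p-value (limma) was above 0.05, at 0.0627 and 0.0604 for the rises and 0.0506 and 0.0726 for the falls. The control left out had 174 and 73.6 normalized CPM of the transcripts that rose and 12.7 and 759 of those that fell, scaled over all 15 libraries. Over all 15 libraries the trend adjusted p-values (limma) were 0.119 and 0.0816 for the transcripts that rose and 0.0525 and 0.0164 for those that fell. Of the 529 transcripts, 104 had a count of 0 in at least 1 of the 14 libraries, and the values of such transcripts are uncertain where Salmon divided reads between similar sequences.

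**Figure D2:**
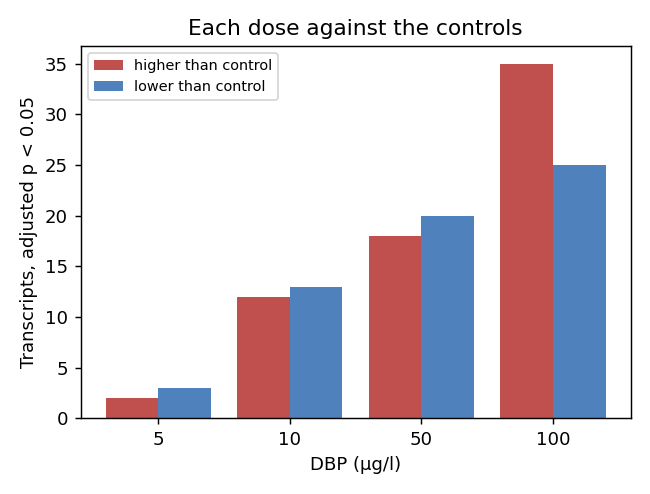
Number of transcripts with an adjusted p-value under 0.05 (limma) at each DBP concentration in μg/l against the 2 controls, with bars for transcripts higher and lower than the controls. The bars rise from 2 higher and 3 lower transcripts at 5 μg/l to 35 higher and 25 lower at 100 μg/l.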

Across all datasets, most deregulated features exhibited monotonic trends along the dose-gradient, with 93%, 79%, and 60% showing either increasing or decreasing trends for the zebrafish, rat liver, and poplar root datasets, respectively, and a minority of bell or U-shaped trends.

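Linear, exponential, Hill, Gauss-probit and log-Gauss-probit curves were fitted by least squares to the log2 normalized counts of the 529 zebrafish transcripts, and the curve with the lowest second-order AIC was kept. The fits re-implement these families and were not made with DRomics. All 529 transcripts received a curve and a benchmark dose, defined as the dose where the curve leaves its value at 0 μg/l by 1 residual SD. Of these curves, 89.0% were monotonic (95% Wilson interval 86.1% to 91.4%), with 230 increasing and 241 decreasing. The interval takes the transcripts as independent and does not cover the spread between libraries. With each exposed library left out, the share lay between 81.0% and 94.0%. A bell shape was found for 25 transcripts and a U shape for 33. With curves outside the measured range left out, a rule chosen after the data were examined, these numbers were 7 and 13. ENSDART00000173554.2 was among the bells, with a benchmark dose of 0.1 μg/l. Its mean was 955 normalized CPM in the controls, 1080 at 5 μg/l and 0 from 10 μg/l. A shape or a low benchmark dose can therefore rest on the curve between tested doses. The monotonic share was 91.5% over all 15 libraries, and it moved most, to 72.8%, with an AIC without the small-sample correction. On simulated curves with their peak between 2 tested doses, a bell shape was recovered in 58.5% of 200 cases, and in 99.5% where the peak lay at a tested dose. The benchmark doses had a median of 7.60 μg/l and quartiles of 2.90 and 25.7 μg/l, and 285 of them were under 10 μg/l. Over all 15 libraries the median was 18.9 μg/l, with 133 of 305 under 10 μg/l, and with each exposed library left out it lay between 4.90 μg/l (without 10 μg/l replicate C, for example) and 15.9 μg/l (without 50 μg/l replicate B). From its own distribution of trends, the paper states that most deregulated features were monotonic.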

**Table 1.** Number of transcripts across the three datasets (zebrafish, rat liver, and poplar root) showing the total experimental background, deregulated transcripts identified by DRomics, and deregulated transcripts with computed BMD and CIs

	Zebrafish	Rat liver	Poplar root
Total background transcripts	39 890	2654	34 699
Deregulated transcripts	2449	873	6463
With BMD and CI	2433	843	6352

**Table 2.** Distribution of transcript trend types across the three datasets (zebrafish, rat liver, and poplar root). The table presents the number and percentage of transcripts exhibiting monotonic (increasing or decreasing) and biphasic (bell-shaped or U-shaped) trends among deregulated transcripts with computed BMD and CIs

	Zebrafish	Rat liver	Poplar root
Increasing (inc)	1132 (46%)	314 (37%)	2156 (34%)
Decreasing (dec)	1145 (47%)	353 (42%)	1683 (26%)
Bell-shaped (bell)	64 (3%)	71 (8%)	1375 (22%)
U-shaped (U)	92 (4%)	105 (13%)	1138 (18%)

### Comparison of both approaches

Before performing functional enrichment analysis, transcript IDs were converted to Ensembl gene IDs for the zebrafish and rat liver datasets, as described in Step 3. The poplar root dataset was already annotated with Ensembl gene IDs. In the zebrafish dataset, the background and deregulated transcript lists (with computed BMD and CI) were converted to 27729 and 2365 unique Ensembl stable gene IDs, respectively. For the rat liver dataset, these lists were mapped to 2367 and 756 unique Ensembl stable gene IDs, respectively.

Simple functional enrichment analysis revealed that the deregulated gene lists significantly enriched multiple biological functions across the GO:BP and KEGG databases in all datasets, and in the WikiPathways (WP) database for the zebrafish and rat liver datasets only.

For the zebrafish dataset, the standard approach identified enrichement in 12 GO:BP, 6 KEGG and two WP biological functions. A total of 320 genes contributed to these enrichments, while 2045 genes did not (Supplementary Table S3). Cluefish identified all 6 KEGG and 2 WP pathways found through the standard approach and additionally detected 45 KEGG and 8 WP pathways (Fig. 2A). In contrast, only 5 GO:BP terms were shared between both approaches. Cluefish identified 36 unique GO:BP terms, whereas the standard approach identified seven. These seven GO:BP functions were higher-level parent terms, representing more general and broader biological concepts. They were redundant with the lower-level child terms found by Cluefish, although they did not share the same GO term names. Cluefish led to the consideration of an additional 733 genes into enriched biological functions, accounting for 30% of the deregulated gene list (Fig. 2B). Of the 320 genes found by the standard approach, 293 were also recovered by Cluefish, leaving 27 unique to the standard approach.

**Figure 2.**
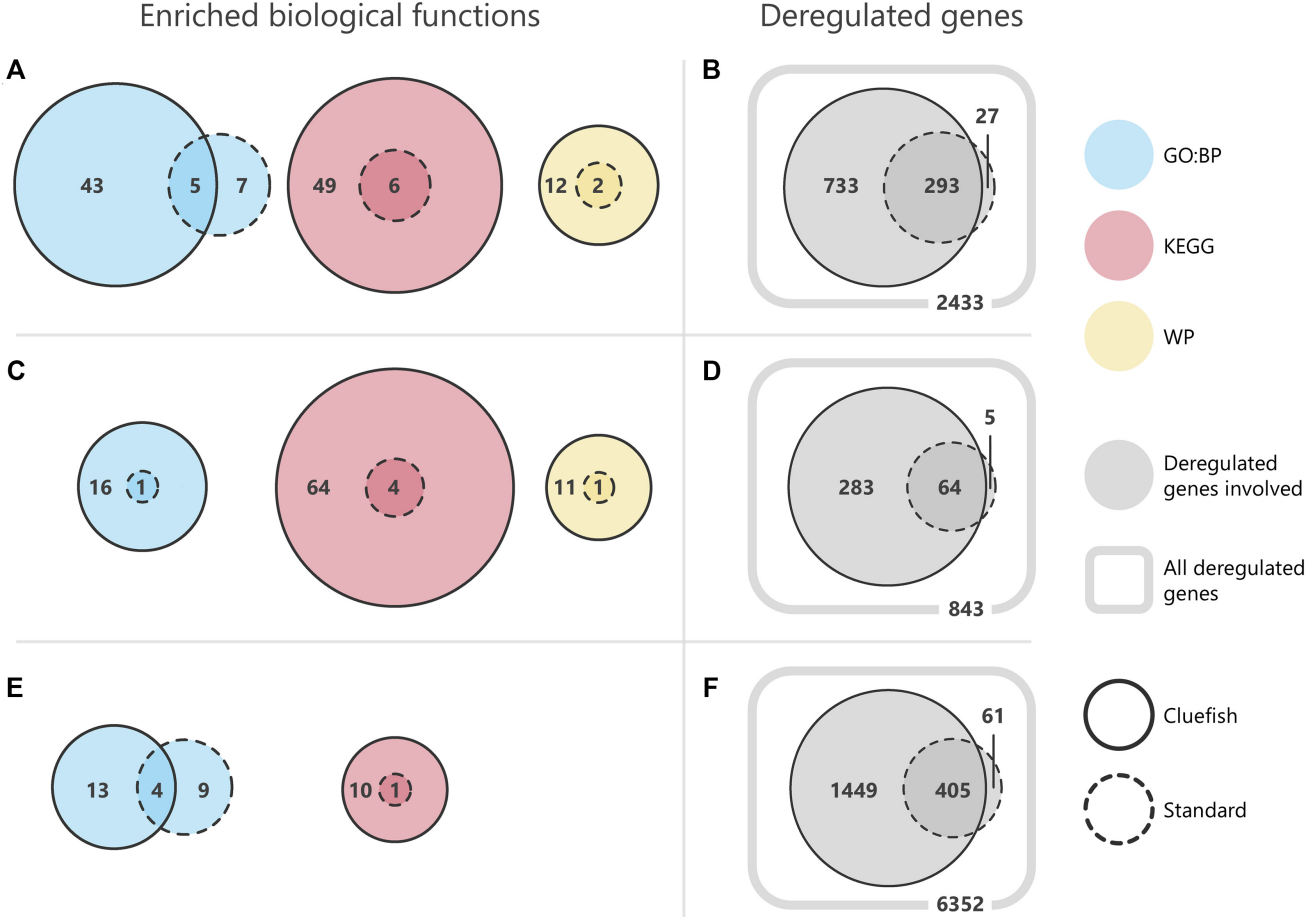
Significantly enriched biological functions (left panel) and involved deregulated genes (right panel) for zebrafish (**A** and **B**), rat liver (**C** and **D**), and poplar root (**E** and **F**) datasets. Left panels (**A, C**, and**E**) illustrate the overlap of enriched functions by database and approach. Right panels (**B, D**, and**F**) display the overlap of deregulated genes involved in these enriched functions, representing the set of genes considered for biological interpretation for both approaches. Rounded squares indicate the total number of deregulated genes with computed BMD and CIs.

For the rat liver dataset, the standard approach identified enrichment in one GO:BP, four KEGG, and one WP biological function, involving 69 genes, whereas 687 genes did not participate in any of these enrichments (Supplementary Table S4). Cluefish recovered all functions detected through the standard approach, while also adding 16 GO:BP, 64 KEGG, and 7 WP functions (Fig. 2C). Cluefish incorporated an additional 282 genes into enriched biological functions, accounting for 37% of the deregulated gene list (Fig. 2D). Of the 69 genes participating in enrichment found by the standard approach, 64 were also recovered by Cluefish, leaving 5 genes unique to the standard approach. Full details on outputs and details of key steps throughout the Cluefish application of the rat liver dataset can be found in Supplementary Tables S5–S10.

For the poplar root dataset, the standard approach identified enrichment in 13 GO:BP and 1 KEGG pathway, involving 466 genes, while 5886 were not associated with any enriched function (Supplementary Table S11). Cluefish recovered the same KEGG pathways detected by the standard approach and identified 9 additional ones (Fig. 2E). Only 4 GO:BP terms were shared between both approaches. Cluefish identified 13 unique GO:BP terms, whereas the standard approach identified 9 unique GO:BP terms. Of the 9 GO:BP terms uniquely identified by the standard approach, some were redundant with terms found by Cluefish, represented under different names and at different levels of the GO hierarchy. For example, while both approaches identified the “translation” (GO:0006412) term, the standard approach additionally identified the “Ribosome” (KEGG:03010) and “ribosome assembly” (GO:0042255) term. These biological terms substantially overlapped with “translation.” Specifically, 93 out of 101 deregulated genes (92%) annotated for “Ribosome” and 26 out of 31 deregulated genes (84%) annotated for “ribosome assembly” were also among the 198 genes annotated for “translation” (Supplementary Table S12). Cluefish led to the consideration of an additional 1778 genes into enriched functions, accounting for 28% of the deregulated gene list (Fig. 2F). Of the 466 genes considered by the standard approach, 403 were also considered by Cluefish, leaving 63 genes uniquely considered by the standard approach. Full details on outputs and aspects of key steps throughout the Cluefish application of the poplar root dataset can be found in Supplementary Tables S5, S6, and S13–S16.

### Exploration of the Cluefish application to the zebrafish dataset

#### Overview of the results

From the AnimalTFDB4 database, 3328 Ensembl genes corresponding to known zebrafish TFs and CoTFs were retrieved. Among the 2365 deregulated genes, 286 were identified as coding for these transcriptional regulators. After constructing the PPI network and performing MCL clustering, 204 clusters were formed (Supplementary Table S5). Of these, only 53 clusters passed the size filter, encompassing 399 genes. Cluster-wise ORA identified 41 driver GO:BP, 51 KEGG, and 10 WP-enriched functions. See the Supplementary Table S6 for the cluster-wise ORA results both before and after filter, and the Supplementary Table S17 for the initial ORA results prior to filtering. Several clusters were merged based on shared biological function, reducing the total number of clusters to 44. Following *lonely fishing*, the number of genes in the newly expanded clusters increased to 904 (37% of the deregulated gene list). The majority of fished *lonely genes* had a *friendliness* value of one, two, or three, with the highest value reaching eight. The final number of clusters was 45 (44 expanded clusters + *Lonely cluster*) (Supplementary Table S18). The size of the *lonely cluster* was greatly reduced, containing 1461 genes. The functional enrichment of the *lonely cluster* identified six driver GO:BP, four KEGG, and two WP biological functions (Supplementary Table S19). These functions did not overlap with any from the cluster-wise enrichment. With this added information, over 1026 deregulated genes enriched at-least one biological function, corresponding to 43% of the deregulated gene list. The sensitivity of the 44 expanded clusters can be illustrated using summarized BMD-1SD values for the transcripts within each cluster (Fig. 3A). The first quartile represents the value below which 25% of the BMD of the transcripts fall below. According to this summary, the most sensitive clusters #43, #37, #10, and #15 with BMD-1SD first quantile values of ∼1.95, 2.19, 2.23, and 2.62 μg/l, respectively. In contrast, clusters #51, #27, #35, and #38 were the least sensitive, with first quartile values of 33.6, 31.7, 31.2, and 29.8 μg/l, respectively (Supplementary Table S20).

**Figure 3.**
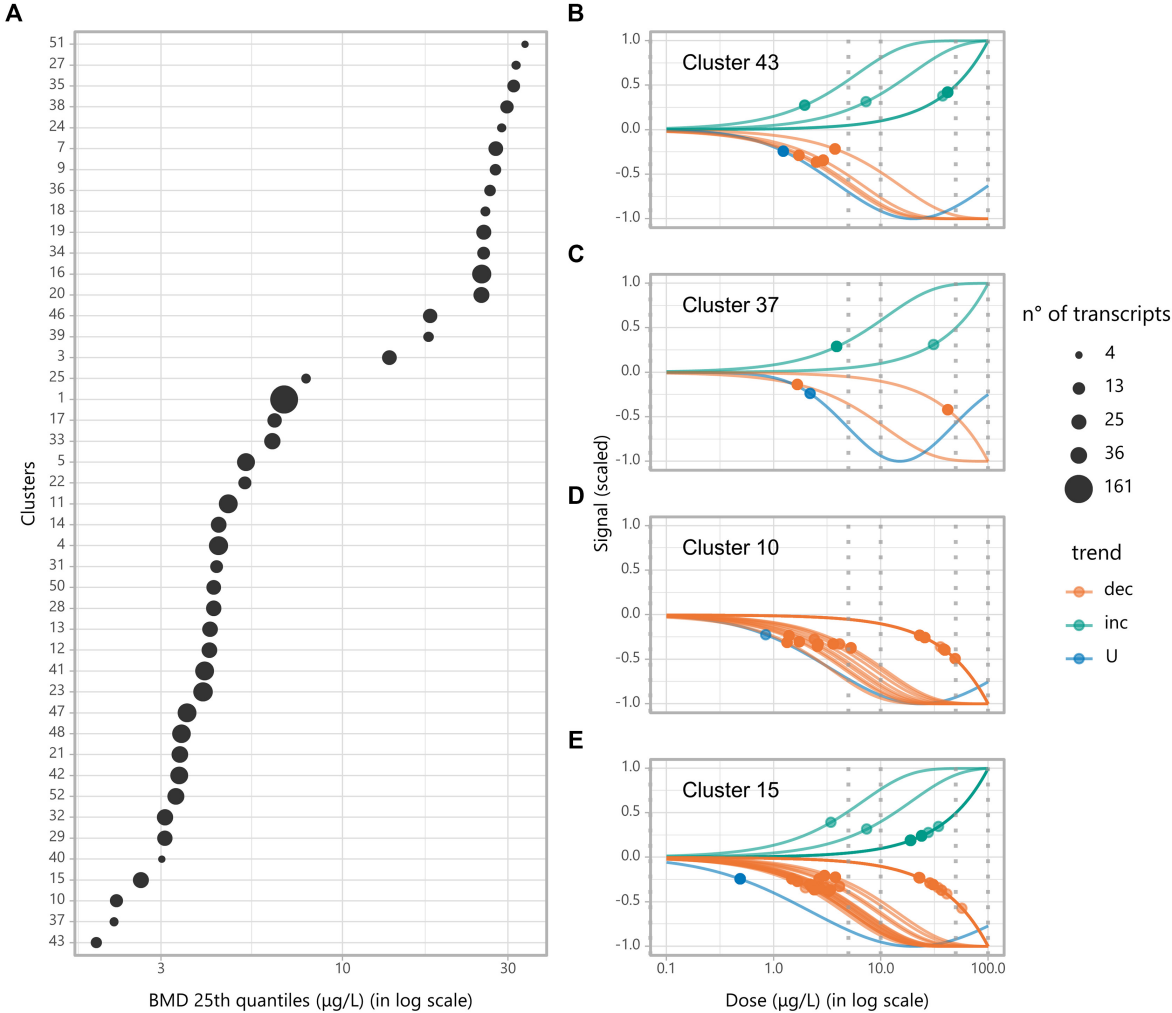
Results of the Cluefish workflow applied to the zebrafish dataset. (**A**) Summarized BMD 25th quantile values for each cluster, with points ordered from most to least sensitive and sized according to the number of transcripts. (**B–E**) DR fitted curves and computed BMD points for transcripts in (B) cluster 43, (C) cluster 37, (D) cluster 10, and (E) cluster 15, with colors indicating the trend for each curve shape: dec (decreasing), inc (increasing), and U (U-shaped). Grey dotted vertical lines represent the experimental doses.

#### In-depth exploration of findings

In ecotoxicology, the primary focus is on examining the impact of low doses of contaminants in the environment. Prioritizing the exploration of the most sensitive clusters is a reasonable approach in this context. Since the cluster #37 was not characterized, it was excluded from subsequent analysis (Fig. 3C). We chose to focus on clusters #43, #10, and #15, as they exhibited the lowest 25th BMD quantile values. Cluster #43 comprised 9 distinct transcripts and genes, with some showing increasing and some showing decreasing trends (Fig. 3B). Most of the transcripts BMDs ranged between 1.23 and 7.27 μg/l. This cluster solely enriched the “Retinol metabolism” (KEGG:00830) KEGG pathway, with no GO:BP or WP function enrichments. Cluster #10 was composed of 16 distinct transcripts, with the majority showing decreasing trends, also with similar shaped DR curves (Fig. 3D). Ten BMD values ranged between 0.84 and 5.29 μg/l, while the remaining six ranged between 23.1 and 49.4 μg/l. This cluster enriched sphingolipid metabolism functions in GO:BP and KEGG, specifically “sphingolipid metabolic process” (GO:0006665) and “Sphingolipid metabolism” (KEGG:00600), respectively. Cluster #15 comprised 31 distinct transcripts, mostly showing decreasing trends, also with similar DR curve shapes (Fig. 3E). In this cluster, 18 BMD values ranged between 0.49 and 7.37 μg/l, while the remaining 13 BMD values ranged between 19.0 and 57.1 μg/l. This cluster enriched one GO:BP (lipid biosynthetic process; GO:0008610), one KEGG (steroid biosynthesis, KEGG:00100), and one WP (cholesterol biosynthesis, WP:WP1387) biological function. None of the three clusters contained known transcriptional regulators.

#### Investigations towards biological interpretation

Discovering the retinol metabolism pathway as not only deregulated but also highly sensitive prompted us to investigate the involvement of Hox genes, which are among the primary canonical targets of retinoic acids (RAs) [61–63]. All the Hox genes were located within the *lonely cluster*, where we identified 13 Hox gene transcripts, all showing increasing trends (Fig. 4A). Eleven of these transcripts had BMD values between 2.51 and 6.80 μg/l and very similar DR curves, while the remaining two had values of 28.9 and 40.6 μg/l (Supplementary Table S21). All of these genes act as transcriptional regulators.

**Figure 4.**
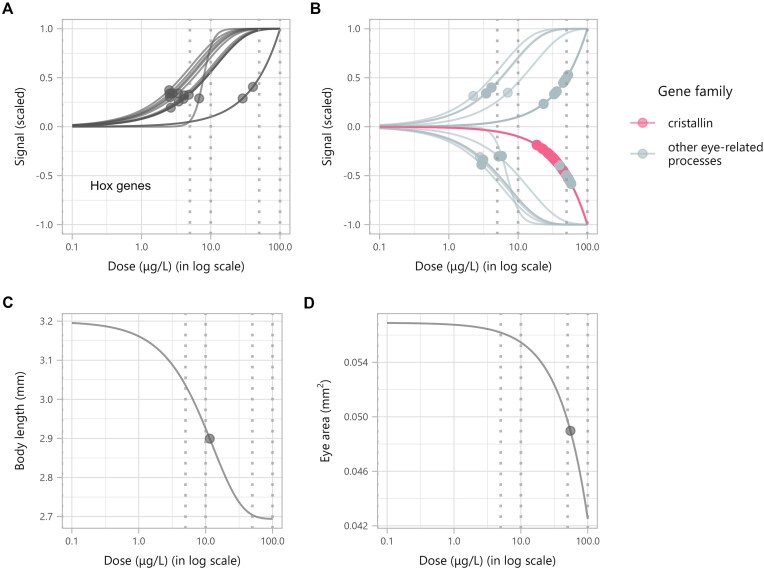
DR curves and computed BMD points for deregulated zebrafish transcripts and individual endpoints. (**A**) Hox gene transcripts. (**B**) Transcripts associated with eye development and function, with transcripts’ genes from the crystallin family highlighted in pink and other eye-related genes in light grey. (**C**) Body length measurements. (**D**) Eye surface area measurements. Grey dotted vertical lines represent the experimental doses.

Further exploration of the *lonely cluster* revealed that the biological functions enriched by the highest number of deregulated genes were “lens development in camera-type eye” (GO:0002088) and “visual perception” (GO:0007601), each enriched by 26 genes. In total, 58 deregulated genes were related to eye development or function (Fig. 4B). Among these, 27 crystallin gene transcripts were found, all following decreasing trends, with BMD values ranging from 18.6 to 52.6 μg/l (Supplementary Table S22). Our transcriptomic findings led us to investigate individual endpoints. At the individual level, zebrafish embryos exhibited a dose-dependent reduction in body length and eye surface area, with BMD values of 11.5 and 55.1 μg/l, respectively (Fig. 4C and D). See Supplementary Table S23 for the raw left eye area and body length measurements.

## Discussion

Building the road towards the biological interpretation of transcriptomic data series is a challenging task. To address this, we developed Cluefish, a free and open-source, semi-automated R workflow that offers a comprehensive and untargeted exploration of such data. When used alongside DRomics, Cluefish offers a more complete analysis of DR transcriptomic data. This workflow aims to address the limitations of the standard approach towards biological interpretation by leveraging the power of ORA on pre-clustered networks. These clusters act as anchors for ORA, improving enrichment detection sensitivity. This allows us to identify smaller, more specific biological processes while simultaneously forming exploratory gene groups.

Cluefish integrates valuable information from various biological function/pathway databases (e.g. GO, KEGG, and WP), the AnimalTFDB4 database of TFs and co-factors for 183 animal genomes, and the STRING database of known and predicted PPIs for 12 535 organisms. Despite drawing from multiple complementary databases, these databases collectively provide a broad coverage of organisms, ensuring that Cluefish is applicable to a wide range of both model and non-model organisms. Innovative features such as cluster merging and the fishing of *lonely genes* based on shared biological context ensure a more comprehensive analysis.

The standard approach identified a limited, overly broad set of enriched functions for the three studied datasets. This limitation stems from the statistical method and the coarse granularity of functional gene sets. As a result, both the qualitative and quantitative interpretation of the data suffer. Additionally, focusing solely on enriched functions is risky, as it may overlook valuable insights from deregulated genes that do not contribute to functional enrichment. Indeed, with the standard approach, a substantial proportion of deregulated genes failed to contribute to any functional enrichment: over 84% in zebrafish, 81% in rat liver, and 93% in poplar root datasets. By analyzing biologically homogeneous gene subsets, Cluefish minimizes the influence of unrelated genes and ensures a more focused analysis. Moreover, by reintegrating *lonely genes* back into these clusters through shared biological context, Cluefish enhances the biological coherence of each cluster and increases the number of genes available for biological interpretation.

Some genes, however, remain lonely and persist in the lonely cluster. These genes should not be dismissed as noise, as their exclusion from PPI-based clusters likely reflects either [1] limited interactions or annotation data for the organism in public databases, or [2] their involvement in non-physical associations, such as transcriptional regulation or functional similarity not captured through physical interaction networks. By explicitly characterizing the biological functions represented in the lonely cluster, Cluefish ensures that no potentially valuable data is overlooked.

The effectiveness of the Cluefish workflow is illustrated in our zebrafish case study by the identification of specific clusters, such as clusters #43, #10, and #15, which contain transcripts with high sensitivity values. Importantly, the biological functions tied to these clusters, including retinol and lipid metabolism, were missed by the standard approach, as they were not identified as enriched. Cluster #43 includes genes involved in retinol (vitamin A) metabolism. Our findings suggest a mechanistic hypothesis centred on the disruption of RA signaling. Disrupted retinol metabolism may lead to altered levels of biologically active retinoids, such as 9-*cis* RA, all-*trans* RA (ATRA), and 11-*cis* Retinal, causing significant changes in retinoid signaling in zebrafish embryos. This hypothesis is supported by the deregulation of several ATRA target genes abundance. Hox genes, particularly those located in the anterior part of the embryo, are canonical targets of RA signaling [64, 65]. Among the 48 Hox genes in the zebrafish genome [66], we detected 47 in our dataset, with 13 upregulated and homogeneous in DR curve shape, all located in the anterior positions 1–9 of the Hox clusters. Other canonical ATRA target genes are *cyp26a1*, *cyp26b1*, and *cyp26c1*. Cyp26 enzymes are key regulators of ATRA levels control in cells, by transforming ATRA into inactive metabolites. Cyp26 are thus responsible for the prevention of activation of RA receptors by RA in specific cells [65]. Cyp26 coding transcripts are not identified as deregulated in our dataset (Supplementary Fig. S2A–C)). However, *cyp26a1* was selected as significantly deregulated along the dose-gradient but no DR model was successfully fitted to the DR curve of this transcript. 

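The transcript of *cyp26b1* (ENSDART00000110347.3) had 22.6 ± 0.504 normalized CPM (SD, n = 2) in the controls and 25.0 ± 0.962, 24.1 ± 1.27, 23.7 ± 2.89 and 23.2 ± 3.40 (SD, n = 3 each) at 5, 10, 50 and 100 μg/l. Its quadratic trend on the dose ranks had an adjusted p-value of 0.674 (limma). For *cyp26c1* (ENSDART00000077809.5), the means were 8.39 ± 0.178 (SD, n = 2) in the controls and 9.83 ± 0.487, 9.14 ± 1.07, 8.66 ± 0.867 and 7.95 ± 0.290 (SD, n = 3 each) at the same doses, with an adjusted p-value of 0.215 (limma). Neither transcript passed an adjusted p-value of 0.05 under any alternative tried, all 15 libraries included. The control left out of the 14 libraries had 20.5 normalized CPM of *cyp26b1* and 10.2 of *cyp26c1*, scaled over all 15 libraries.

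**Figure D3:**
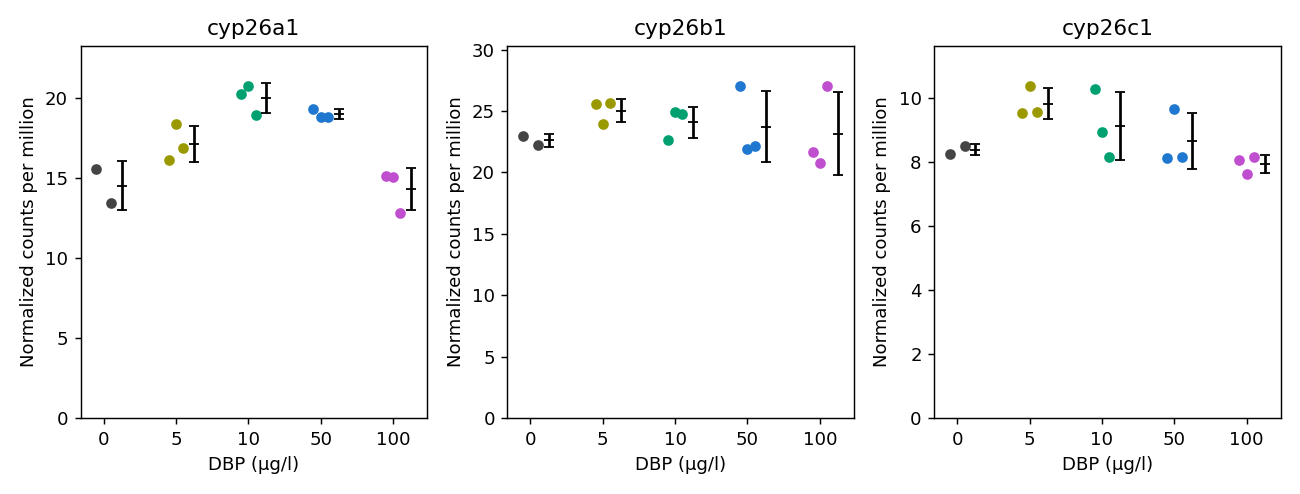
Normalized CPM of the 3 *cyp26* transcripts at each DBP concentration in μg/l. Points are the 14 libraries, and bars are the mean with 1 SD of 2 controls or 3 exposed libraries. The mean of *cyp26a1* rises from 14.5 in the controls to 20.0 at 10 μg/l and is 14.3 at 100 μg/l, while *cyp26b1* and *cyp26c1* stay within 22.6 to 25.0 and 7.95 to 9.83.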

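For *cyp26a1* (ENSDART00000041728.7), the quadratic trend over the 14 libraries had an adjusted p-value of 0.0304 (limma), and over all 15 libraries 0.0326. The mean was 14.5 ± 1.51 normalized CPM (SD, n = 2) in the controls, 17.1 ± 1.13 at 5 μg/l, 20.0 ± 0.933 at 10 μg/l, 18.9 ± 0.311 at 50 μg/l and 14.3 ± 1.32 at 100 μg/l (SD, n = 3 each). The control left out had 15.2, scaled over all 15 libraries. The call rested on the quadratic term, since a linear trend on the dose ranks gave an adjusted p-value of 0.956 (limma). Across the 26 alternatives tried, the adjusted p-value lay between 0.0165 and 0.956. It was above 0.05 without 5 μg/l replicate B (0.0592), 10 μg/l replicate A (0.0513) or B (0.0558), and 100 μg/l replicate A (0.0663) or C (0.0733). With dose as a factor it was 0.134, and with the replicate letter as a block 0.108. With the excluded control in place of control replicate D or E it was 0.053 or 0.0649. Compared dose by dose with the controls, no difference was significant, with a log2 fold change of 0.45 (standard error 0.11, adjusted p = 0.245, limma) at 10 μg/l.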

Visual inspection of expression data for *cyp26a1* suggests however a bell-shape response of transcript abundance. 

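In the least-squares fits over the 14 libraries, a Gauss-probit curve of bell shape had the lowest second-order AIC for *cyp26a1*, with a benchmark dose of 4.30 μg/l (95% bootstrap interval 2.60 to 6.60 μg/l). The curve left the range of the measured values, and with such curves left out, a setting chosen after the data were examined, no curve was kept for this transcript. From visual inspection of its expression data, the paper proposes a bell-shaped response.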

Altogether, these responses in abundance of transcripts of canonical ATRA response genes suggest an increased ATRA signaling at the lowest DBP exposure concentrations.

RA plays a central role in early patterning and definition of the spinal cord during zebrafish development [67]. Disruption of this pathway has been linked to teratogenic effects, including spinal deformities such as bent spine and malformed tail, highlighting its crucial role in embryogenesis [68, 69]. The dose-dependent reduction in body length observed in zebrafish embryos further strengthens this connection. In addition, the crucial role of RA in ocular development [70] can be linked to the identification of 59 deregulated genes related to eye development. The downregulation of crystallin genes—responsible for maintaining lens transparency and refractive power [71, 72]—points to potential defects in lens function. The dose-dependent reduction in eye surface area aligns with this, suggesting compromised eye development linked to disrupted retinoid signaling.

The sensitive downregulation of genes involved in lipid metabolism and transport (clusters #10 and #15) could also be attributed to the deregulation of retinol metabolism under DBP exposure. 9-*cis* RA serves as a ligand for the retinoid X receptors (RXRs) that acts as co-receptors for several nuclear receptors involved in lipid metabolism genes regulation [73]. This may otherwise be due to the sensitive downregulation of one of the genes coding for RXRs, *rxraa* (Supplementary Fig. S3). 

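The *rxraa* transcript (ENSDART00000080481.6) had 10.0 ± 0.897 normalized CPM (SD, n = 2) in the controls, 9.32 ± 0.122 at 5 μg/l, 8.32 ± 1.16 at 10 μg/l, 6.90 ± 1.36 at 50 μg/l and 6.54 ± 0.672 at 100 μg/l (SD, n = 3 each). Its quadratic trend had an adjusted p-value of 0.0626 (limma; unadjusted p = 0.00155), above the threshold of 0.05, and over all 15 libraries the adjusted p-value was 0.0758. The adjusted p-value was 0.0282 with a linear trend and 0.0480 without 100 μg/l replicate E. Across the 26 alternatives it lay between 0.0282 and 0.258. The log2 fold change against the controls was -0.10 (standard error 0.17) at 5 μg/l, within the error, and -0.58 (standard error 0.17, adjusted p = 0.207, limma) at 100 μg/l, where each library lay below both controls. The control left out had 9.08 normalized CPM, scaled over all 15 libraries. An exponential decrease had the lowest second-order AIC, with a benchmark dose of 6.10 μg/l (95% bootstrap interval 1.80 to 20.4 μg/l).

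**Figure D4:**
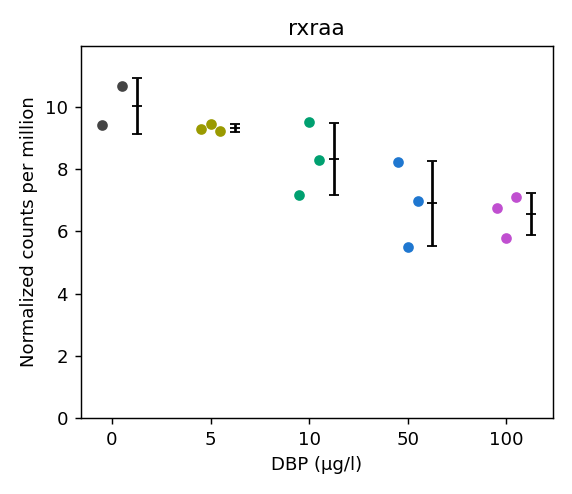
Normalized CPM of the *rxraa* transcript at each DBP concentration in μg/l. Points are the 14 libraries, and bars are the mean with 1 SD of 2 controls or 3 exposed libraries. The mean falls from 10.0 in the controls to 6.54 at 100 μg/l.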

While it is currently unclear whether rxr genes expression is under direct regulation of retinoids, both this *rxraa* downregulation at the lowest DBP concentration and retinoid abundance deregulation could directly or indirectly participate to the downregulation of lipid metabolism and transport genes.

This hypothesis of DBP mode of action based on retinoid signaling disruption is consistent with findings from previous studies [69, 74, 75]. This has been previously suggested through screening in mouse stem cell lines [75] and observed in transcriptomic data from adult male fish testes [76] as well as in rodent models [77]. However, most studies on DBP focus on its interaction with the PPAR signaling pathway [78–80]. By applying the Cluefish workflow, our DR transcriptomic data suggests that retinoid signaling, and function disruption may be the most sensitive pathway affected by DBP during zebrafish development, potentially leading to significant morphological changes. RA signaling, while still understudied in the context of endocrine disruption, has been increasingly recognized as vulnerable to pollutants in both toxicological and ecotoxicological settings [81, 82]. Given the critical role of RA signaling in embryonic development, which is conserved across both vertebrates and invertebrates, the potential impact of DBP on this pathway deserves closer attention [83]. These findings illustrate how Cluefish can reveal connections that would have been missed by the standard approach. By investigating clusters, we identified links between them and guided us to delve deeper into the *lonely cluster*, where valuable insights resided, and target individual endpoints. Cluefish enabled us to formulate hypotheses supported by multiple concordant elements that not only make biological sense but also hold a major scientific interest. These insights primarily arise from exploring three of the four most sensitive clusters. While a more comprehensive analysis could uncover additional roads for biological interpretation, a complete biological interpretation is beyond the scope of this paper.

An important consideration in biological interpretation approaches for transcriptomic and other omics data is the organism under study. Gene annotation richness varies substantially across species, typically reflecting whether the organism is an established model system with extensive reference databases or a less-studied species with limited annotation. A critical aspect of validating Cluefish’s capacity to enhance biological interpretation was testing its performance across diverse organisms. To assess Cluefish’s versatility and generalizability, we applied it to two externally published DR transcriptomic datasets: rat liver exposed to PFOA and poplar roots exposed to PHE.

In the rat liver dataset, cluster #3 emerged as the most sensitive to PFOA exposure. This cluster was characterized by enrichment in cellular response to lipid (GO:0071396), superoxide metabolic process (GO:0006801), positive regulation of tumor necrosis factor production (GO:0032760), and activation of innate immune response (GO:0002218). These findings suggest that even the lowest doses of PFOA may trigger inflammation, oxidative stress, and lipid metabolism disruption. While the original study did not include detailed biological interpretation, our results align with existing literature on PFOA toxicity mechanisms [84–88].

For the poplar root dataset, the standard approach identified several redundant biological functions with substantial gene overlap. In contrast, Cluefish detected more specific processes within similar branches of the GO term hierarchy. In the original study, authors reported enrichment in oxidative stress response, cellular redox homeostasis, defense response, and biotic stimuli response pathways. Cluefish successfully identified these same, or similar, functions but also provided additional resolution. Notably, the authors hypothesized that PHE induces ethylene signaling pathway responses, yet this biological function was not identified as enriched in their analysis nor the standard approach in this study, illustrating the challenges of developing complex hypotheses without prior knowledge of potential mechanisms. Cluefish, however, revealed biological functions directly supporting this hypothesis, including ethylene-activated signaling pathway (GO:0006979), hormone-mediated signaling pathway (GO:0009755), and response to toxic substance (GO:0097237). This demonstrates how Cluefish can reduce the need for extensive manual mining of data functional annotation and allow for a more automatic exploration independent of researcher prior knowledge.

The preliminary insights gained from these external datasets demonstrate Cluefish’s potential, though a more comprehensive analysis would be necessary to plan targeted experimental validations and fully elucidate the molecular mechanisms underlying toxicant effects.

The Cluefish workflow involves several filters, and selecting appropriate values can be challenging. One key parameter is the lower cluster size filter, which excludes clusters based on gene set size. Users should evaluate the total number of clusters, the number of genes contributing to enrichment, and the number of lonely genes successfully fished. The goal is to find a balance between these metrics and identify the point at which the lonely gene fishing process begins to plateau. Other filters depend on factors such as the organism (from poorly to well-annotated genomes), the type of transcriptomic data (e.g. whole transcriptome versus tissue-specific), and choices made in previous steps. We recommend exploring a range of parameter settings to better understand their effects and to fine-tune the workflow for each specific dataset.

Clustering is essential in RNA-seq data analysis, grouping genes or samples by shared traits like expression patterns or network connections [89, 90]. A widely used approach is weighted correlation network analysis (WGCNA) [91], which identifies co-regulated genes by constructing co-expression networks from their expression profiles across samples [92]. The underlying hypothesis behind WGCNA is that coregulated genes are functionally related. However, due to the complexity and multi-faceted interconnectivity of organismal pathways, this can result in clusters of co-regulated but functionally unrelated genes. In our approach, DRomics first identifies a list of deregulated transcripts. Then, using STRING within Cytoscape, we group genes based on known and predicted interactions, directly forming clusters of functionally relevant genes without relying on gene expression patterns. This approach avoids clustering functionally unrelated genes and allows us to characterize the clusters and their genes using the results of DR modeling, within a non-targeted approach.

PPI network construction and clustering are often applied post-enrichment to visualize relationships between gene sets, using tools like GSCluster [93] and NeVOmics [94]. Other tools like EnrichmentMap [95] and ClueGO [96], both extensions of Cytoscape, help reduce redundancy in biological functions via PPI networks by accounting for both the overlap and interactions between gene products. Recently, clustering PPI networks before enrichment has gained traction, as seen in tools like PathFindR [97] and ANUBIX [98]. This approach improves enrichment sensitivity, uncovering hidden biological mechanisms [99]. Though both tools share the pre-clustering concept with Cluefish, their application to lesser-referenced organisms is limited. ANUBIX uses constrained randomization to evaluate subnetwork relevance, making it optimal for highly comprehensive PPI networks. PathFindR, primarily designed for human datasets, is applicable to non-human organisms but enrichment is limited to KEGG, Reactome [100], and MSigDB databases, with the latter two being restricted to very few model organisms. Cluefish, by contrast, seeks to overcome these limitations by incorporating a functional enrichment tool that supports a broader range of organisms. Nevertheless, challenges still remain for lesser-referenced species.

While Cluefish improves traditional ORA, it has some limitations. Cluefish relies on STRING’s PPI data, which can be limiting for transcriptional regulators. For instance, Hox genes, despite being functionally linked, often cluster separately due to a lack of direct interactions [101]. This also affects other transcriptional regulators, many of which fall into the *lonely cluster*. Additionally, Cluefish remains semi-automated due to a manual Cytoscape step. Full automation could be achieved by integrating this step into R using the RCy3 package [102], but querying large gene lists and clustering complex networks is still computationally challenging. We plan to implement full automation as soon as it becomes feasible.

Despite these limitations, enhancing the methods and databases used in Cluefish could be highly beneficial. Firstly, a more comprehensive set of databases would greatly increase the workflow’s versatility and applicability. For instance, expanding PPI data to include lesser-studied organisms would broaden its scope, while extending TFlinks [103]—a database of TF-target gene relationships—to cover a wider range of model organisms would significantly enhance biological interpretation in a mechanistic context. Secondly, a major challenge is the complexity and redundancy of biological functions, particularly in GO terms [104, 105]. To reduce redundancy, we applied Alexa *et al.*’s (2006) method [106], which selects representative terms using the hierarchical structure of the GO tree. This seems to be a more effective approach than semantic similarity methods based solely on gene overlap [106]. KEGG pathways also face redundancy issues, and while some methods address this [97, 107], simplifying biological functions remains challenging. Finally, ORA assumes that both genes and pathways are independent, meaning that neither topology nor pathway overlap is considered, which limits its scope. Newer enrichment methods (e.g. topology-based) show promise but are not yet compatible with DR modeling metrics, which Cluefish uses. These methods also require highly complete datasets, limiting their application to well-referenced organisms like humans and mice. To enhance Cluefish’s functionality, tools that handle metrics beyond expression values, like BMD and trend metrics, are needed.

To the best of our knowledge, Cluefish is the first workflow to integrate DR modeling with the functional enrichment of pre-clustered networks. This comprehensive approach allows for the creation of biologically meaningful clusters, characterized by sensitivity and trend derived from DR analysis. With innovative features such as cluster merging and *lonely gene* fishing, Cluefish provides users with a powerful tool for a more thorough interpretation of transcriptomic datasets. By offering clearer insights, it facilitates the generation of biological hypotheses and guiding experimental validation.

To further establish Cluefish’s advantages over standard methods and demonstrate its versatility, future work should apply the workflow to additional DR datasets. Testing across more organisms, spanning from poorly to well-annotated genomes, and varying numbers of deregulated transcripts will allow for a deeper evaluation of its robustness and broader applicability.

While Cluefish employs DR modeling to identify deregulated transcripts and visually explore the results, its core functionality extends beyond this specific tool or analysis type. Cluefish can process a background list of transcripts along with a sub-list, typically consisting of deregulated transcripts. These deregulated transcripts can be derived from a wide range of experimental designs, from the simplest to the more complex ones, such as time or spatial data series. Therefore, it would be interesting to explore the application of Cluefish to other types of data series.

## Supplementary Material

lqaf103_Supplemental_Files

## Data Availability

The Cluefish project is available in its developmental version on the Github repository (https://github.com/ellfran-7/cluefish). The specific version used to produce the results in this paper is available in the Software Heritage archive at https://archive.softwareheritage.org/browse/origin/directory/?origin_url=https://github.com/ellfran-7/cluefish, and can be accessed with the following Software Heritage persistent identifier (SWHID): swh:1:dir:555002e59cc81f71df7fe9a16712483a7e59c77b. A detailed step-by-step guide of the workflow is available in the form of a vignette at https://ellfran-7.github.io/cluefish/articles/cluefish.html. The main zebrafish transcriptomic supporting this study is publicly available on NCBI Gene Expression Omnibus (GEO) at https://www.ncbi.nlm.nih.gov/geo/, and can be accessed with GSE283957. Individual zebrafish morphometric data (left eye area and body length measurements) are provided as supplementary material (Supplementary Table S23). Additionally, two external transcriptomic datasets were utilized: the rat liver dataset from Gwinn *et al.* (accession GSE147072) and the poplar root dataset from Gréau *et al.* (accession GSE263776), both of which are also publicly available through the GEO database.

# Supplementary material for: Cluefish: mining the dark matter of transcriptional data series with over-representation analysis enhanced by aggregated biological prior knowledge
**Source:** NAR Genom Bioinform. 2025 Jul 30;7(3):lqaf103. doi: 10.1093/nargab/lqaf103
**Supplement:** lqaf103_Supplemental_Files

# SUPPLEMENTARY DATA

**Cluefish: mining the dark matter of transcriptional data series with over-representation analysis enhanced by aggregated biological prior knowledge**

## AUTHORS

Ellis FRANKLIN<sup>1,2,\*</sup>, Elise BILLOIR<sup>1</sup>, Philippe VEBER<sup>2</sup>, Jérémie OHANESSIAN<sup>1</sup>, Marie Laure DELIGNETTE-MULLER<sup>2</sup>, Sophie Martine PRUD'HOMME<sup>1,\*</sup>

## Table of Contents

|                                                                                                                                                                                                                                                                                  |          |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------|
| <b>Text S1. Parameter choices for Cluefish applied to the external datasets .....</b>                                                                                                                                                                                            | <b>3</b> |
| <b>Figure S1. Principal Component Analysis (PCA) plots showing the data before (A) and after (B) removal of one control sample (replicate).....</b>                                                                                                                              | <b>4</b> |
| <b>Figure S2. Plots of the raw dose-response data for the transcripts of three Cyp26 genes: (A) cyp26a1 (ENSDART00000041728.7), (B) cyp26b1 (ENSDART00000110347.3), and (C) cyp26c1 (ENSDART00000077809.5). Grey dashed vertical lines represent the experimental doses.....</b> | <b>5</b> |
| <b>Figure S3. Dose-response fitted curve and computed BMD point for the rxraa gene transcript (ENSDART00000080481.6). Grey dashed vertical lines represent the experimental doses.....</b>                                                                                       | <b>6</b> |

## **Text S1. Parameter choices for Cluefish applied to the external datasets**

### **Rat liver dataset**

For the rat liver (*Rattus norvegicus*) dataset, we downloaded the TF and CoTF gene lists (Step 1). We extracted gene names from the dataset's original custom identifiers, then converted these to their corresponding Ensembl gene IDs (Step 3). We maintained the default confidence score (**0.9**) in STRING for the protein-protein interaction network and the inflation parameter (**4**) for MCL clustering, similar to the zebrafish dataset, due to the high-quality annotation and interaction data available for this species (Step 5). The lower cluster size filter was kept at **4** to maintain consistency in cluster definition (Step 6). The main adjustments were made to the functional enrichment parameters in Step 7 to account for the tissue-specific nature of this dataset. As by default, we tested against GO:BP, KEGG and WP pathways. As we were working with liver-specific expression data rather than whole-organism transcriptomics, we applied a more restrictive biological function size filter (lower and upper limits of **10** and **130** genes, respectively) to focus on liver-relevant processes and exclude overly broad or tissue-irrelevant functions. The enrichment gene count filter was increased to **4** to align with the higher lower-limit of biological function size and to avoid enrichments driven by only one or two genes. The friendliness parameter was set to **2** to prevent overly promiscuous genes (such as central metabolic regulators) from being incorporated into multiple clusters, which could dilute cluster specificity (Step 9).

### **Poplar root dataset**

For this dataset concerning *Populus trichocarpa* (to which the studied *Populus canadensis* was mapped), several parameter adjustments were necessary due to its status as a less-referenced organism. No TF or CoTF gene lists were available, therefore we skipped the regulatory status annotation step (Step 1). We converted the initial Ensembl gene IDs to UniProtKB/TrEMBL IDs, required in this case for the protein-correspondance in the STRING database (Step 3). To compensate for the more limited data on protein interaction in this non-model organism, we reduced the STRING confidence score to **0.6**, allowing more predicted interactions to be included in the network. We also adjusted the MCL inflation parameter to **2** (versus the default 4) to create fewer but larger clusters, preventing excessive fragmentation of the network into many small clusters with low confidence (Step 5). The lower cluster size filter was maintained at **4** (Step 6). For functional enrichment analysis, we tested against GO:BP and KEGG only, as the WP database lacked sufficient coverage for this organism. We retained a broad range for the biological function size filter (**5-800** genes) to accommodate the whole-transcriptome background and the less comprehensive functional annotation of poplar genes (Step 7). The enrichment gene count filter was reduced to **2**, allowing enrichment to be detected even with fewer genes per function, which is particularly important for smaller clusters in this less-annotated species. As with the rat dataset, the friendliness parameter was set to **2** to maintain cluster specificity while fishing lonely (unassigned) genes (Step 9).

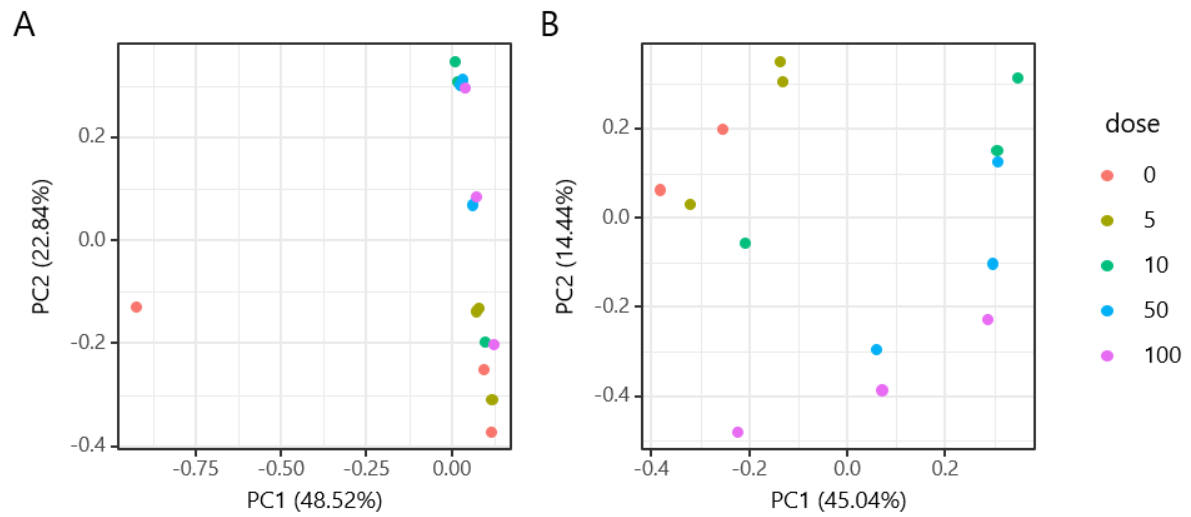

**Figure S1. Principal Component Analysis (PCA) plots showing the data before (A) and after (B) removal of one control sample (replicate).**

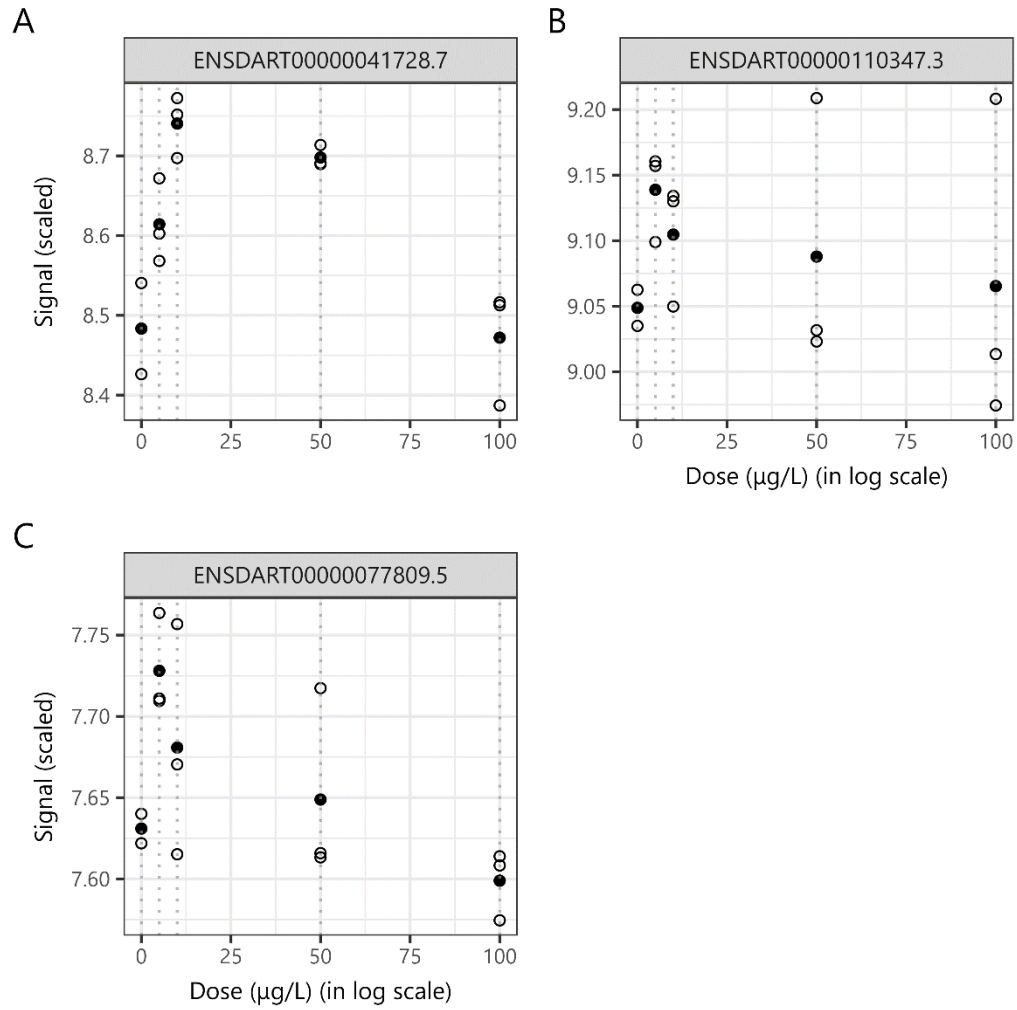

**Figure S2. Plots of the raw dose-response data for the transcripts of three Cyp26 genes: (A) *cyp26a1* (ENSDART00000041728.7), (B) *cyp26b1* (ENSDART00000110347.3), and (C) *cyp26c1* (ENSDART00000077809.5). Grey dashed vertical lines represent the experimental doses.**

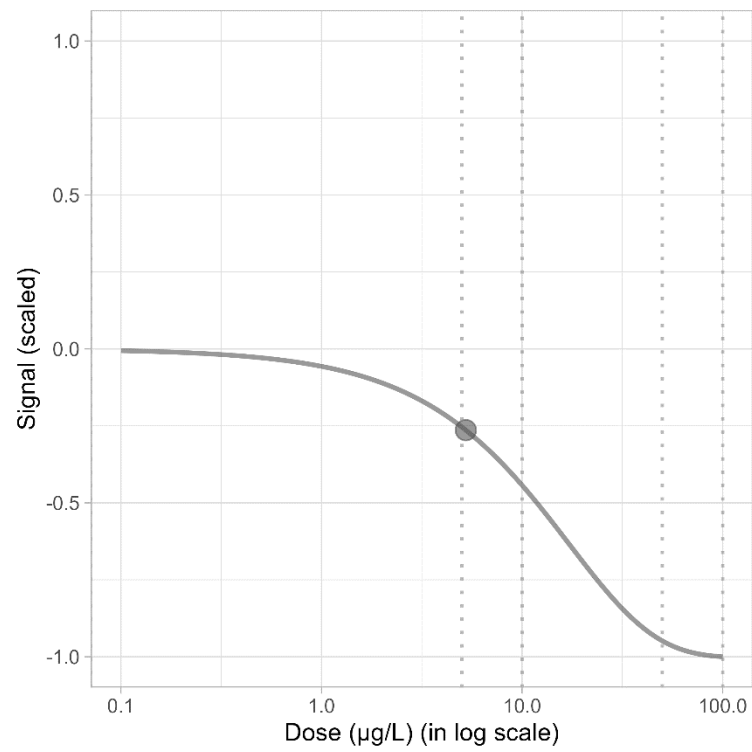

**Figure S3. Dose-response fitted curve and computed BMD point for the rxraa gene transcript (ENSDART00000080481.6).** Grey dashed vertical lines represent the experimental doses.

# Supplementary material for: Cluefish: mining the dark matter of transcriptional data series with over-representation analysis enhanced by aggregated biological prior knowledge
**Source:** NAR Genom Bioinform. 2025 Jul 30;7(3):lqaf103. doi: 10.1093/nargab/lqaf103
**Supplement:** lqaf103_Supplemental_Files

# Report of the workflow results

AUTHOR  
Ellis Franklin

PUBLISHED  
2024-08-19

## 1 Introduction

This document is a comprehensive report, meticulously encapsulating the pivotal results derived from the DRomics analysis while detailing the workflow. It succinctly summarizes the impacts and outputs of each significant step within the pipeline, supported by visual representations like plots depicting the summary of BMD values per cluster, aiding in prioritization. Moreover, additional specific visualizations for each cluster, such as plots of fitted curves, empirical cumulative distribution function (ECDF) plots of BMD values, and summary tables, enable a more focused exploration.

## 2 Results from the DRomics analysis

The total number of transcripts derived from this experiment : **39890**

Table 1: Summary table of DRomics analysis

## 3 Summary of the workflow

### Identifier retrieval

Table 2: Summary table of identifier mapping

Note

The [external\\_gene\\_name](#) identifiers, which depict human-readable gene names, have been adjusted to address redundancy between Ensembl transcript or gene identifiers. As a result, the count of [external\\_gene\\_name](#) IDs matches the number of transcripts: 2433.

### Cluster Gene Set Size Filtering

Clusters containing at least 4 Ensembl genes are kept for subsequent steps. Genes in the remaining clusters are designated as “lonely genes”, signifying their absence from any cluster.

Table 3: Summary table of cluster and gene count before and after cluster filtering step

## Cluster Functional Enrichment

Functional enrichment analysis is conducted individually for each cluster and data source. The parameters used in the `clustrenrich()` function to generate this output are as follows:

- background type ( `bg_type` ) = `custom_annotated`
- data sources ( `sources` ) = `GO:BP, KEGG, WP`
- p-value ( `user_threshold` ) = `0.05`
- multiple testing correction method ( `correction_method` ) = `fdr`
- minimum term size ( `min_term_size` ) = `5`
- maximum term size ( `max_term_size` ) = `500`
- choice of keeping only highlighted GO terms ( `only_highlighted_GO` ) = `TRUE`
- Number of genes required to keep enrichment ( `ngenes_enrich_filtr` ) = `3`

Table 4: Summary of background gene lists involved in functional enrichment for each source

Table 5: Summary table of gene, cluster and total term count during the cluster enrichment step

Table 6: Summary table of term count per source and per characteristic

## Cluster Fusion

Clusters merge when they share identical enriched terms.

Table 7: Summary table of the cluster count before and after cluster fusion

Table 8: Summary table of cluster fusion process

## Lonely fishing

Lonely genes are incorporated into clusters if they share a common term with any given cluster. The friendly limit (friendly\_limit) was set to 0.

Table 9: Summary table of all and only biologically annotated genes involved in the lonely fishing

4 The results as an interactive table

Show

10

▼
entries

Search:

Showing 1 to 10 of 5,916 entries

Previous

1

2

3

4

5

...

592

Next

Table 10: Summary table of the workflow results

5 The results as sensitivity plots

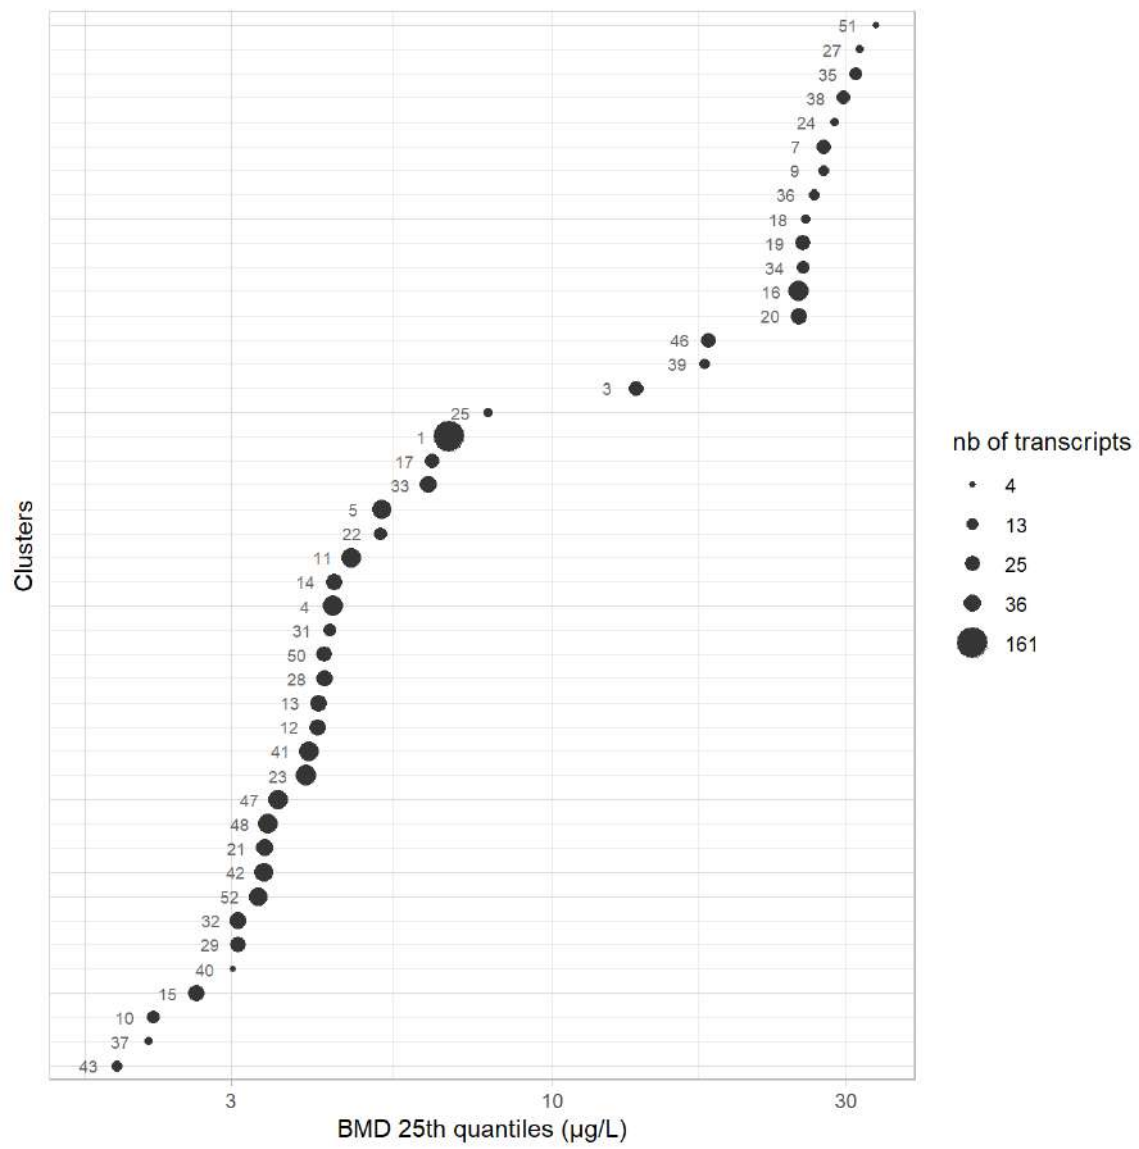

Figure 1: Sensitivity plot of clusters summarised by BMD first quartile

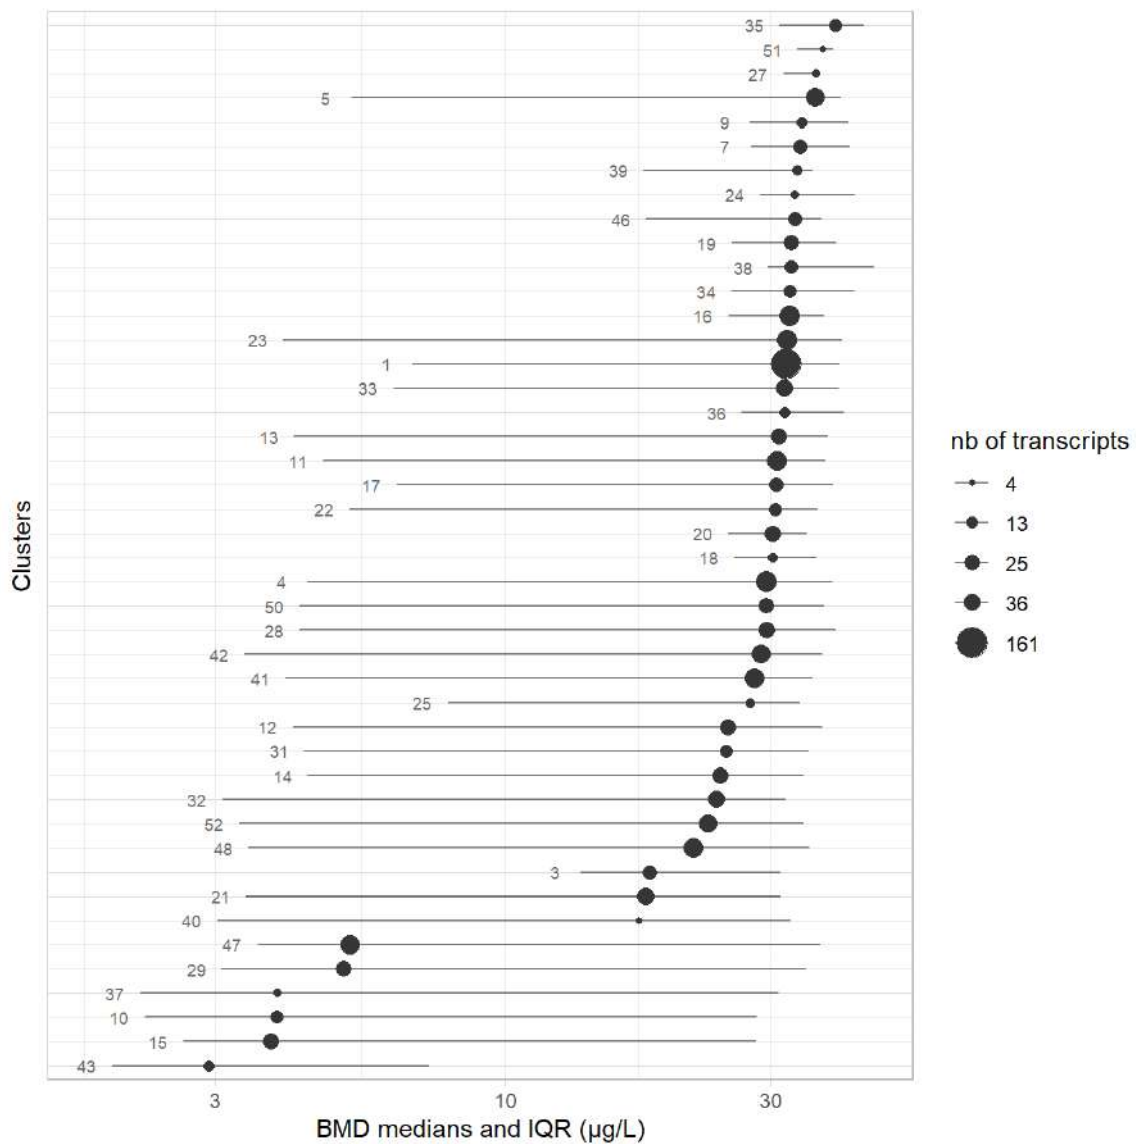

Figure 2: Sensitivity plot of clusters summarised by BMD median with the interquartile range as an interval

## 6 The final 44 clusters from highest to lowest sensitivity

Each cluster is represented by an interactive :

- a **curvesplot** representing the fitted curves (with *x-axis the dose in log scale and the y-axis the scaled signal*)
- a **BMDplot** representing an ECDF plot with confidence intervals on each BMD value (with *the x-axis the dose in log scale and the y-axis the empirical cumulative distribution*)
- a **table** of the cluster content with some columns of interest:
  - **id**: the gene name associated to the transcript
  - **BMD.zSD**: the computed BMD for the transcript with the color of the cell associated to the BMD value, following the [viridis](#) color palette.
  - **TF**: the status of the transcripts' gene being either a transcription or co-transcription factor
  - **Trend**: the shape of the dose-response curve fitted
  - **Friendliness**: the total number of clusters that the transcript is associated to

## Cluster 43 - 9 transcripts (BMD q25 = 1.95 µg/L)

Driver GO terms :

KEGG pathways : Retinol metabolism

Wikipathways :

Curvesplot

BMDplot

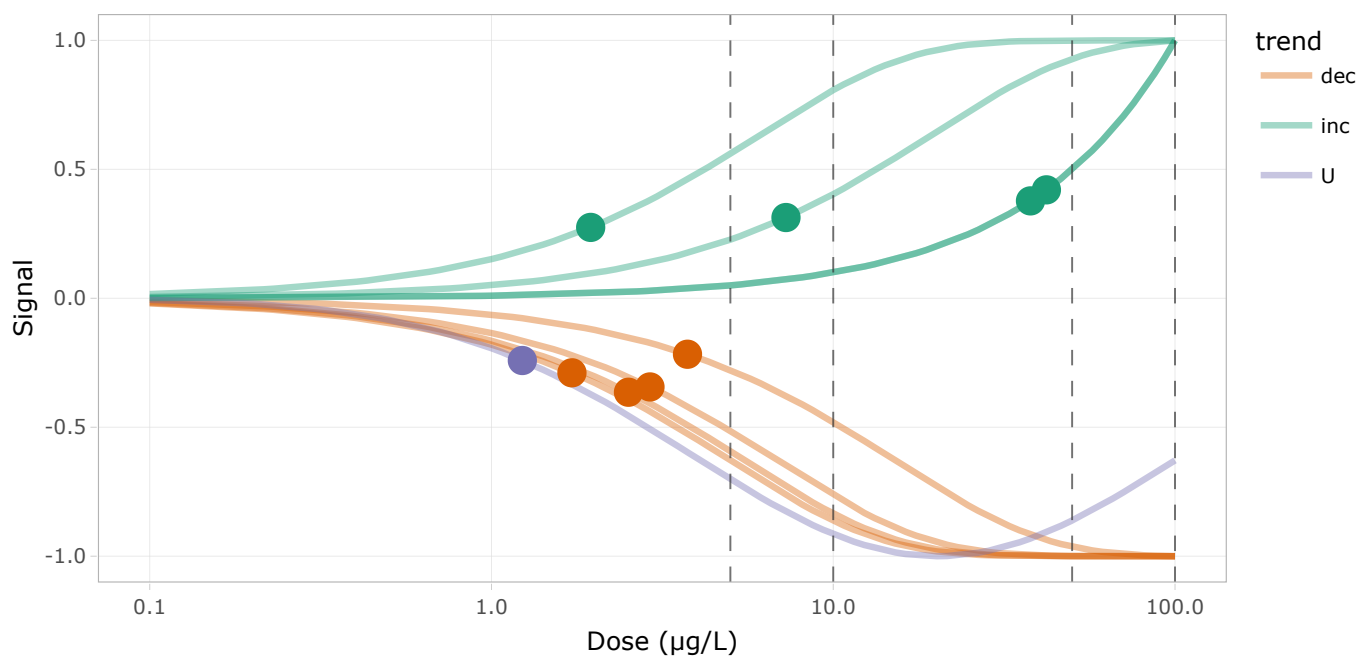

Show 10 entries

Search:

Showing 1 to 9 of 9 entries

Previous

1

Next

Table 11: Table of the 1st cluster content

## Cluster 37 - 5 transcripts (BMD q25 = 2.19 µg/L)

Driver GO terms :

KEGG pathways :

Wikipathways :

Curvesplot

BMDplot

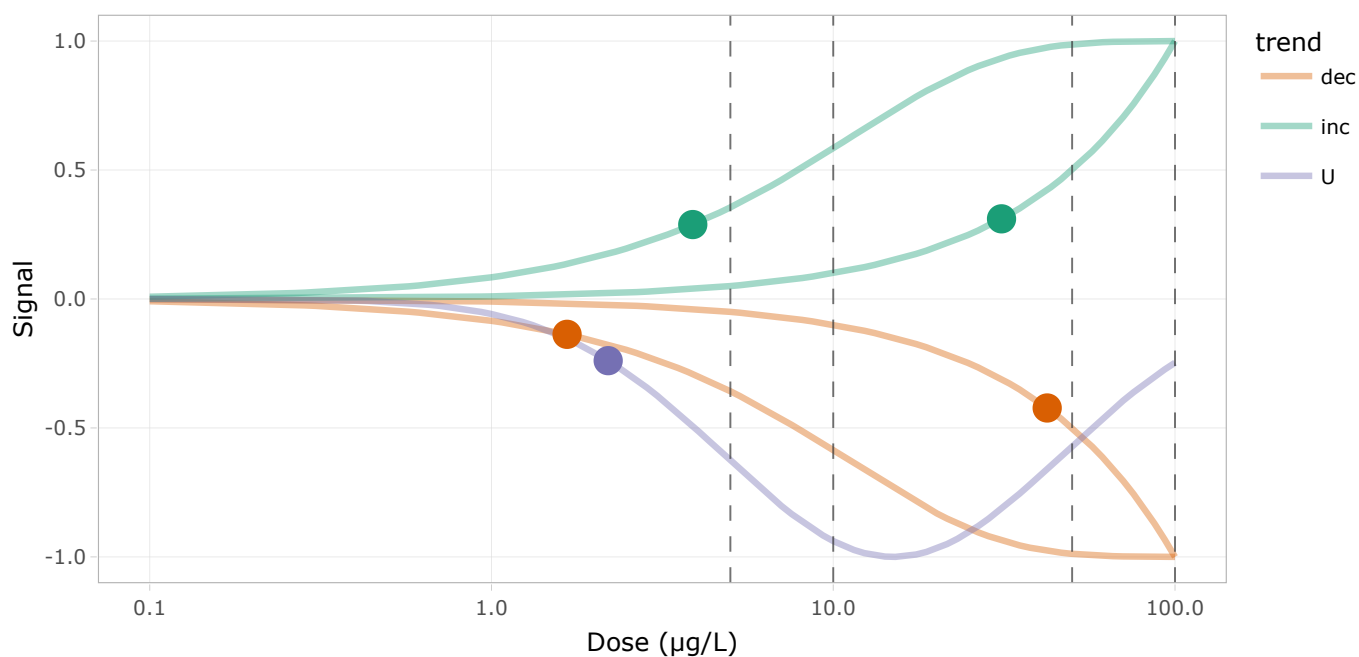

Show 10 entries

Search:

Showing 1 to 5 of 5 entries

Previous

1

Next

Table 12: Table of the 2nd cluster content

## Cluster 10 - 16 transcripts (BMD q25 = 2.23 µg/L)

Driver GO terms : sphingolipid metabolic process

KEGG pathways : Sphingolipid metabolism

Curvesplot

BMDplot

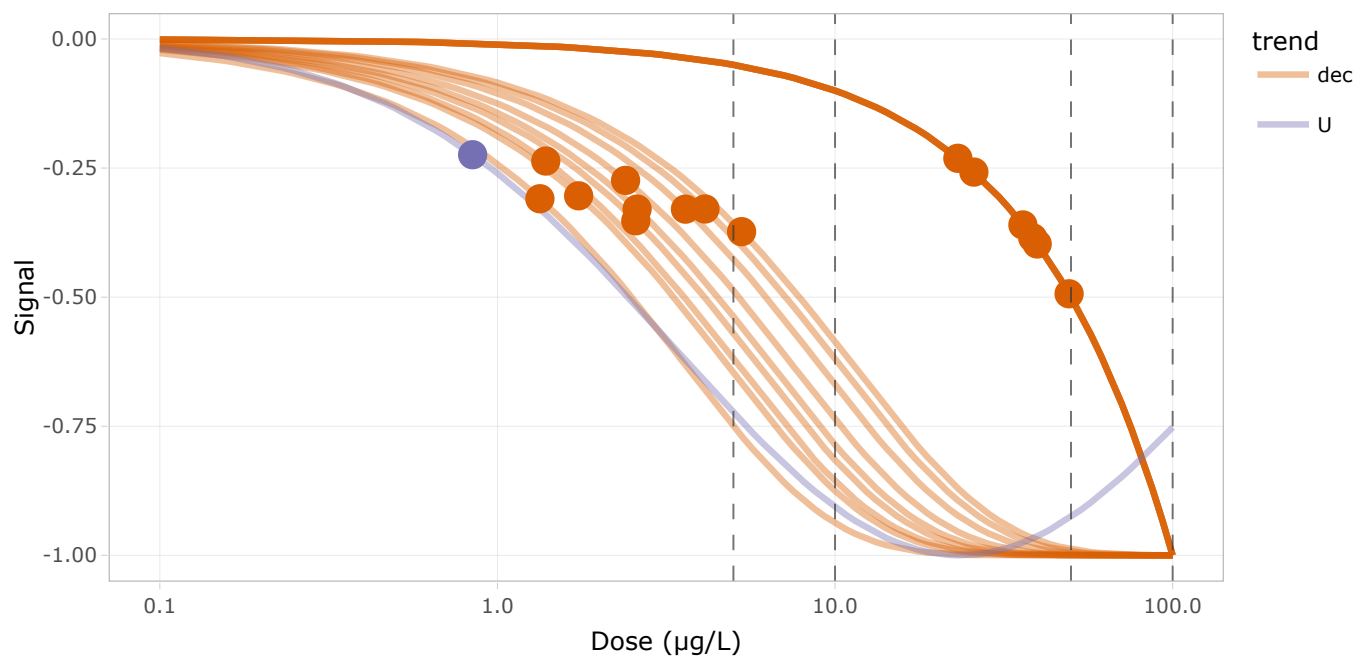

Show 10 entries

Search:

Showing 1 to 10 of 16 entries

Previous

1

2

Next

Table 13: Table of the 3rd cluster content

## Cluster 15 - 31 transcripts (BMD q25 = 2.62 µg/L)

Driver GO terms : lipid biosynthetic process

KEGG pathways : Steroid biosynthesis

Wikipathways : Cholesterol biosynthesis

Curvesplot

BMDplot

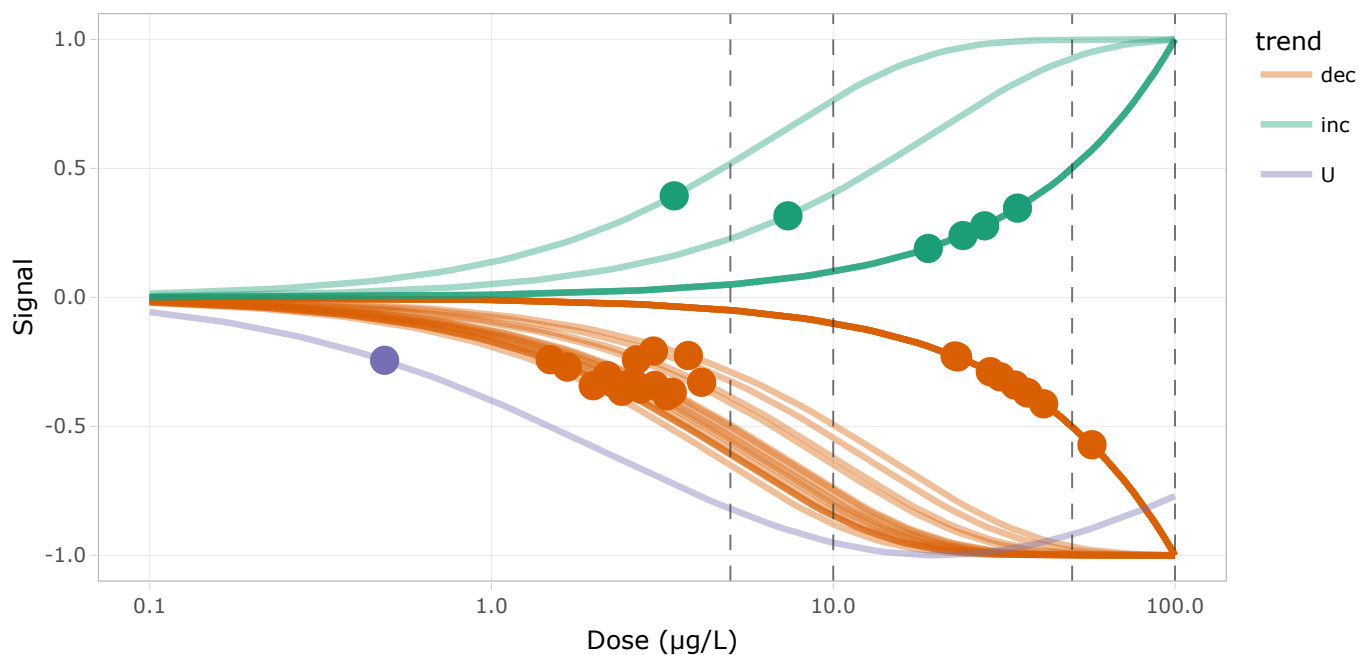

Show 10 entries

Search:

Showing 1 to 10 of 31 entries

Previous

1

2

3

4

Next

Table 14: Table of the 4th cluster content

## Cluster 40 - 4 transcripts (BMD q25 = 3.01 µg/L)

Driver GO terms :

KEGG pathways :

Wikipathways :

Curvesplot

BMDplot

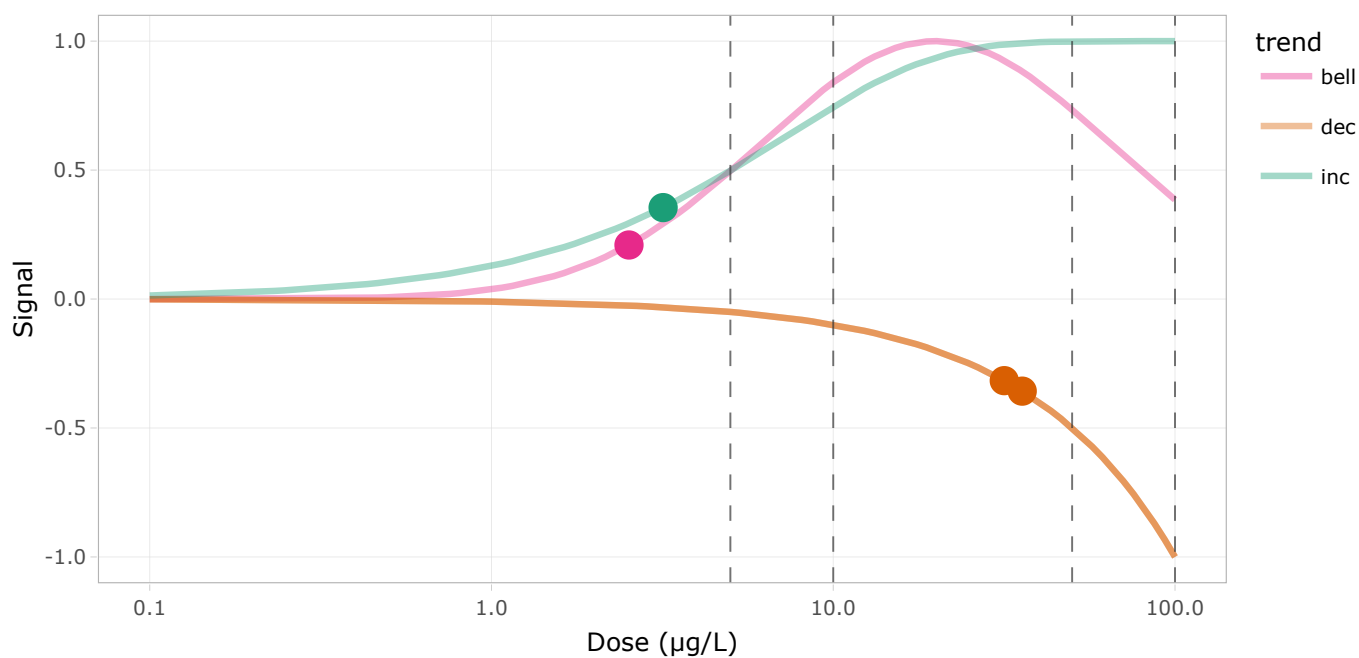

Show 10 entries

Search:

Showing 1 to 4 of 4 entries

Previous

1

Next

Table 15: Table of the 5th cluster content

## Cluster 29 - 27 transcripts (BMD q25 = 3.07 µg/L)

Driver GO terms : myofibril assembly, striated muscle contraction

KEGG pathways : Motor proteins

Wikipathways :

Curvesplot

BMDplot

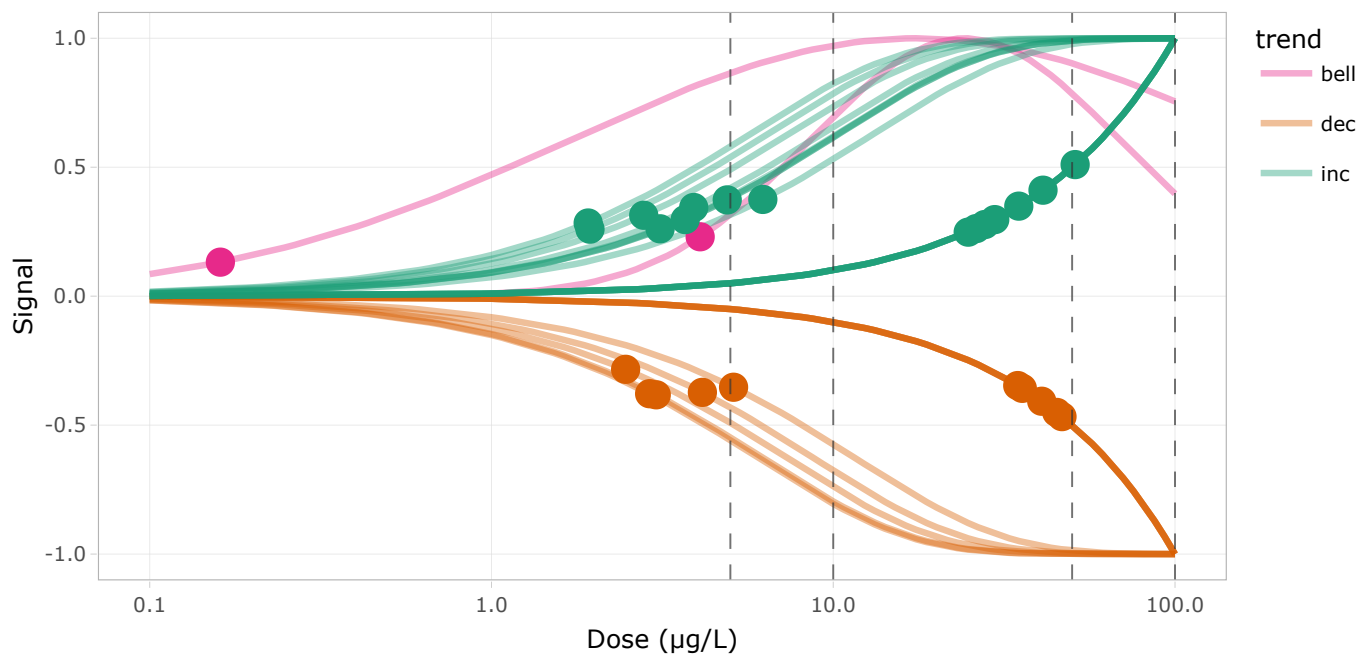

Figure 13: DR curves for the 6th cluster

Show  entries Search:

Showing 1 to 10 of 27 entries Previous  2 3 Next

Table 16: Table of the 6th cluster content

## Cluster 32 - 33 transcripts (BMD q25 = 3.08 µg/L)

**Driver GO terms :** carboxylic acid metabolic process

**KEGG pathways :** Alanine, aspartate and glutamate metabolism, Biosynthesis of amino acids, Cysteine and methionine metabolism

**Wikipathways :**

Curvesplot

BMDplot

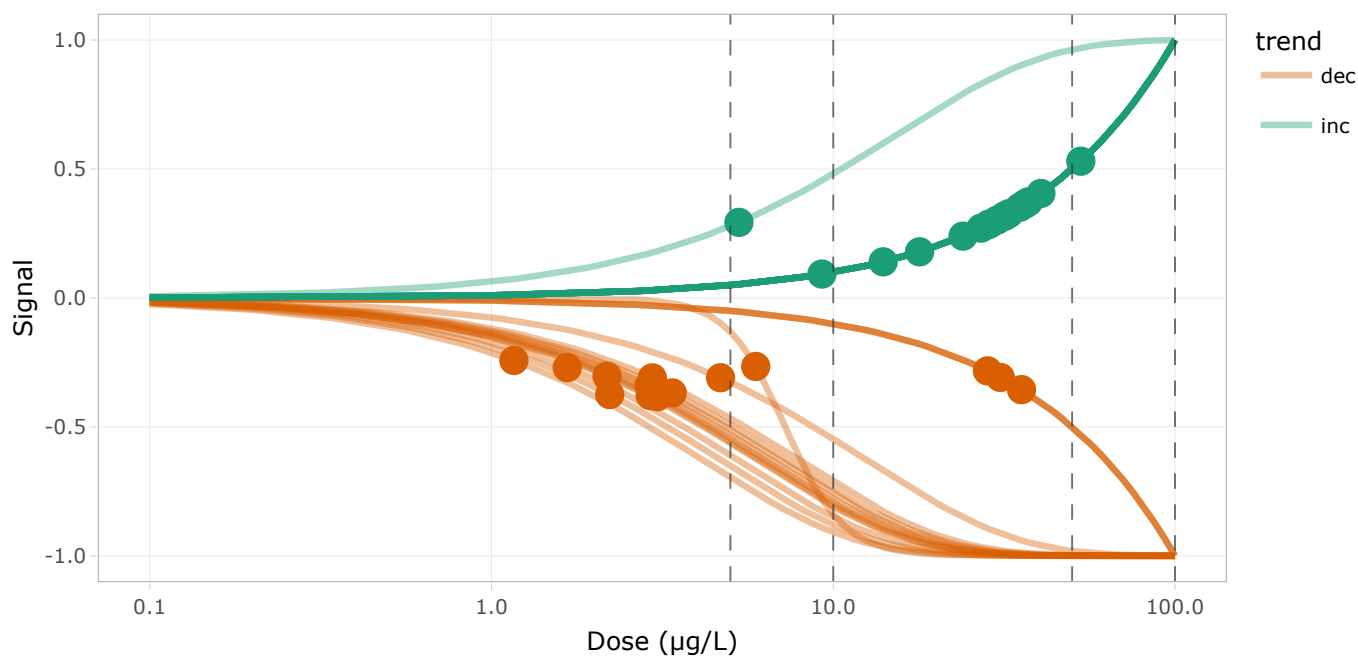

Show  entries

Search:

Showing 1 to 10 of 33 entries

Previous  2 3 4 Next

Table 17: Table of the 7th cluster content

## Cluster 52 - 37 transcripts (BMD q25 = 3.31 µg/L)

Driver GO terms : protein glycosylation

KEGG pathways : N-Glycan biosynthesis, Protein processing in endoplasmic reticulum, Various types of N-glycan biosynthesis

Wikipathways :

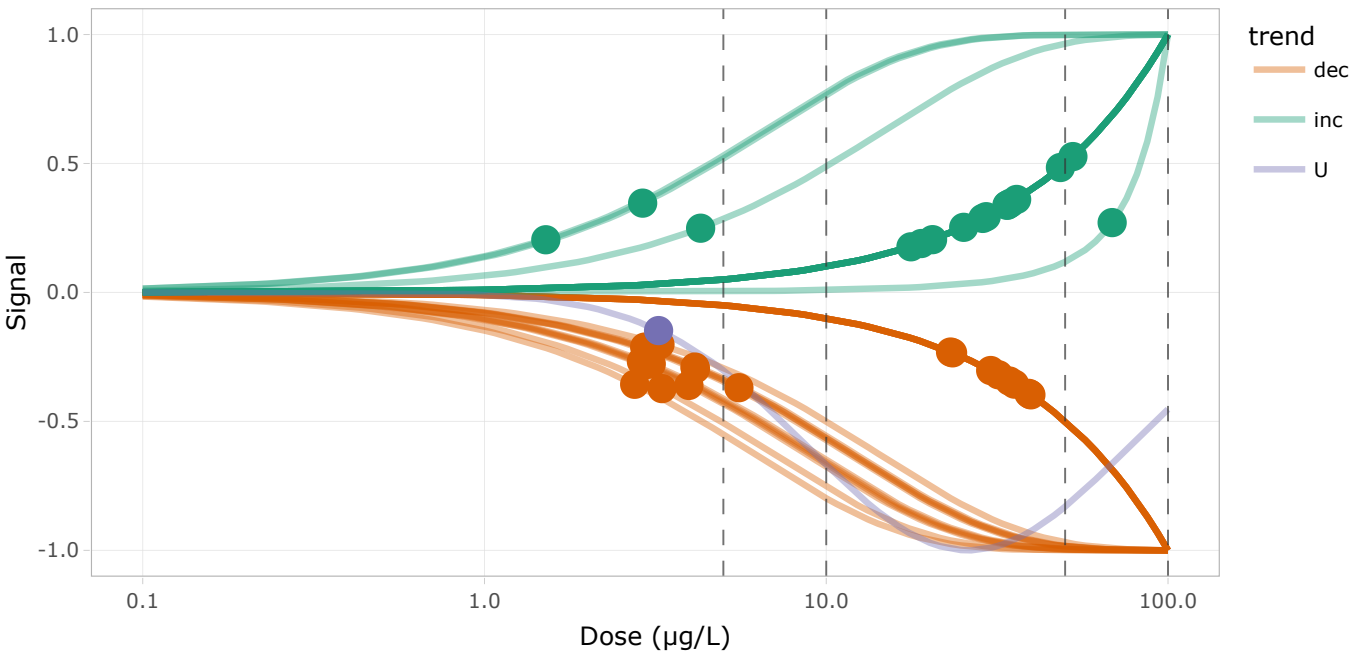

Figure 17: DR curves for the 8th cluster

Show 

10

 entries

Search:

Table 18: Table of the 8th cluster content

Cluster 42 - 43 transcripts (BMD q25 = 3.38 µg/L)

Driver GO terms : canonical NF-kappaB signal transduction

KEGG pathways : Apoptosis, C-type lectin receptor signaling pathway, MAPK signaling pathway

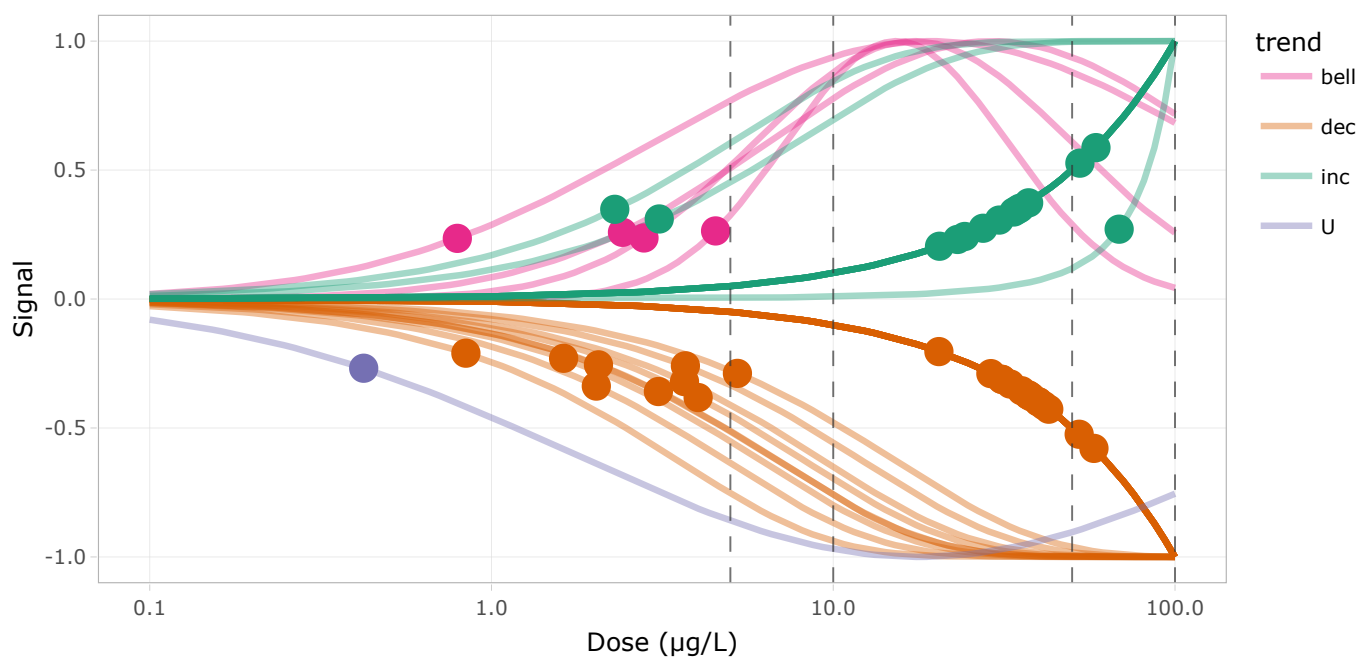

Show 10 entries

Search:

Showing 1 to 10 of 43 entries

Previous

1

2

3

4

5

Next

Table 19: Table of the 9th cluster content

## Cluster 21 - 35 transcripts (BMD q25 = 3.4 µg/L)

Driver GO terms : organic acid metabolic process

KEGG pathways : 2-Oxocarboxylic acid metabolism, Biosynthesis of amino acids, Carbon metabolism, Citrate cycle (TCA cycle), Glyoxylate and dicarboxylate metabolism

Wikipathways : TCA cycle

Curvesplot

BMDplot

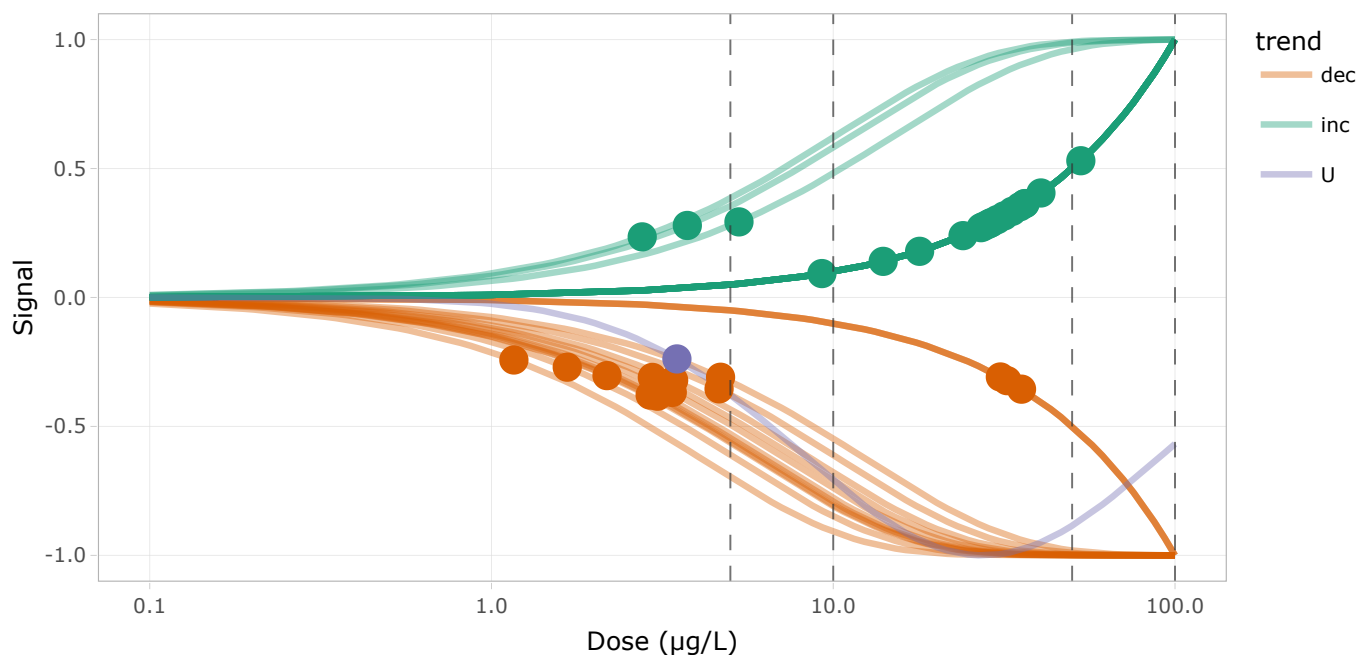

Show 10 entries

Search:

Showing 1 to 10 of 35 entries

Previous

1

2

3

4

Next

Table 20: Table of the 10th cluster content

**Cluster 48** - 50 transcripts (BMD q25 = 3.44 µg/L)

Driver GO terms : carbohydrate metabolic process

KEGG pathways : N-Glycan biosynthesis, Protein processing in endoplasmic reticulum

Wikipathways :

Curvesplot

BMDplot

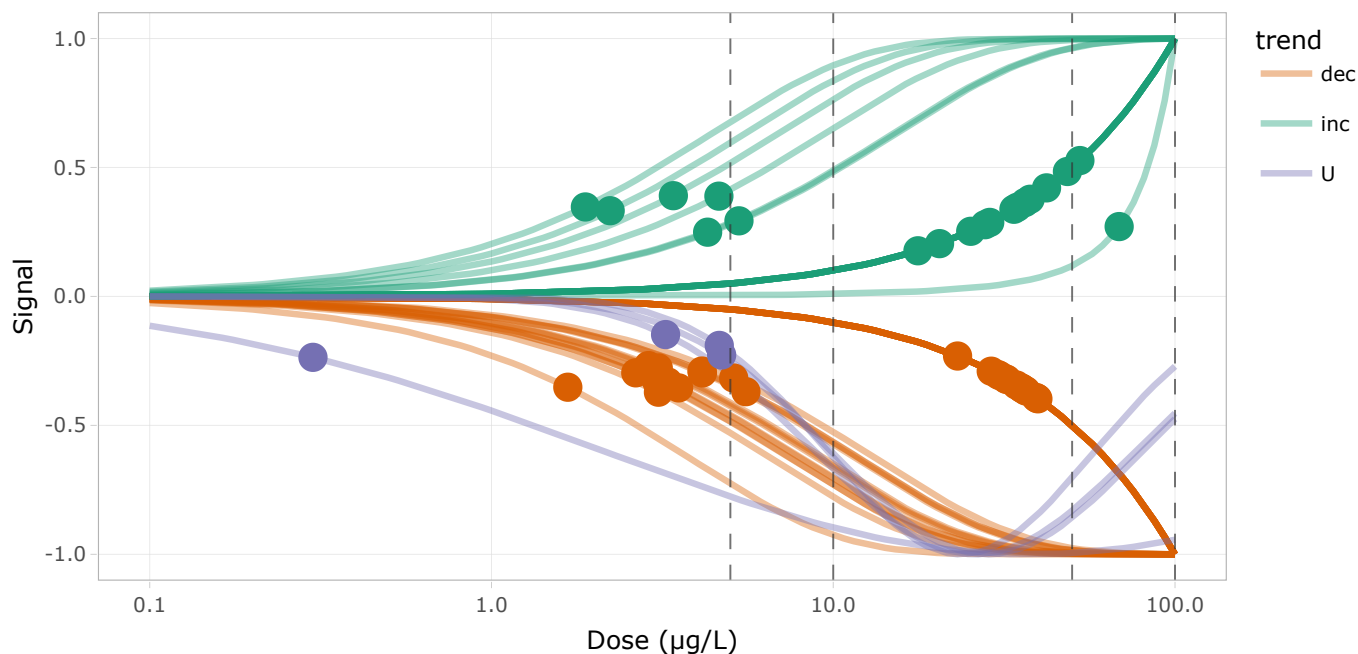

Figure 23: DR curves for the 11th cluster

Show 10 entries

Search:

Showing 1 to 10 of 50 entries

Previous 1 2 3 4 5 Next

Table 21: Table of the 11th cluster content

**Cluster 47** - 52 transcripts (BMD q25 = 3.57 µg/L)

Driver GO terms :

KEGG pathways : Regulation of actin cytoskeleton, Salmonella infection, Tight junction

Wikipathways :

Curvesplot

BMDplot

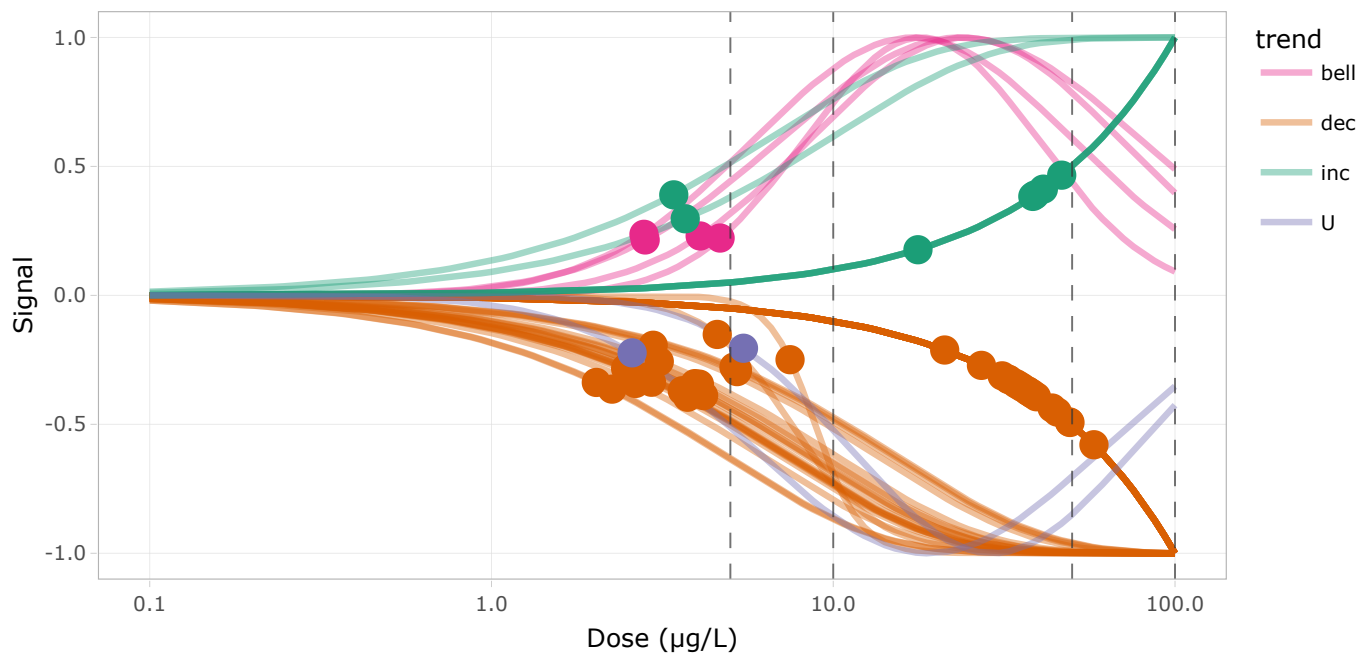

Figure 25: DR curves for the 12th cluster

Show 10 entries

Search:

Showing 1 to 10 of 52 entries

Previous

1

2

3

4

5

6

Next

Table 22: Table of the 12th cluster content

## Cluster 23 - 56 transcripts (BMD q25 = 3.96 µg/L)

Driver GO terms : RNA splicing, via transesterification reactions, RNA splicing

KEGG pathways : Spliceosome

Wikipathways :

Curvesplot

BMDplot

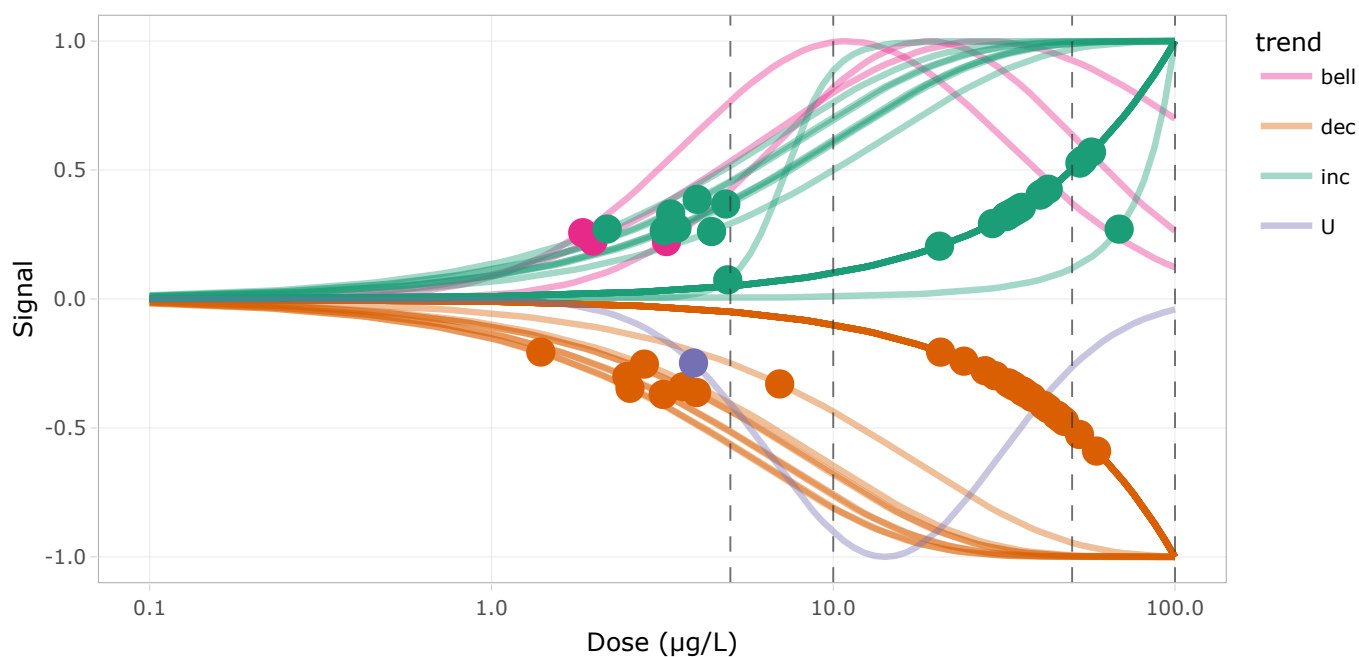

Show 10 entries

Search:

Showing 1 to 10 of 56 entries

Previous

1

2

3

4

5

6

Next

Table 23: Table of the 13th cluster content

## Cluster 41 - 51 transcripts (BMD q25 = 4.01 µg/L)

Driver GO terms : mRNA processing

KEGG pathways : mRNA surveillance pathway

Wikipathways : mRNA processing

Curvesplot

BMDplot

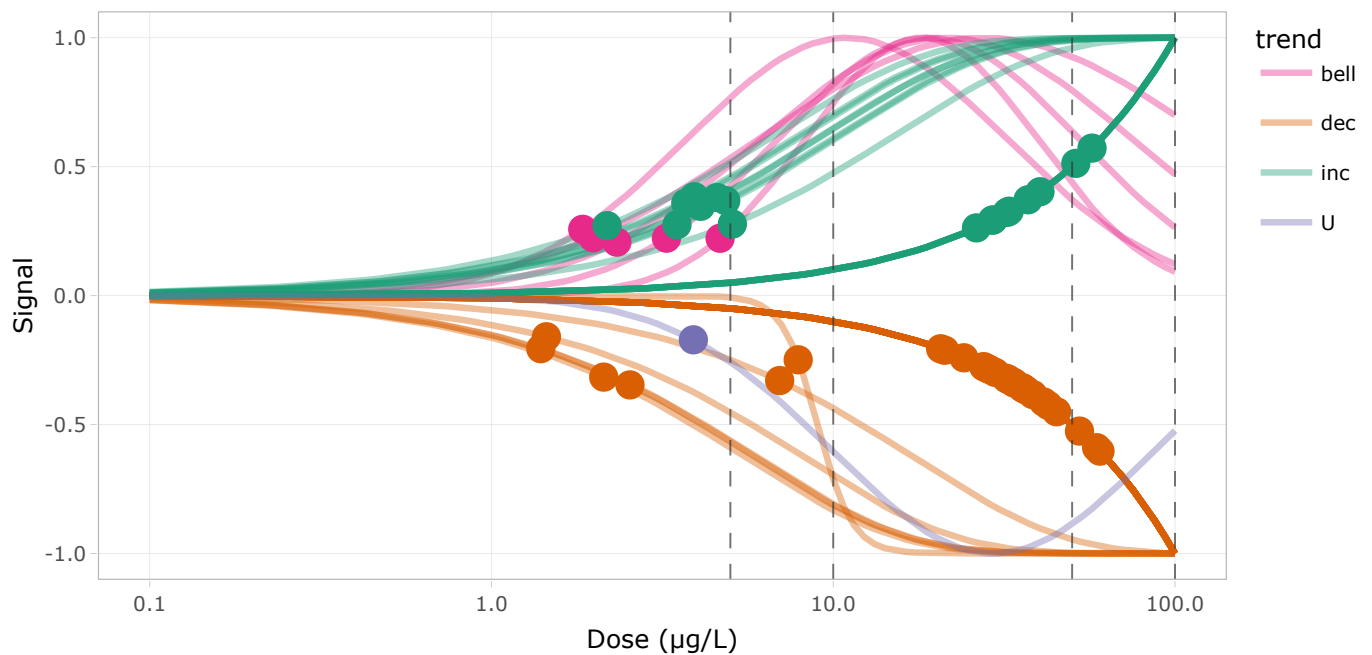

Show 10 entries

Search:

Showing 1 to 10 of 51 entries

Previous

1

2

3

4

5

6

Next

Table 24: Table of the 14th cluster content

## Cluster 12 - 30 transcripts (BMD q25 = 4.13 µg/L)

Driver GO terms : protein folding

KEGG pathways :

Wikipathways :

Curvesplot

BMDplot

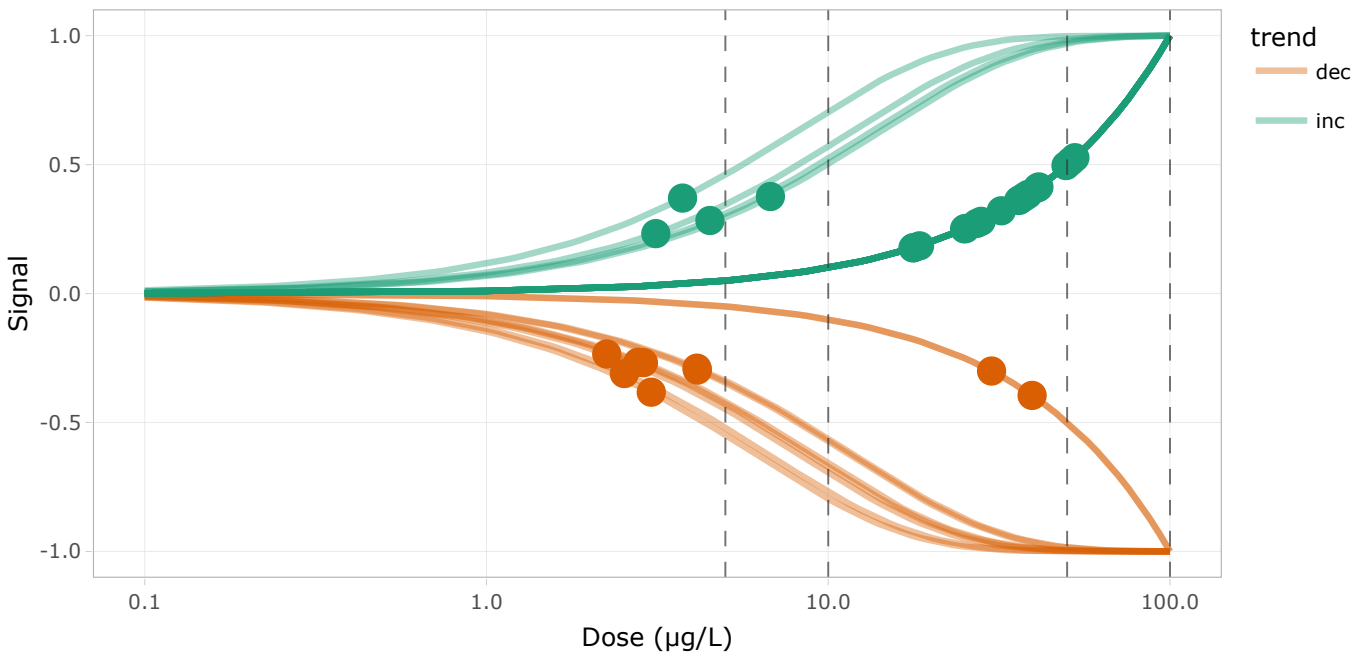

Show 10 entries

Search:

Showing 1 to 10 of 30 entries

Table 25: Table of the 15th cluster content

Cluster 13 - 28 transcripts (BMD q25 = 4.15 µg/L)

Driver GO terms : translational initiation

KEGG pathways : Herpes simplex virus 1 infection

Wikipathways :

Curvesplot

BMDplot

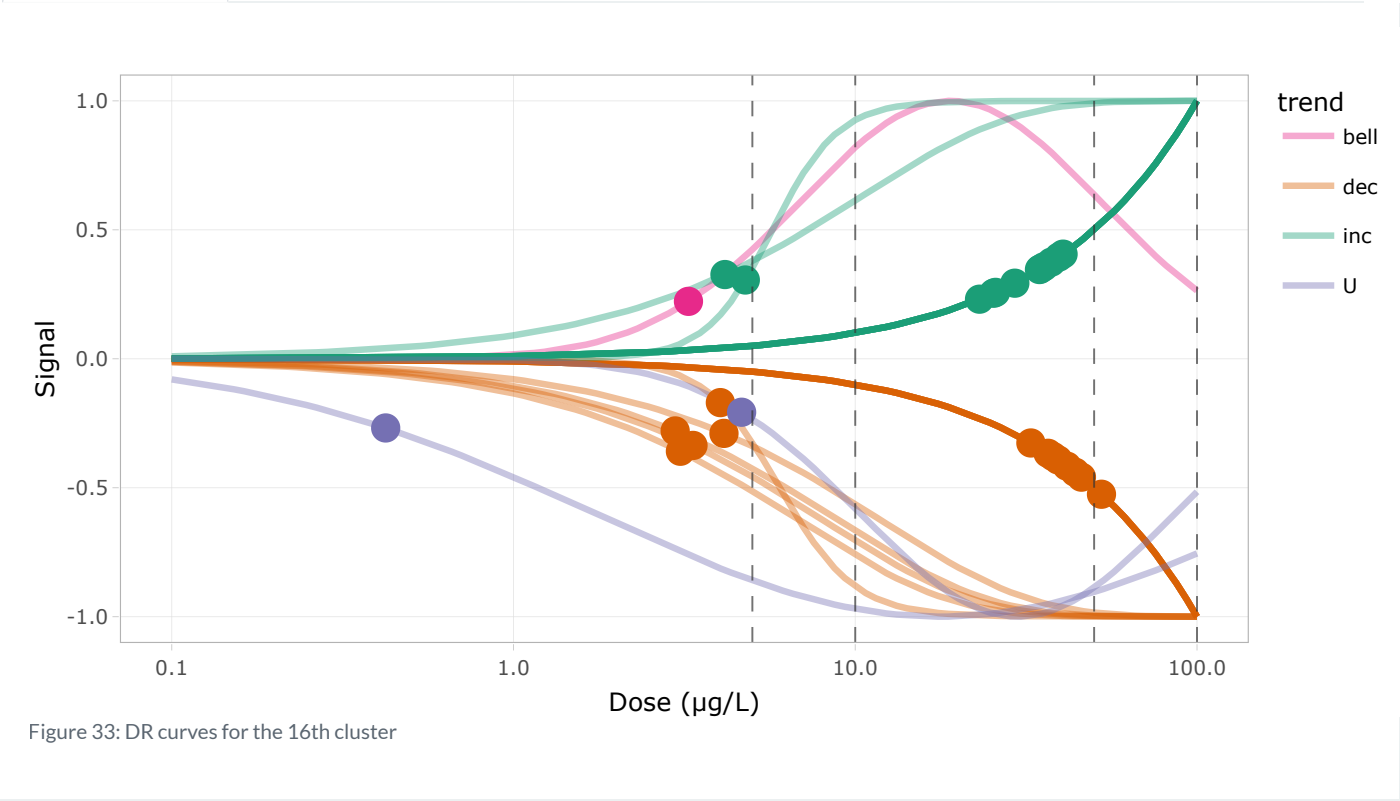

Show 

10

 entries

Search:

Showing 1 to 10 of 28 entries

Previous

1

23Next

Table 26: Table of the 16th cluster content

Cluster 28 - 28 transcripts (BMD q25 = 4.25 µg/L)

Driver GO terms :

KEGG pathways : Protein export, Protein processing in endoplasmic reticulum

Wikipathways :

Curvesplot

BMDplot

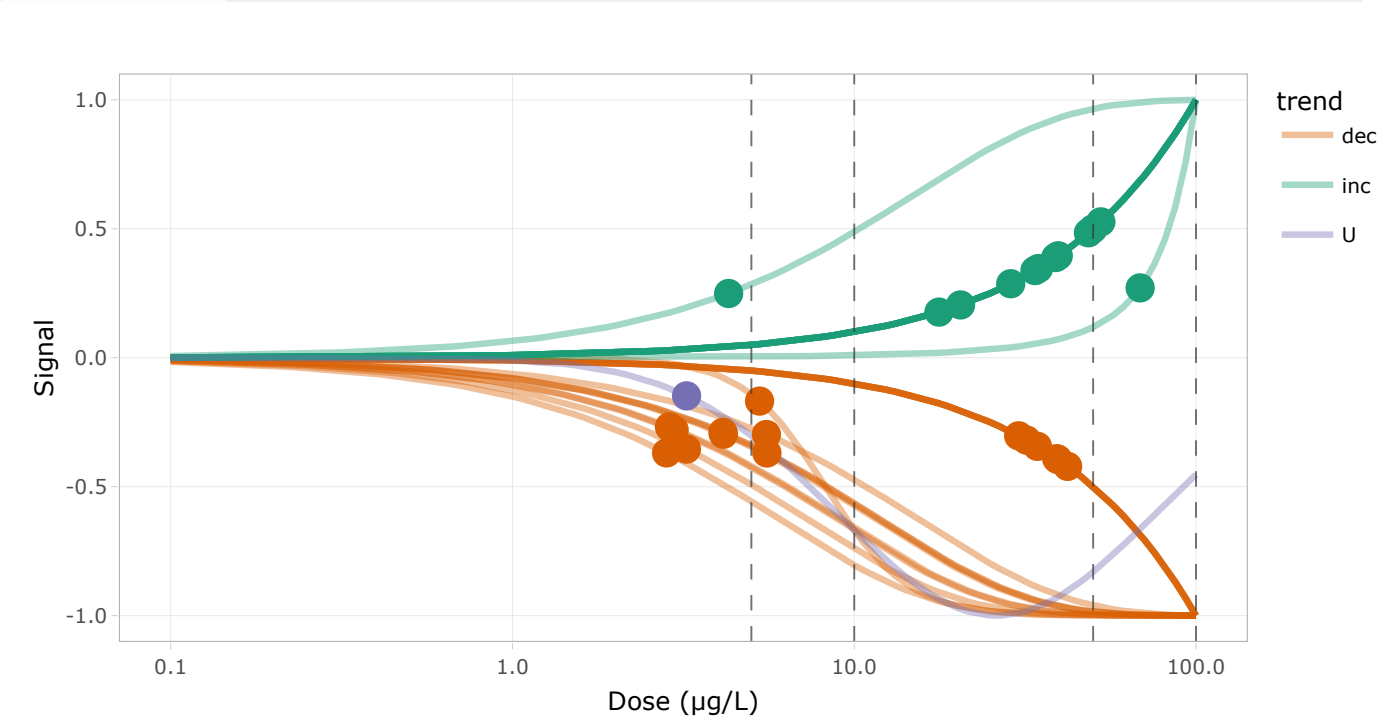

Figure 35: DR curves for the 17th cluster

Show

10

entries

Search:

Showing 1 to 10 of 28 entries

Previous123Next

Table 27: Table of the 17th cluster content

Cluster 50 - 24 transcripts (BMD q25 = 4.25 µg/L)

Driver GO terms : COPII-coated vesicle budding

KEGG pathways : Protein processing in endoplasmic reticulum

Wikipathways :

Curvesplot

BMDplot

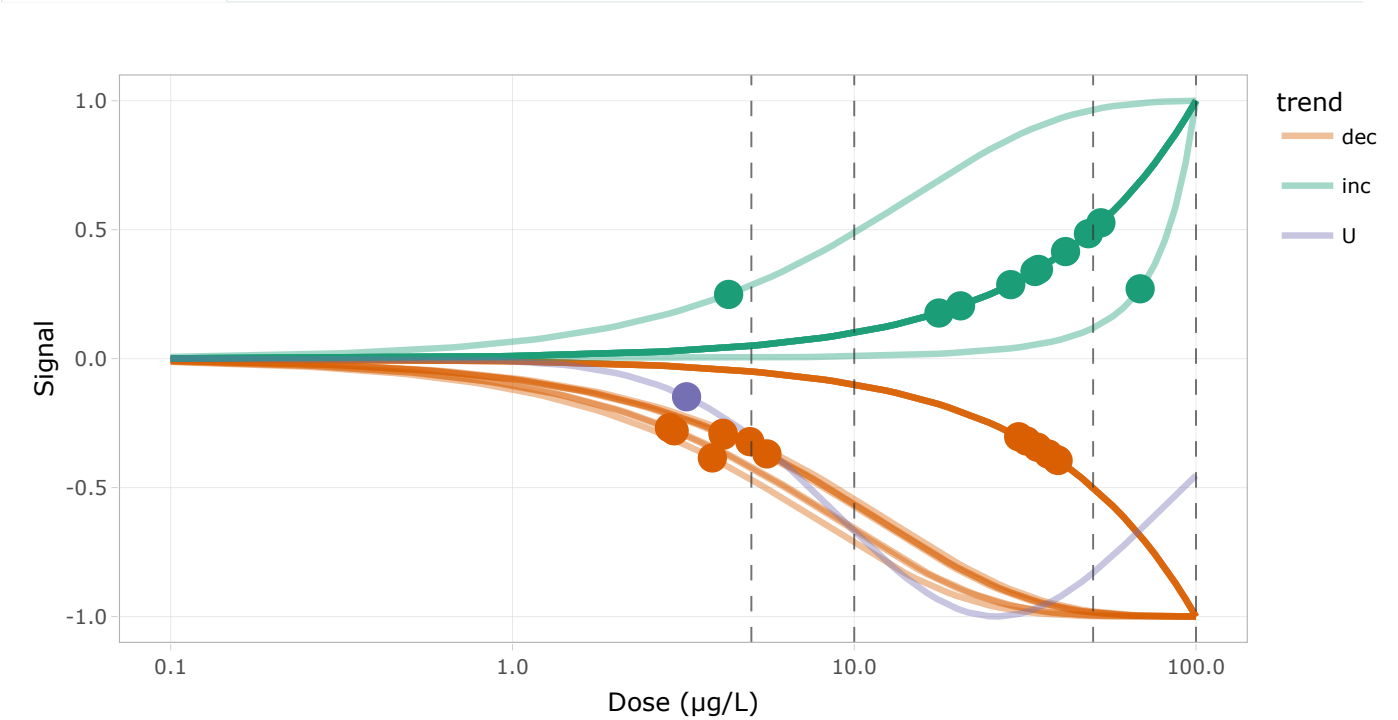

Figure 37: DR curves for the 18th cluster

Show10entries

Search:

Showing 1 to 10 of 24 entries

Previous

1

23Next

Table 28: Table of the 18th cluster content

Cluster 31 - 14 transcripts (BMD q25 = 4.33 µg/L)

Driver GO terms :

KEGG pathways : ATP-dependent chromatin remodeling

Wikipathways :

Curvesplot

BMDplot

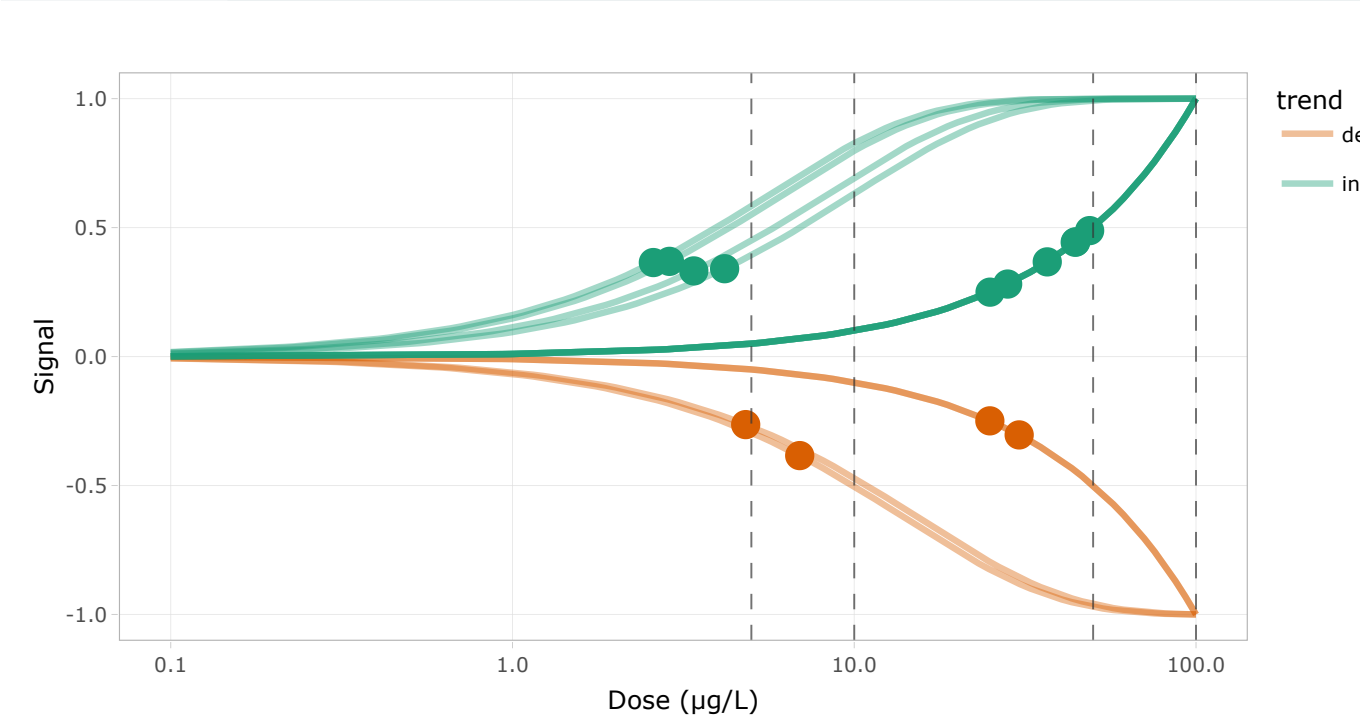

Figure 39: DR curves for the 19th cluster

Showing 1 to 10 of 14 entries

Previous

1

2Next

Table 29: Table of the 19th cluster content

Cluster 4 - 54 transcripts (BMD q25 = 4.39 µg/L)

Driver GO terms : ATP synthesis coupled electron transport, generation of precursor metabolites and energy

KEGG pathways : Oxidative phosphorylation, Cardiac muscle contraction

Wikipathways : Electron transport chain, Oxidative phosphorylation

Curvesplot

BMDplot

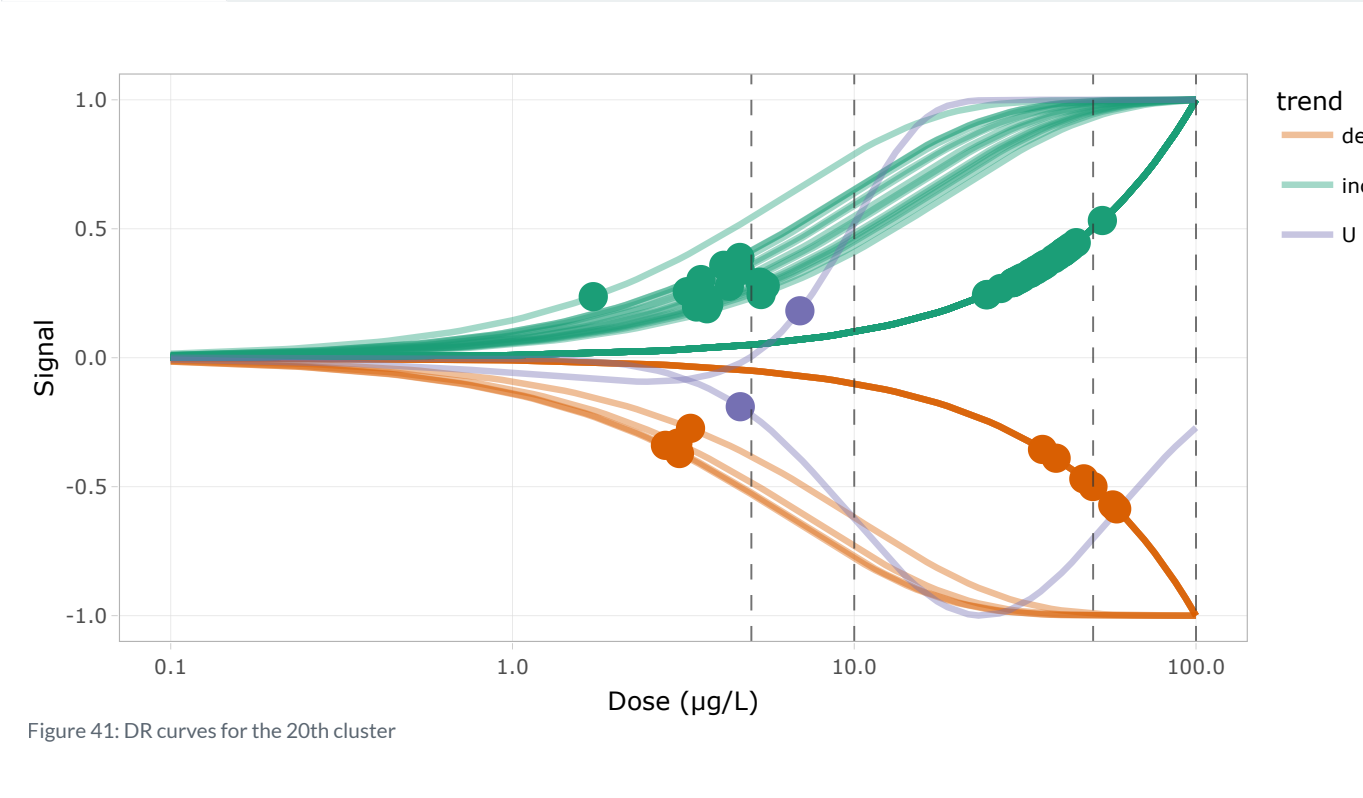

Figure 41: DR curves for the 20th cluster

Search:

Showing 1 to 10 of 54 entries

Previous

1

2
3
4
5
6
Next

Table 30: Table of the 20th cluster content

## Cluster 14 - 30 transcripts (BMD q25 = 4.4 µg/L)

Driver GO terms : muscle system process

KEGG pathways : Vascular smooth muscle contraction

Wikipathways :

Curvesplot

BMDplot

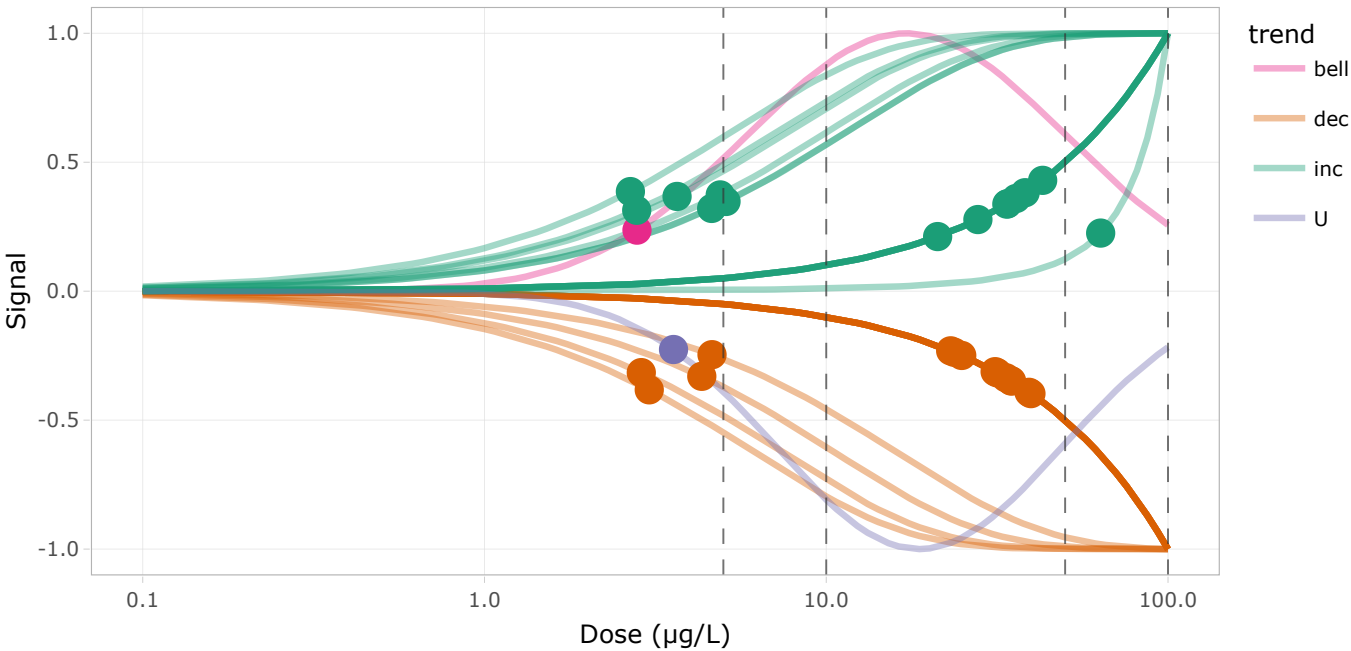

Figure 43: DR curves for the 21th cluster

Show 10 entries

Search:

Showing 1 to 10 of 30 entries

Previous

1

2

3

Next

Table 31: Table of the 21th cluster content

Cluster 11 - 52 transcripts (BMD q25 = 4.69 µg/L)

Driver GO terms :

KEGG pathways : Adherens junction, Mitophagy - animal, Ribosome biogenesis in eukaryotes, Wnt signaling pathway

Wikipathways :

Curvesplot

BMDplot

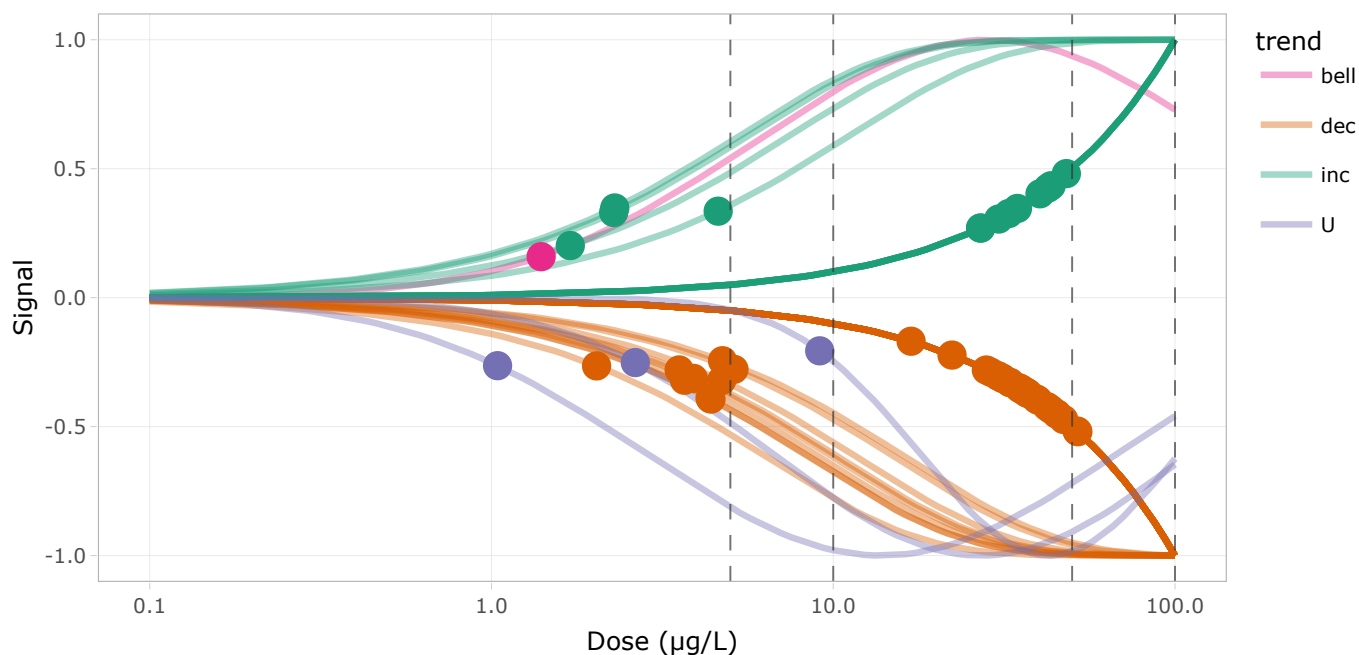

Figure 45: DR curves for the 22th cluster

Show  entries Search:

Showing 1 to 10 of 52 entries Previous  2 3 4 5 6 Next

Table 32: Table of the 22th cluster content

## Cluster 22 - 15 transcripts (BMD q25 = 5.23 µg/L)

Driver GO terms : polyamine metabolic process

KEGG pathways : Arginine and proline metabolism

Wikipathways :

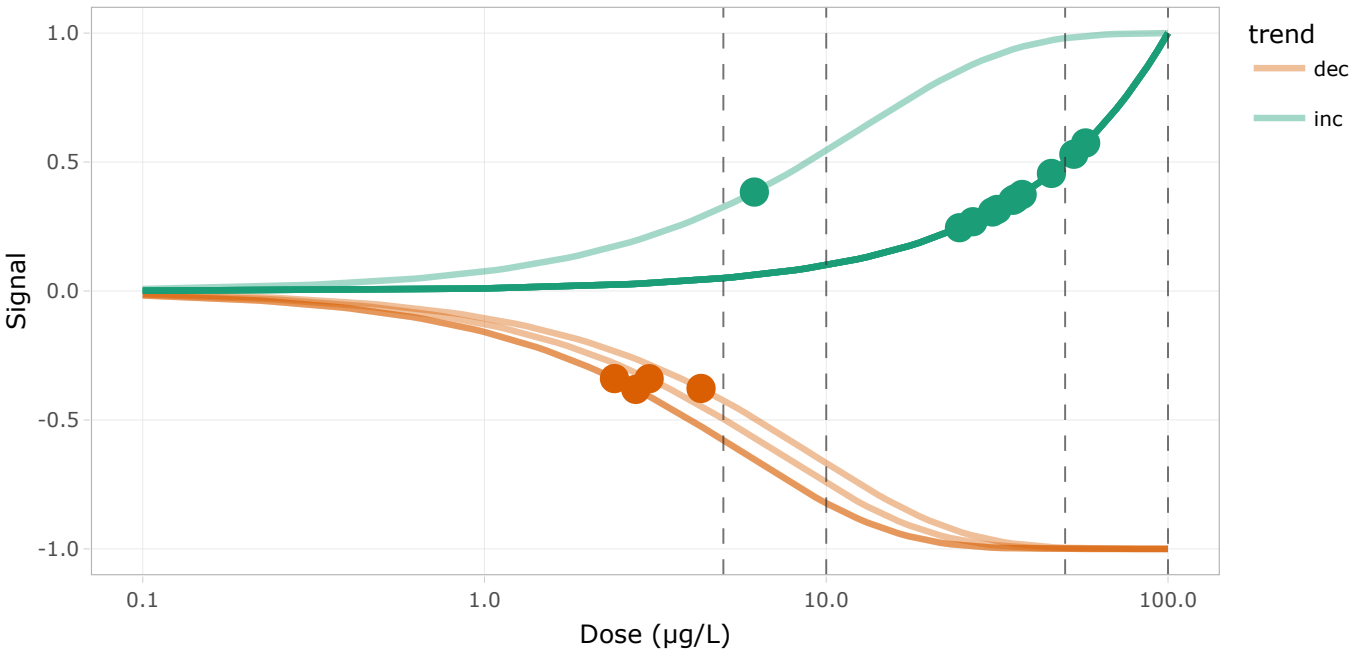

Figure 47: DR curves for the 23th cluster

Show

10

entries

Search:

Table 33: Table of the 23th cluster content

Cluster 5 - 45 transcripts (BMD q25 = 5.27 µg/L)

Driver GO terms : protein catabolic process

KEGG pathways : Proteasome

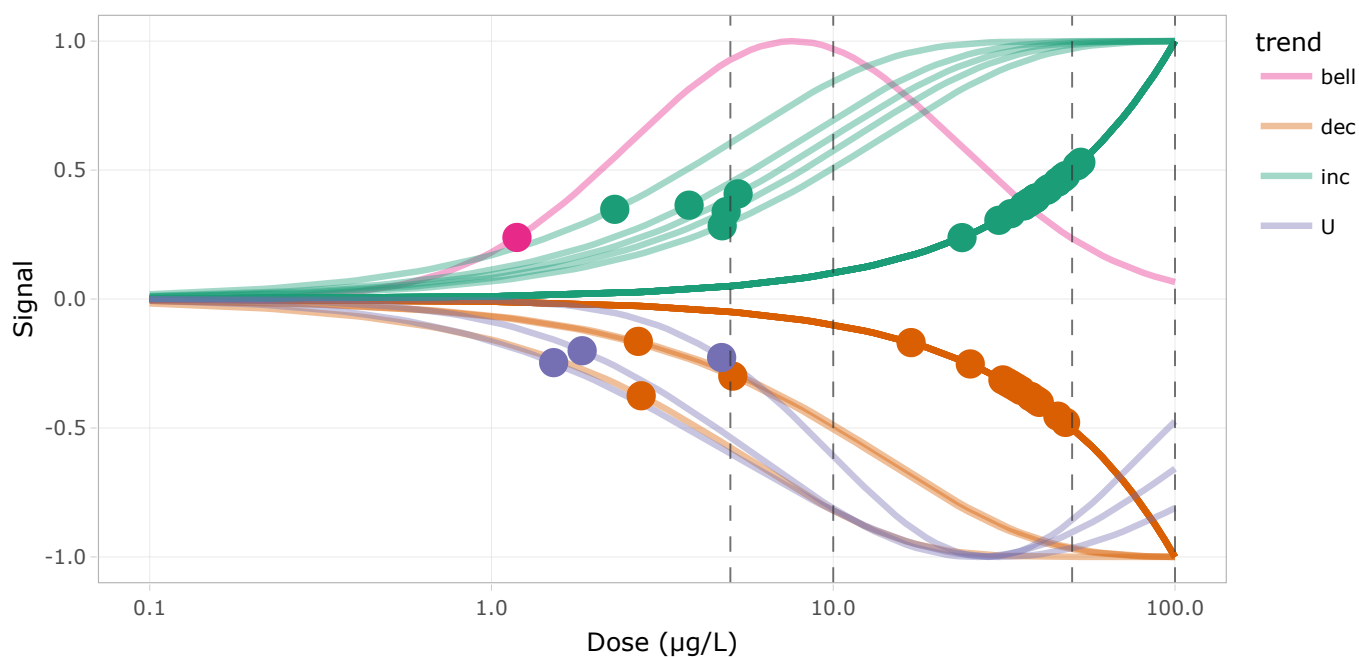

Show 10 entries

Search:

Showing 1 to 10 of 45 entries

Previous

1

2

3

4

5

Next

Table 34: Table of the 24th cluster content

## Cluster 33 - 32 transcripts (BMD q25 = 6.28 µg/L)

Driver GO terms : microtubule-based process

KEGG pathways :

Curvesplot

BMDplot

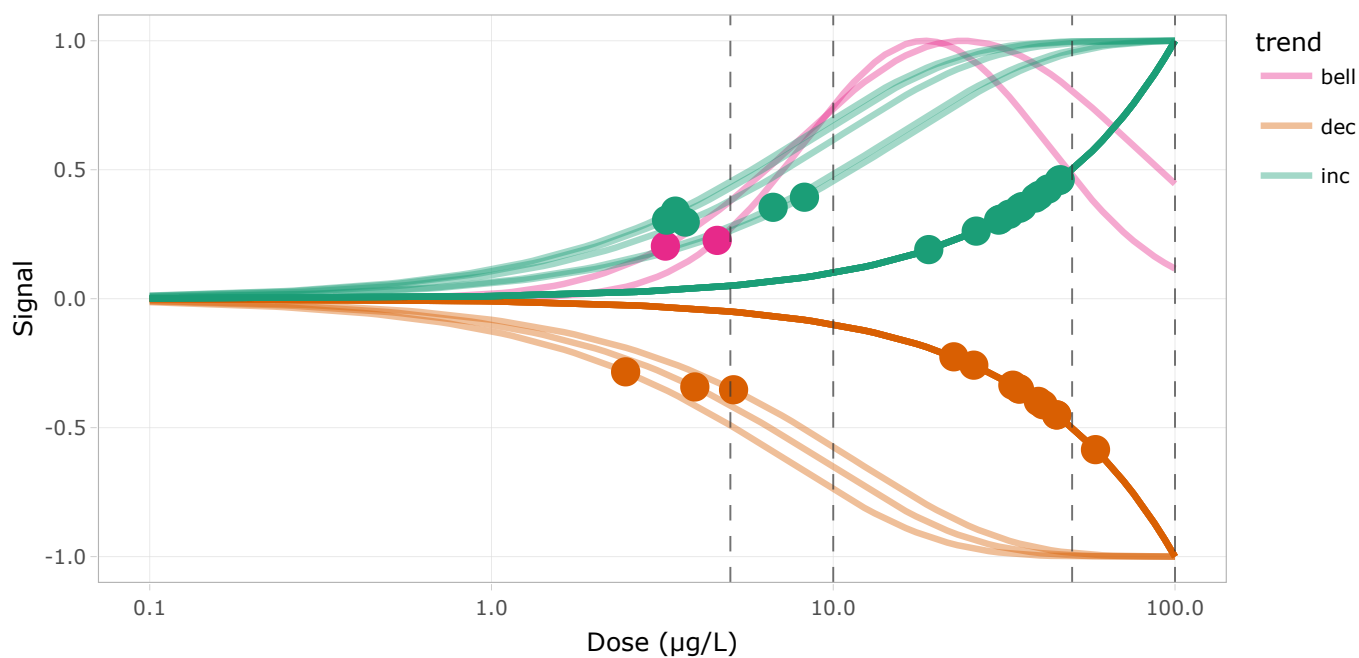

Show 10 entries

Search:

Showing 1 to 10 of 32 entries

Previous

1

2

3

4

Next

Table 35: Table of the 25th cluster content

## Cluster 17 - 22 transcripts (BMD q25 = 6.37 µg/L)

Driver GO terms :

Curvesplot

BMDplot

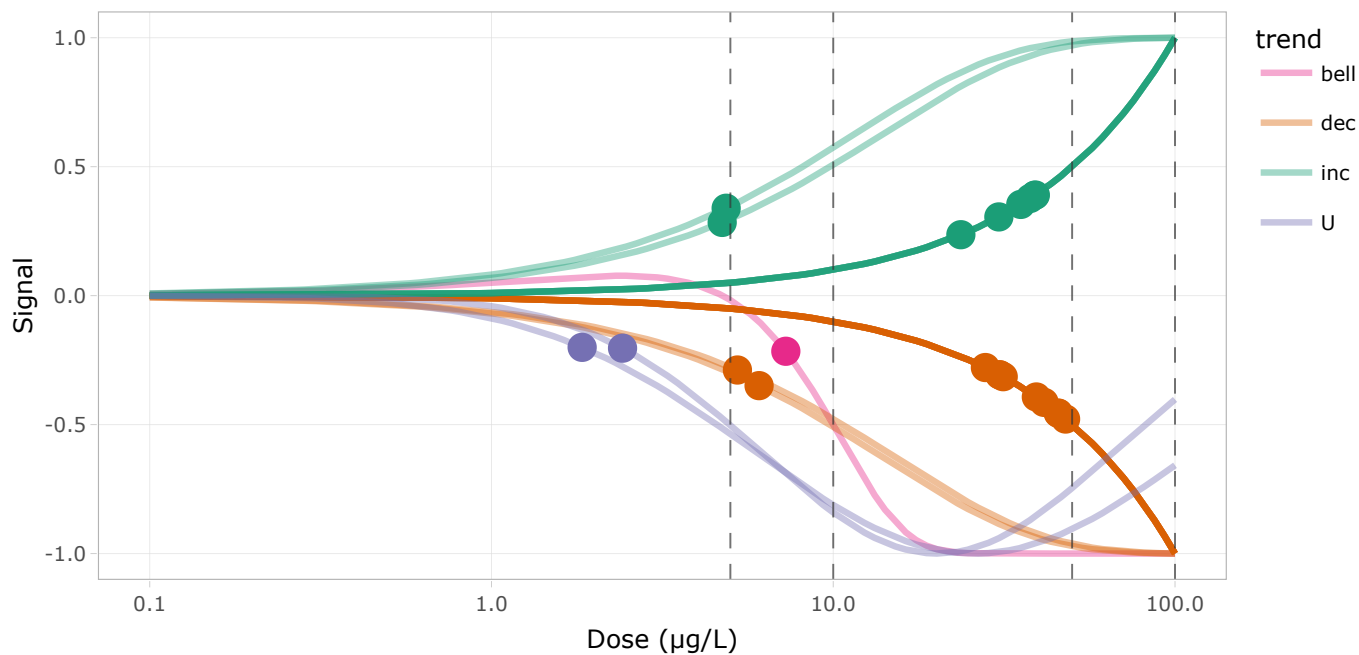

Show 10 entries

Search:

Showing 1 to 10 of 22 entries

Previous

1

2

3

Next

Table 36: Table of the 26th cluster content

## Cluster 1 - 161 transcripts (BMD q25 = 6.79 µg/L)

**Driver GO terms :** embryo development ending in birth or egg hatching, myeloid cell differentiation, ribonucleoprotein complex biogenesis, translation, ribosomal small subunit assembly

**KEGG pathways :** Ribosome

**Wikipathways :** Cytoplasmic ribosomal proteins

Curvesplot

BMDplot

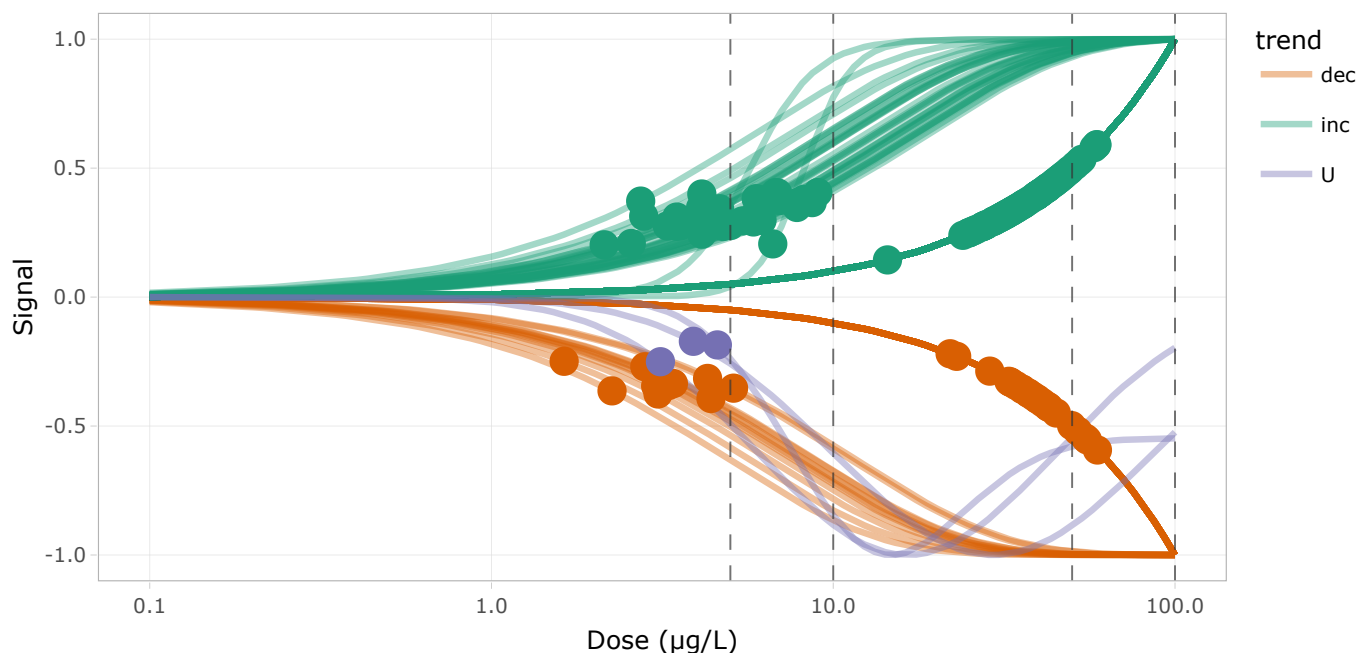

Figure 55: DR curves for the 27th cluster

Show 10 entries

Search:

Showing 1 to 10 of 161 entries

Previous 1 2 3 4 5 ... 17 Next

Table 37: Table of the 27th cluster content

## Cluster 25 - 6 transcripts (BMD q25 = 7.85 µg/L)

Driver GO terms :

KEGG pathways :

Wikipathways :

Curvesplot

BMDplot

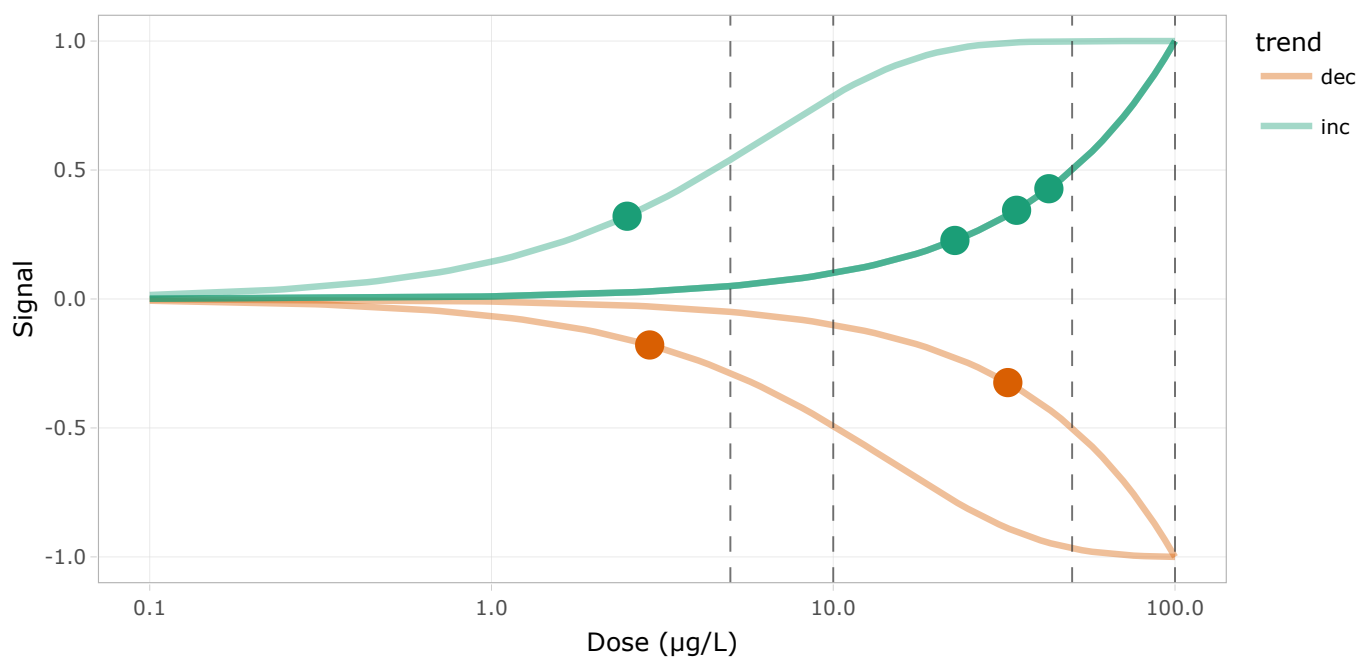

Show 10 entries

Search:

Showing 1 to 6 of 6 entries

Previous

1

Next

Table 38: Table of the 28th cluster content

## Cluster 3 - 23 transcripts (BMD q25 = 13.65 µg/L)

Driver GO terms : tRNA aminoacylation

Curvesplot

BMDplot

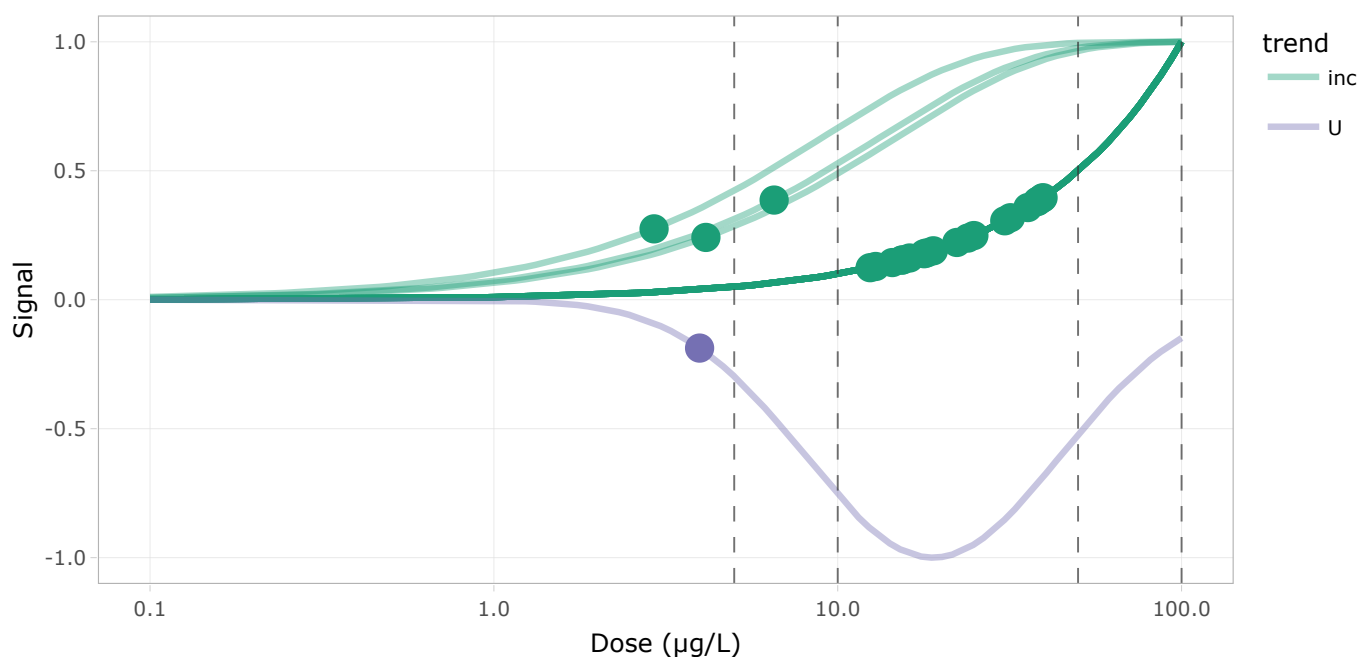

Show 10 entries

Search:

Showing 1 to 10 of 23 entries

Previous

1

2

3

Next

Table 39: Table of the 29th cluster content

## Cluster 39 - 7 transcripts (BMD q25 = 17.7 µg/L)

Driver GO terms : mitotic chromosome condensation

KEGG pathways :

Wikipathways :

Curvesplot

BMDplot

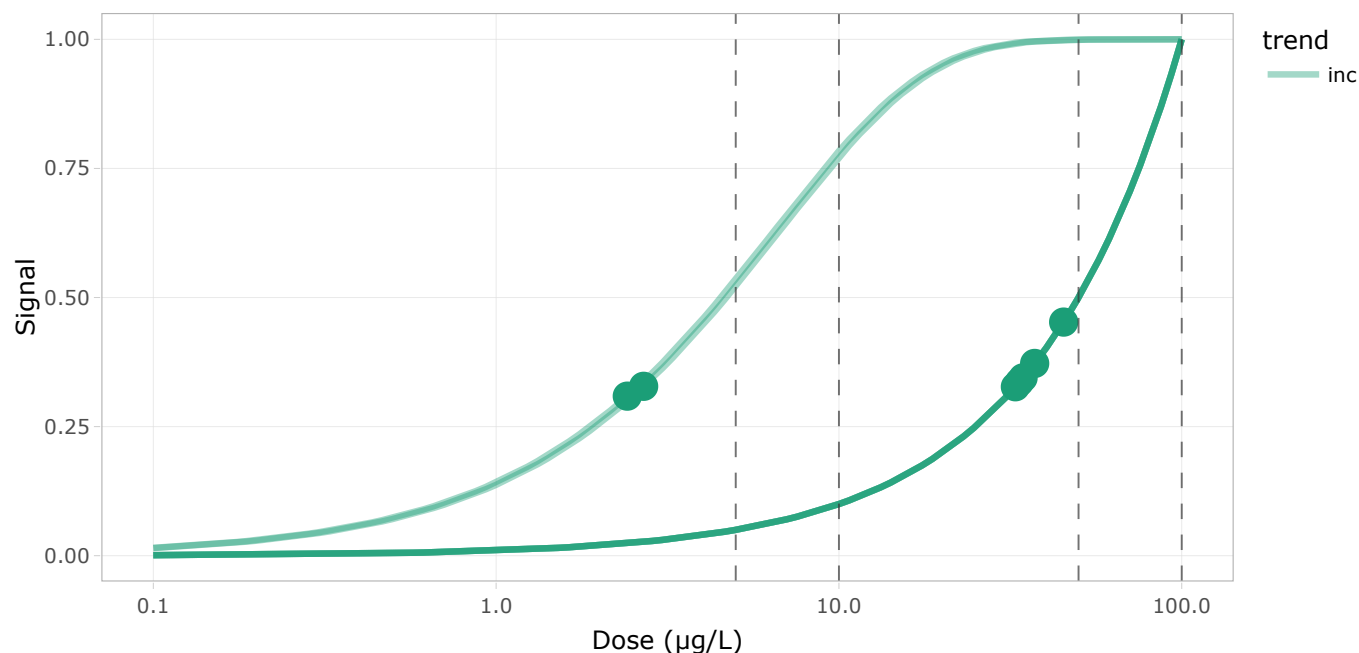

Show 10 entries

Search:

Showing 1 to 7 of 7 entries

Previous

1

Next

Table 40: Table of the 30th cluster content

## Cluster 46 - 21 transcripts (BMD q25 = 17.89 µg/L)

Driver GO terms : DNA alkylation, methylation

KEGG pathways : Cysteine and methionine metabolism

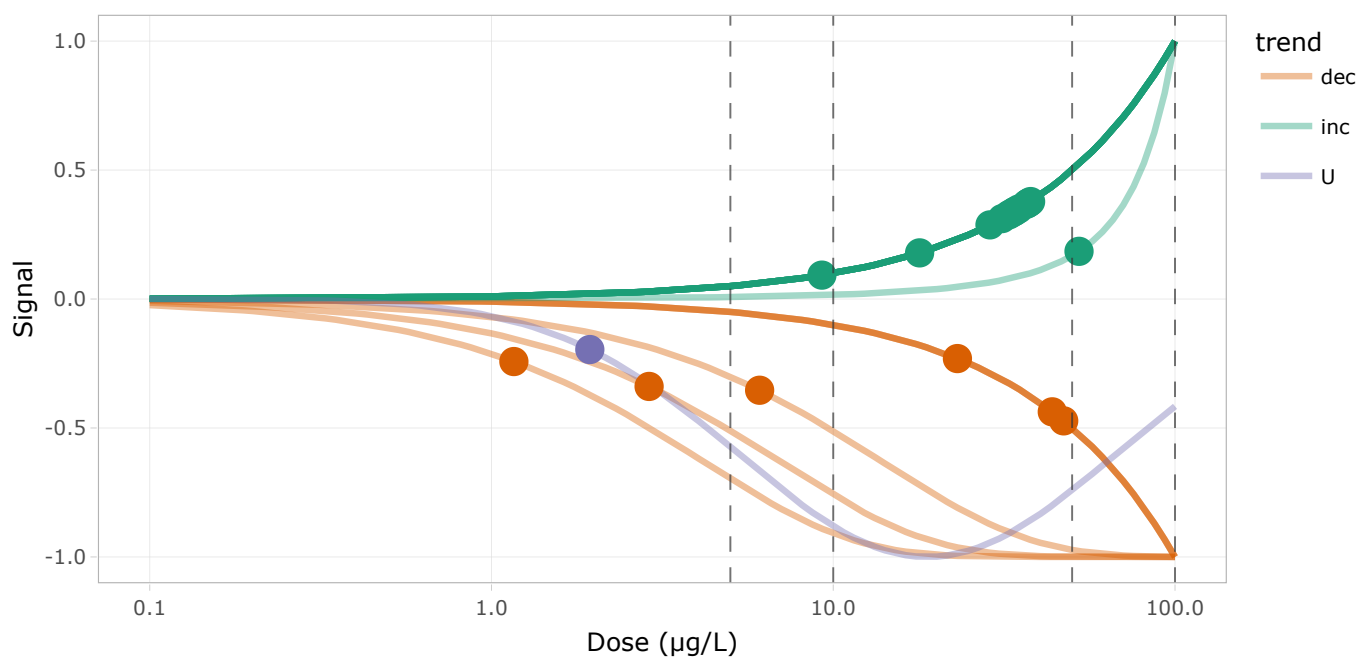

Show 10 entries

Search:

Showing 1 to 10 of 21 entries

Previous

1

2

3

Next

Table 41: Table of the 31th cluster content

## Cluster 20 - 31 transcripts (BMD q25 = 25.13 µg/L)

Driver GO terms : DNA geometric change, DNA replication

KEGG pathways : Cell cycle, DNA replication

Curvesplot

BMDplot

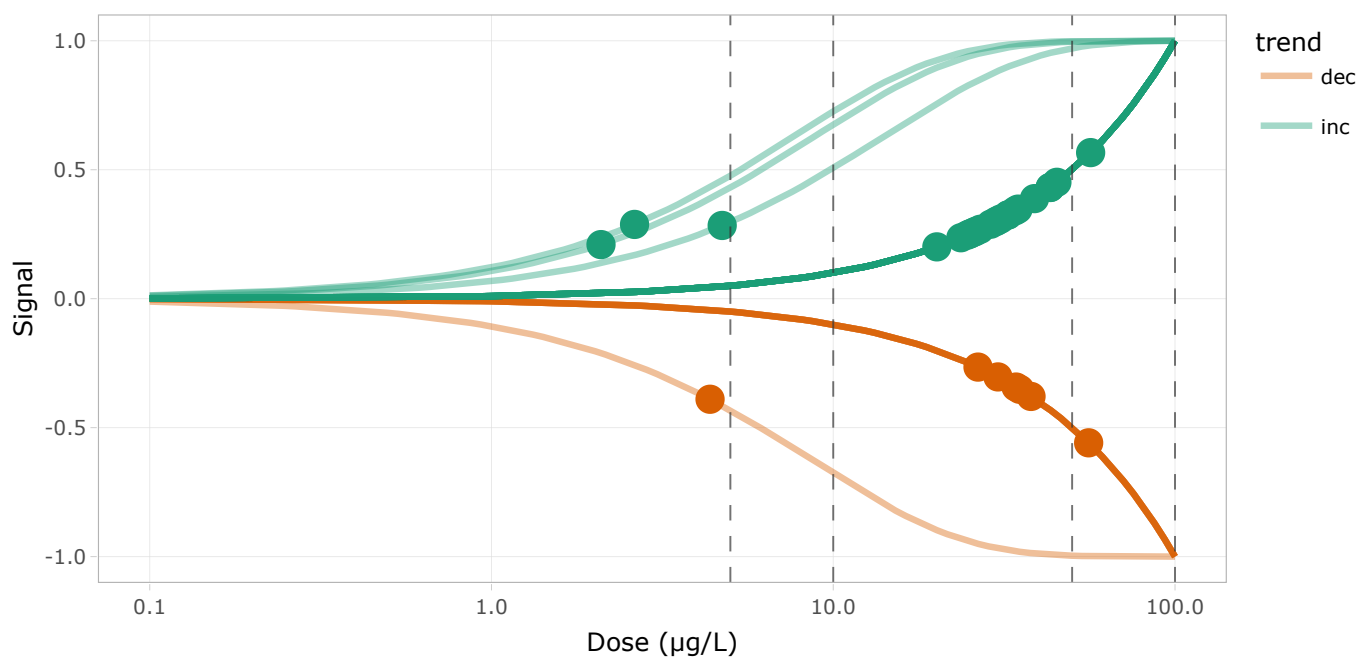

Show 10 entries

Search:

Showing 1 to 10 of 31 entries

Previous

1

2

3

4

Next

Table 42: Table of the 32th cluster content

## Cluster 16 - 54 transcripts (BMD q25 = 25.18 µg/L)

Driver GO terms : DNA metabolic process, DNA recombination

**KEGG pathways :** DNA replication, Base excision repair, Mismatch repair, Nucleotide excision repair, Fanconi anemia pathway, Homologous recombination

**Wikipathways :** DNA replication, G1 to S cell cycle control

Curvesplot

BMDplot

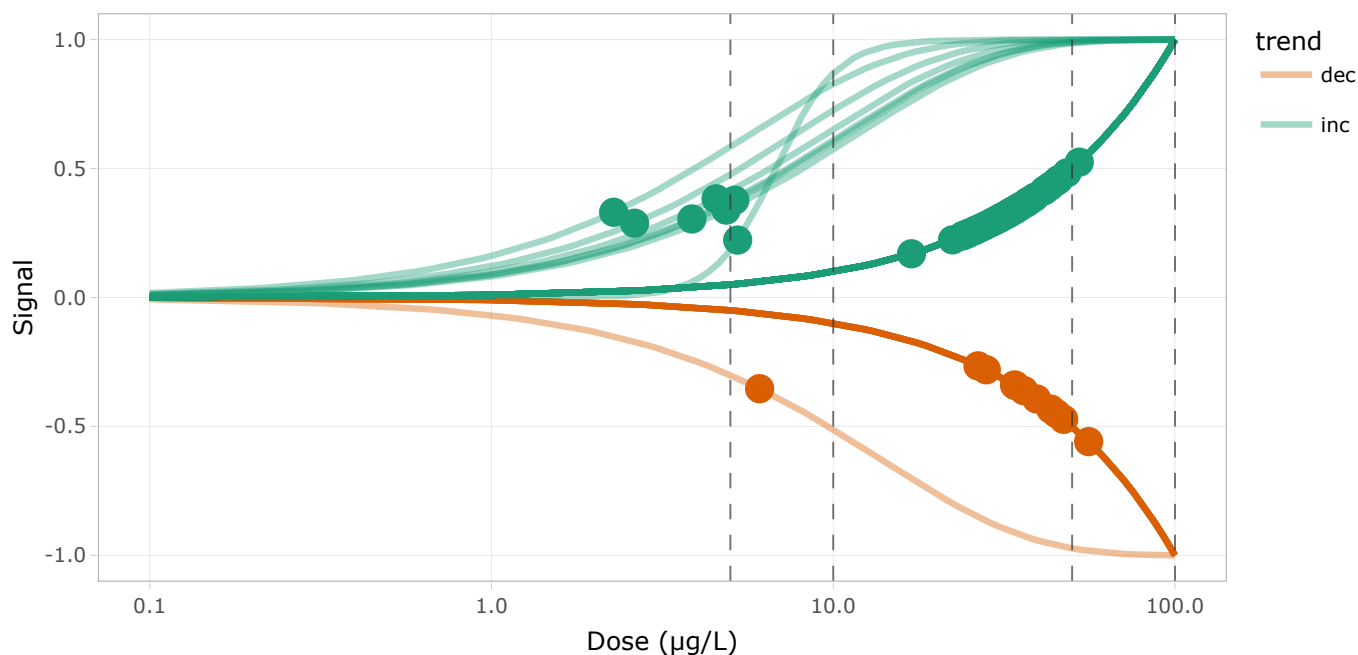

Show 10 entries

Search:

Showing 1 to 10 of 54 entries

Previous

1

2

3

4

5

6

Next

Table 43: Table of the 33th cluster content

**Cluster 34** - 15 transcripts (BMD q25 = 25.53 µg/L)

Driver GO terms :

KEGG pathways : Nucleotide metabolism, Pyrimidine metabolism

Wikipathways :

Curvesplot

BMDplot

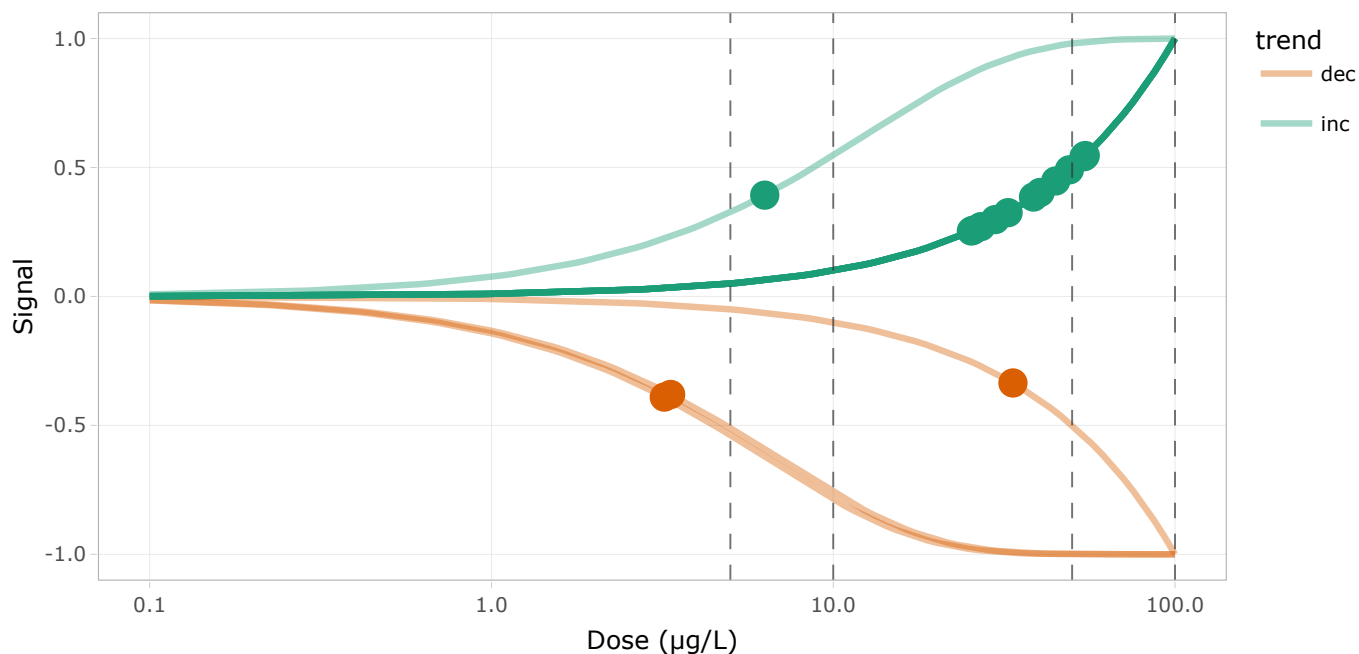

Show 10 entries

Search:

Showing 1 to 10 of 15 entries

Previous 1 2 Next

Table 44: Table of the 34th cluster content

**Cluster 19** - 26 transcripts (BMD q25 = 25.56 µg/L)

Driver GO terms : transmembrane receptor protein serine/threonine kinase signaling pathway

KEGG pathways : Cytokine-cytokine receptor interaction, TGF-beta signaling pathway

Wikipathways :

Curvesplot

BMDplot

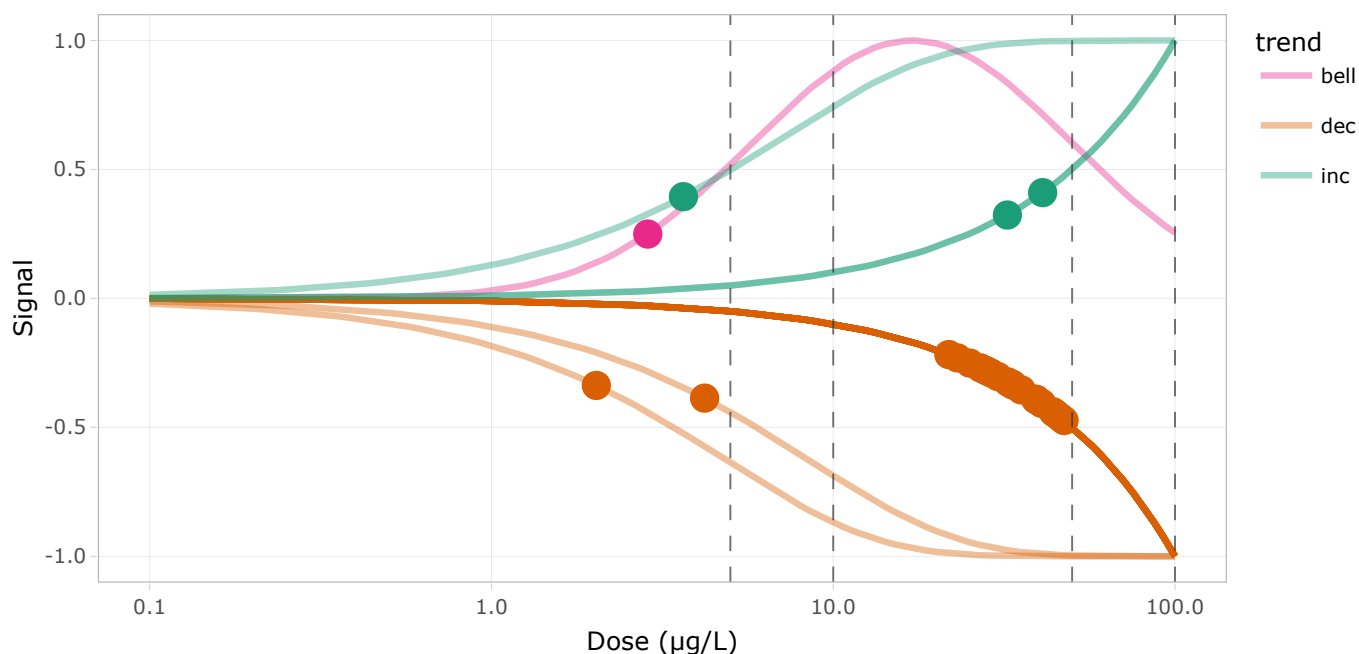

Show 10 entries

Search:

Showing 1 to 10 of 26 entries

Previous

1

2

3

Next

Table 45: Table of the 35th cluster content

## Cluster 18 - 6 transcripts (BMD q25 = 25.82 µg/L)

Driver GO terms :

KEGG pathways :

Wikipathways :

Curvesplot

BMDplot

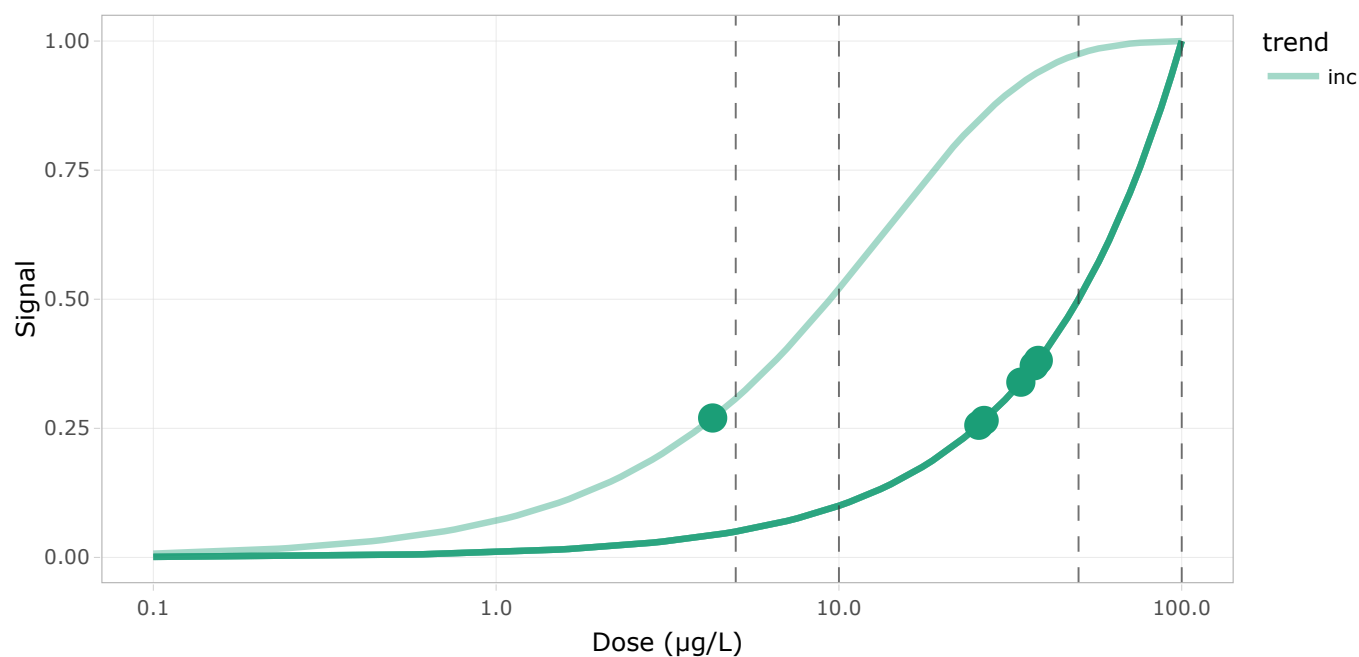

Show 10 entries

Search:

Showing 1 to 6 of 6 entries

Previous

1

Next

Table 46: Table of the 36th cluster content

## Cluster 36 - 10 transcripts (BMD q25 = 26.62 µg/L)

Driver GO terms : regulatory ncRNA-mediated gene silencing

KEGG pathways :

Wikipathways :

Curvesplot

BMDplot

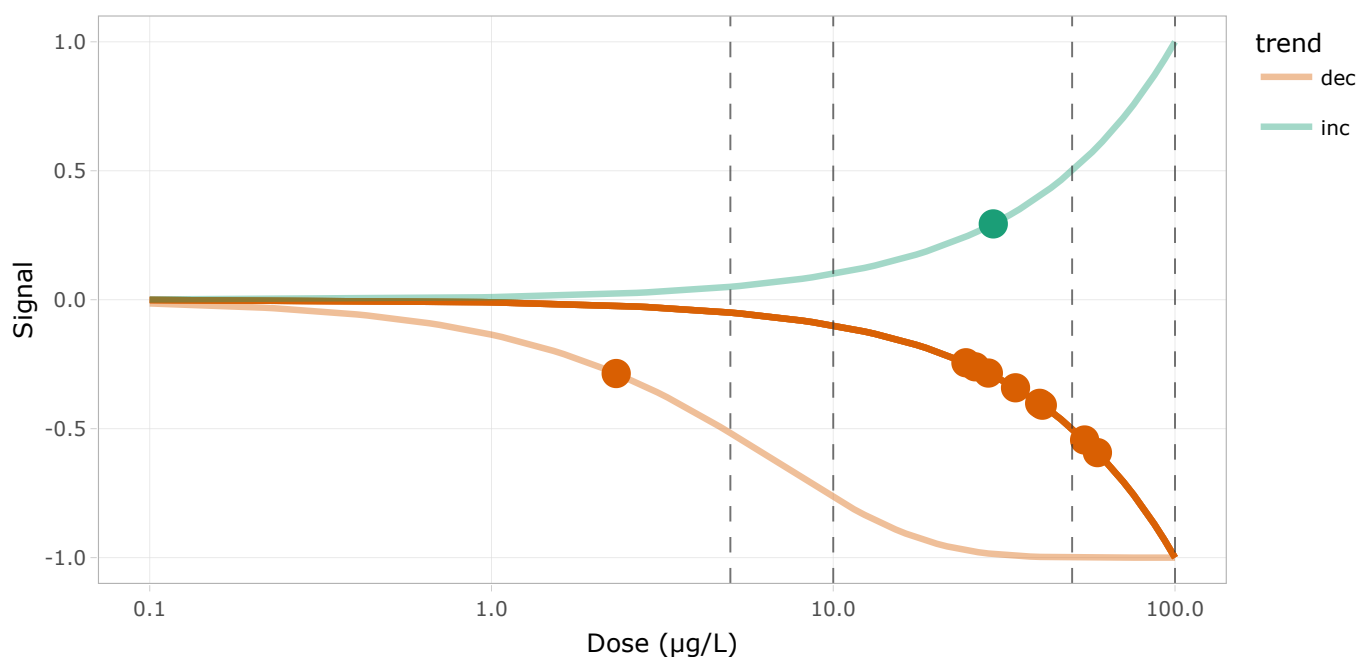

Show 10 entries

Search:

Showing 1 to 10 of 10 entries

Previous

1

Next

Table 47: Table of the 37th cluster content

## Cluster 9 - 10 transcripts (BMD q25 = 27.62 µg/L)

Driver GO terms : transcription by RNA polymerase I, transcription by RNA polymerase III

KEGG pathways : Cytosolic DNA-sensing pathway, RNA polymerase

Wikipathways :

Curvesplot

BMDplot

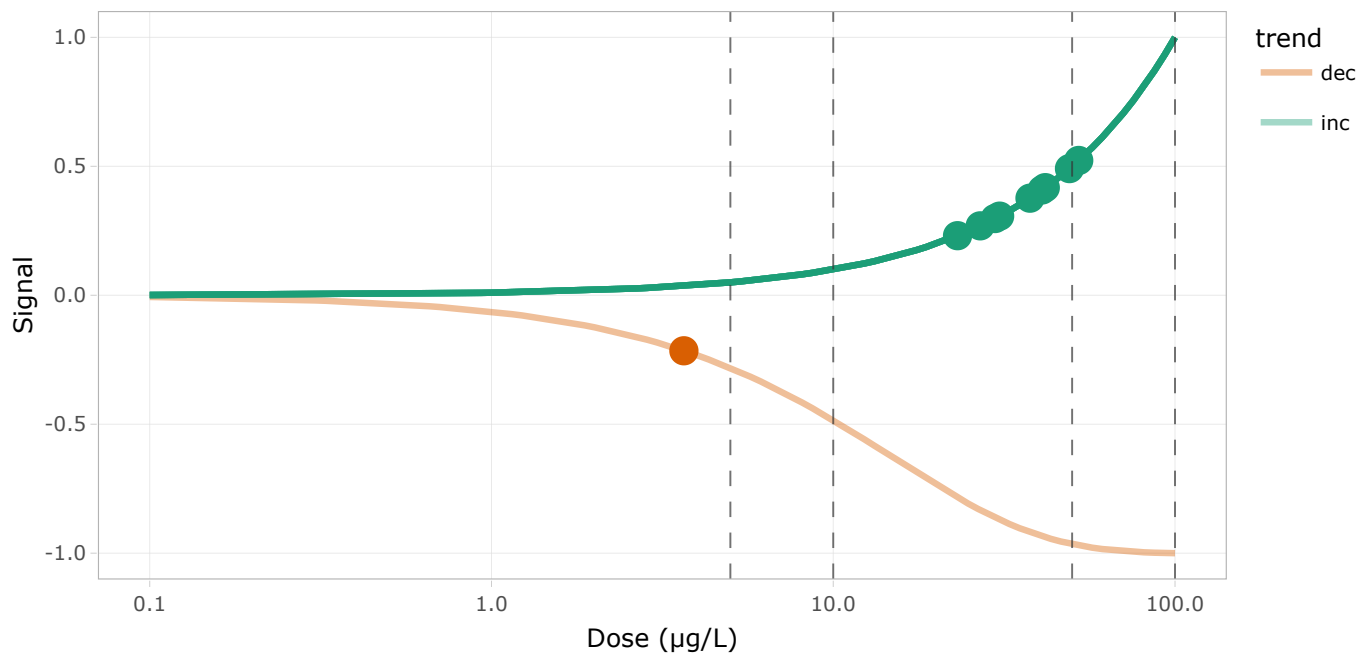

Show 10 entries

Search:

Showing 1 to 10 of 10 entries

Previous

1

Next

Table 48: Table of the 38th cluster content

**Cluster 7** - 23 transcripts (BMD q25 = 27.65 µg/L)

Driver GO terms : nucleotide-excision repair

KEGG pathways : Nucleotide excision repair

Wikipathways : Estrogen signaling

Curvesplot

BMDplot

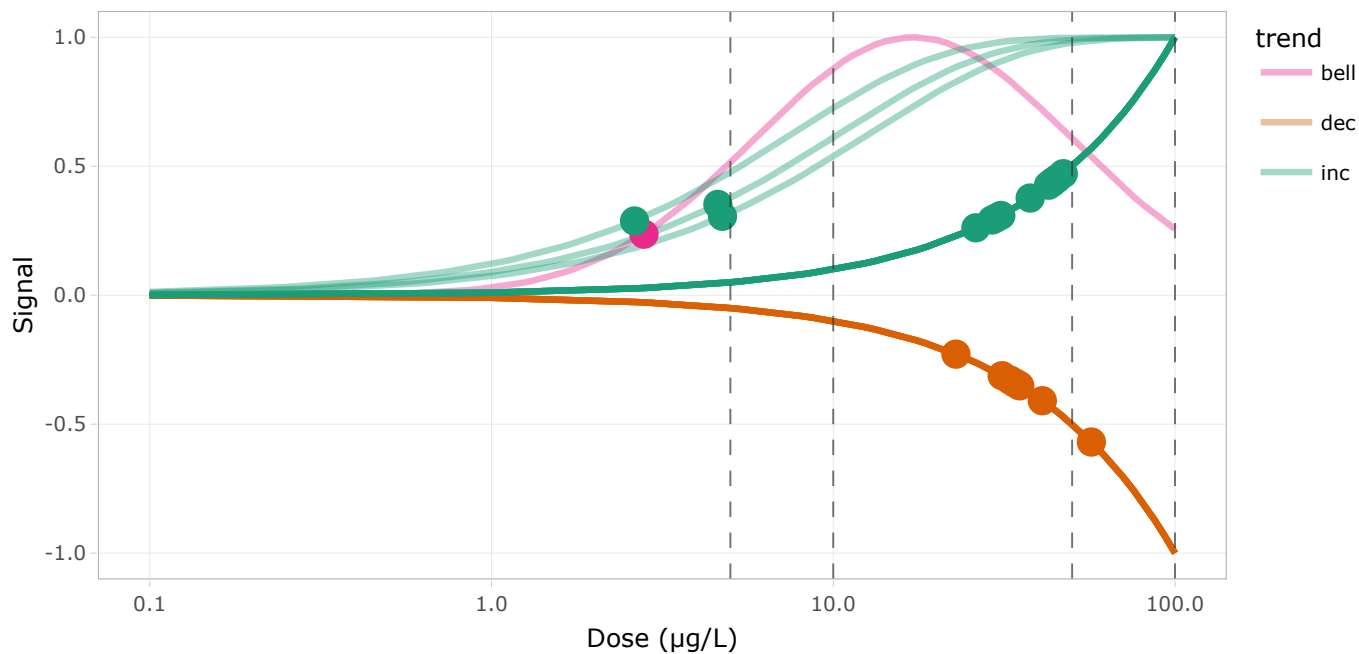

Show 10 entries

Search:

Showing 1 to 10 of 23 entries

Previous

1

2

3

Next

Table 49: Table of the 39th cluster content

## Cluster 24 - 5 transcripts (BMD q25 = 28.76 µg/L)

Driver GO terms :

KEGG pathways :

Wikipathways :

Curvesplot

BMDplot

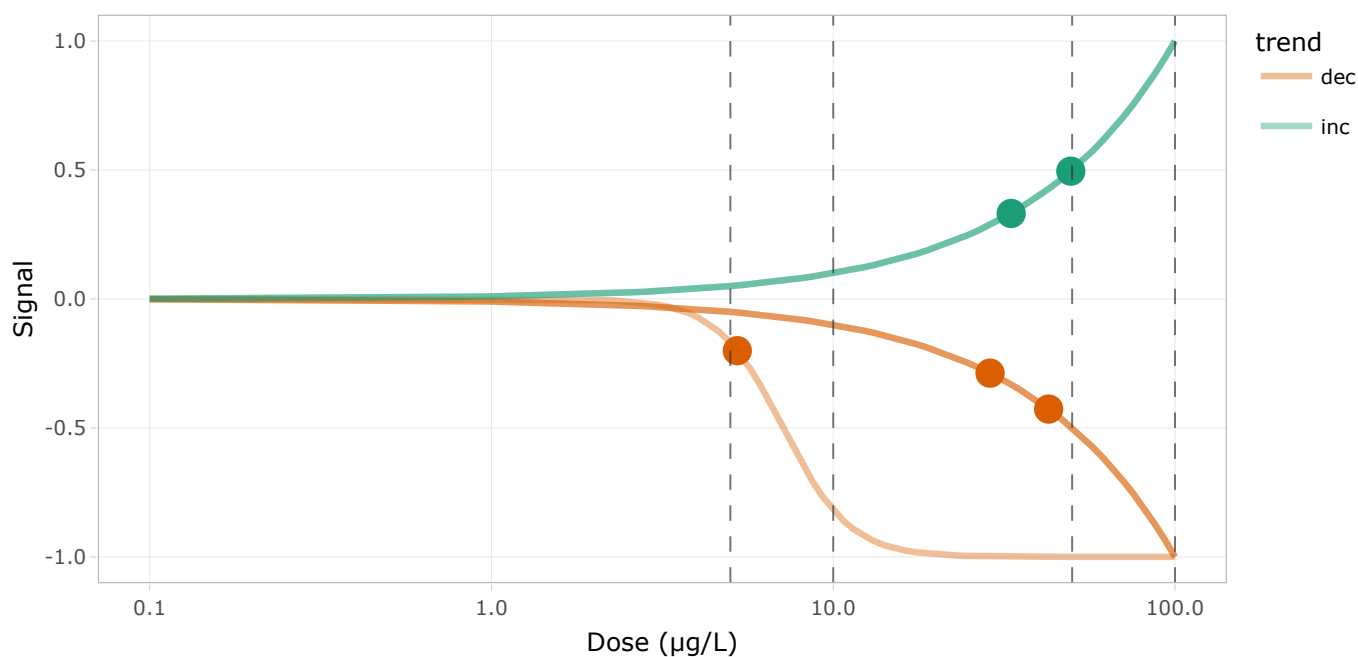

Show 10 entries

Search:

Showing 1 to 5 of 5 entries

Previous

1

Next

Table 50: Table of the 40th cluster content

## Cluster 38 - 17 transcripts (BMD q25 = 29.77 µg/L)

Driver GO terms :

KEGG pathways : Nucleocytoplasmic transport

Curvesplot

BMDplot

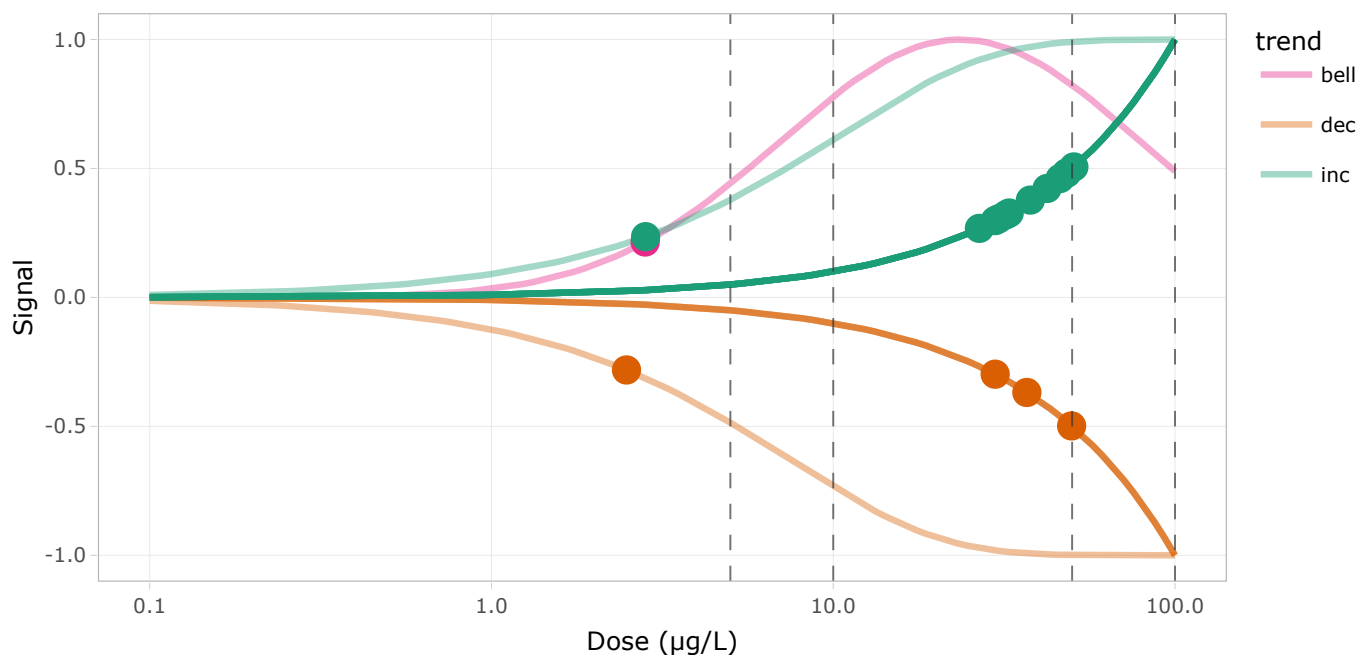

Show 10 entries

Search:

Showing 1 to 10 of 17 entries

Previous

1

2

Next

Table 51: Table of the 41th cluster content

## Cluster 35 - 15 transcripts (BMD q25 = 31.17 µg/L)

Driver GO terms : ribosome biogenesis

Curvesplot

BMDplot

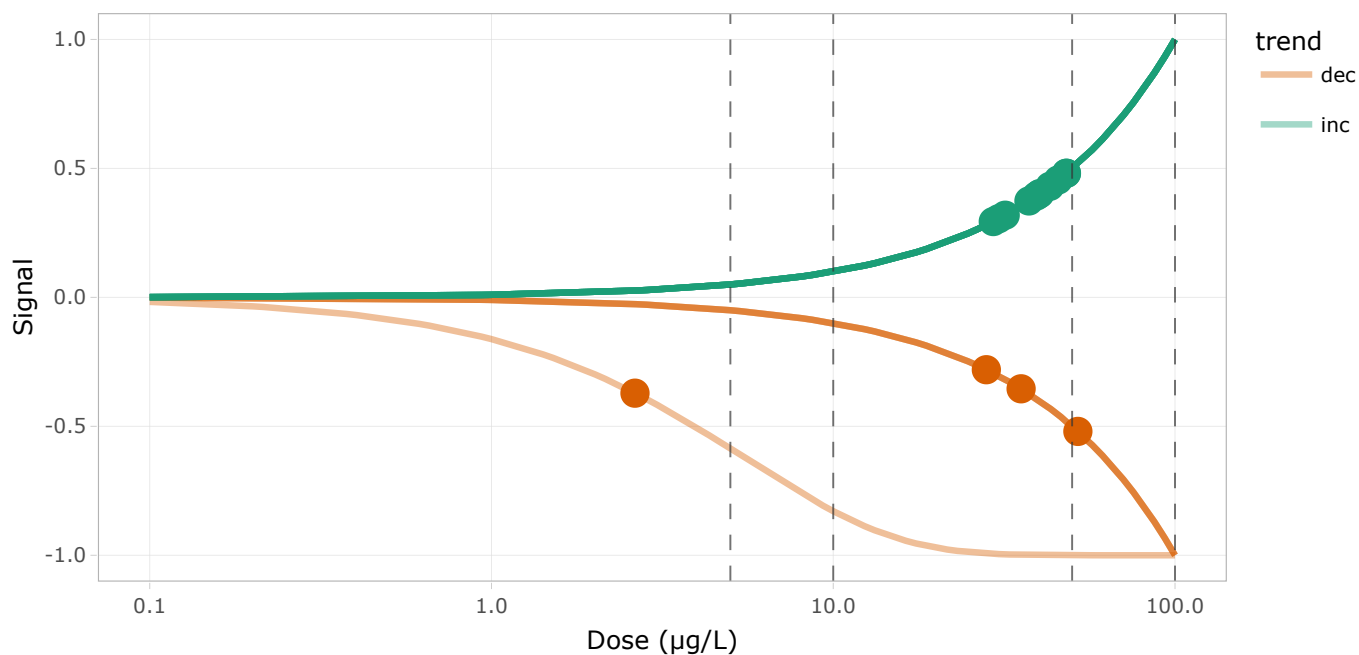

Show 10 entries

Search:

Showing 1 to 10 of 15 entries

Previous

1

2

Next

Table 52: Table of the 42th cluster content

## Cluster 27 - 5 transcripts (BMD q25 = 31.66 µg/L)

Driver GO terms : mismatch repair

KEGG pathways :

Wikipathways :

Curvesplot

BMDplot

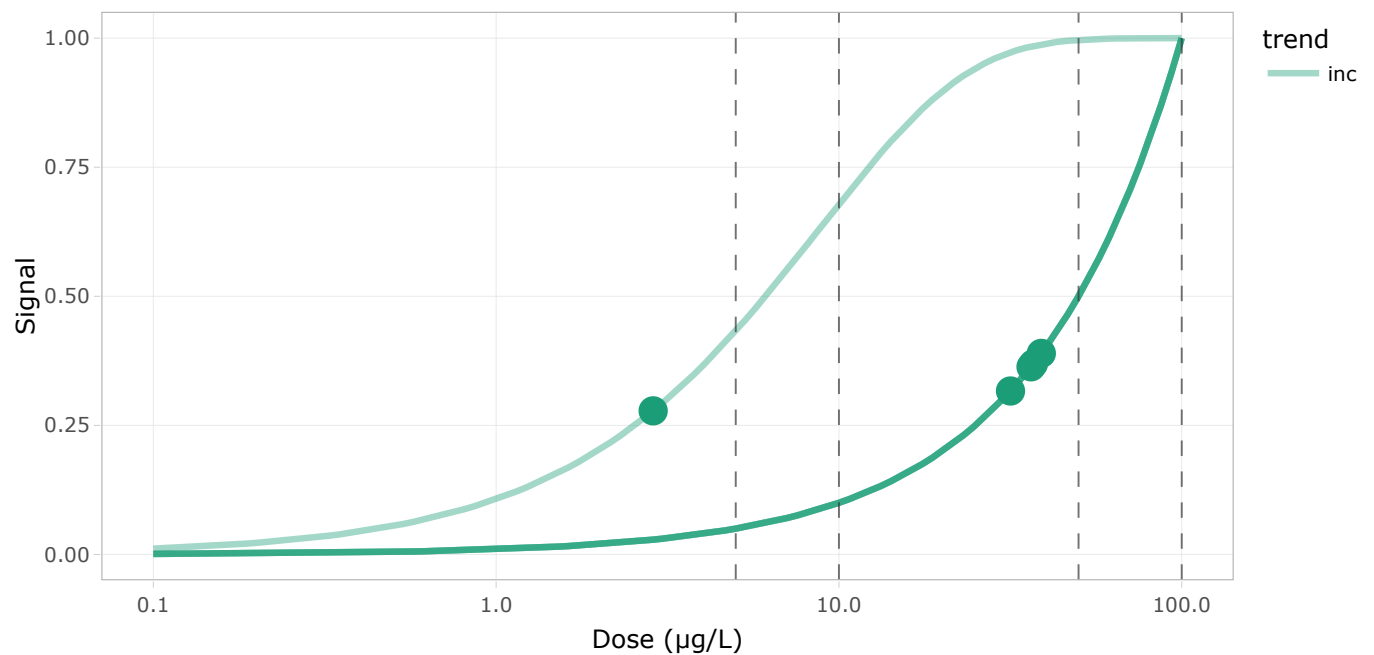

Show 10 entries

Search:

Showing 1 to 5 of 5 entries

Previous

1

Next

Table 53: Table of the 43th cluster content

## Cluster 51 - 4 transcripts (BMD q25 = 33.6 µg/L)

Driver GO terms :

KEGG pathways :

Wikipathways :

Curvesplot

BMDplot

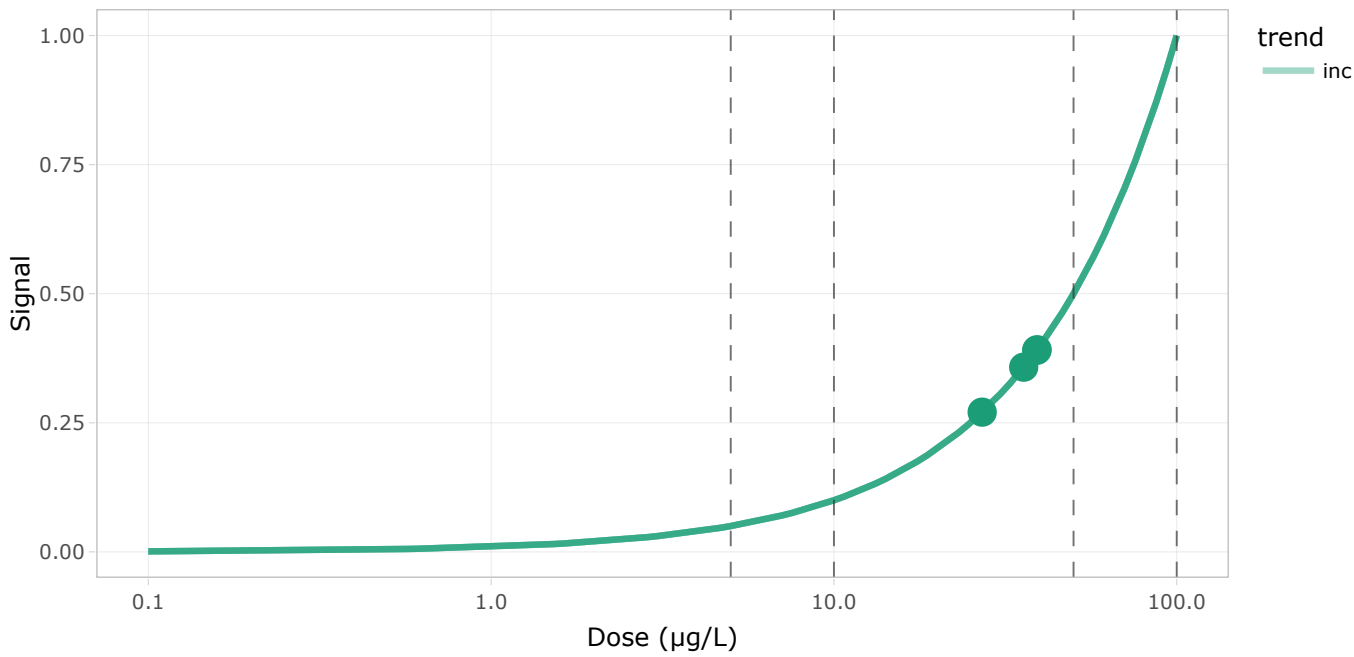

Figure 89: DR curves for the 44th cluster

Show 

10

 entries

Search:

Table 54: Table of the 44th cluster content

# Supplementary material for: Cluefish: mining the dark matter of transcriptional data series with over-representation analysis enhanced by aggregated biological prior knowledge
**Source:** NAR Genom Bioinform. 2025 Jul 30;7(3):lqaf103. doi: 10.1093/nargab/lqaf103
**Supplement:** lqaf103_Supplemental_Files

# Report of the lonely cluster results

AUTHOR  
Ellis Franklin

PUBLISHED  
2024-08-07

## 1 Introduction

This document is a comprehensive report, meticulously encapsulating the pivotal results derived from the DRomics analysis while detailing the workflow. It succinctly summarizes the impacts and outputs of each significant step within the pipeline, supported by visual representations like plots depicting the summary of BMD values per cluster, aiding in prioritization. Moreover, additional specific visualizations for each cluster, such as plots of fitted curves, empirical cumulative distribution function (ECDF) plots of BMD values, and summary tables, enable a more focused exploration.

This document serves as a supplementary report to the workflow\_results\_report, focusing on the Lonely cluster. The Lonely cluster comprises genes that remain unassociated with any other cluster throughout the workflow process.

The lonely cluster is composed of a total of 1493.

Functional enrichment analysis is conducted to link the cluster with biological processes, facilitating deeper exploration of aspects potentially overlooked in the analysis.

## 2 The Lonely cluster as an interactive table

Table 1: Summary table of the lonely cluster

Show 10 entries

Search:

|    | transcript_id          | gene_id             | gene_name      | NewCluster | Friendliness | Term_name                                | Source |
|----|------------------------|---------------------|----------------|------------|--------------|------------------------------------------|--------|
| 1  | ENSDART00000000069.8   | ENSDARG00000000068  | slc9a3r1a_g2t1 | Lonely     | 1            |                                          |        |
| 2  | ENSDART00000000070.7   | ENSDARG00000000069  | dap_g2t1       | Lonely     | 1            |                                          |        |
| 3  | ENSDART00000001691.8   | ENSDARG000000001463 | tdh2           | Lonely     | 1            | Glycine, serine and threonine metabolism | KEGG   |
| 4  | ENSDART000000001691.8  | ENSDARG000000001463 | tdh2           | Lonely     | 1            | Metabolic pathways                       | KEGG   |
| 5  | ENSDART000000002164.9  | ENSDARG000000008433 | unc45b_t2      | Lonely     | 1            |                                          |        |
| 6  | ENSDART000000002279.8  | ENSDARG000000021442 | cdh11          | Lonely     | 1            |                                          |        |
| 7  | ENSDART000000002398.7  | ENSDARG000000018264 | trim101        | Lonely     | 1            |                                          |        |
| 8  | ENSDART000000002469.7  | ENSDARG000000018989 | hspa4b_g2t1    | Lonely     | 1            |                                          |        |
| 9  | ENSDART000000003133.10 | ENSDARG000000021399 | yipf2_t2       | Lonely     | 1            |                                          |        |
| 10 | ENSDART000000003170.5  | ENSDARG000000018145 | mid1ip1l       | Lonely     | 1            |                                          |        |

Showing 1 to 10 of 1,667 entries

Previous

1

2

3

4

5

...

167

Next

## 3 Characterizing the Lonely cluster by functional enrichment

| Source | Query size | Background size |
|--------|------------|-----------------|
| GO:BP  | 763        | 15468           |
| KEGG   | 177        | 5714            |
| WP     | 35         | 1383            |

Table 2: Number of genes involved in the query and background of the ORA

Show 

10

 entries

Search:

|    | term_name                                               | term_id    | source | term_size | intersection_size | query_size | effective_domain_ |
|----|---------------------------------------------------------|------------|--------|-----------|-------------------|------------|-------------------|
| 1  | lens development in camera-type eye                     | GO:0002088 | GO:BP  | 70        | 26                | 763        |                   |
| 2  | visual perception                                       | GO:0007601 | GO:BP  | 139       | 26                | 763        |                   |
| 3  | transition metal ion transport                          | GO:0000041 | GO:BP  | 41        | 9                 | 763        |                   |
| 4  | regulation of small GTPase mediated signal transduction | GO:0051056 | GO:BP  | 106       | 15                | 763        |                   |
| 5  | positive regulation of leukocyte migration              | GO:0002687 | GO:BP  | 15        | 5                 | 763        |                   |
| 6  | regulation of synapse organization                      | GO:0050807 | GO:BP  | 23        | 6                 | 763        |                   |
| 7  | Endocytosis                                             | KEGG:04144 | KEGG   | 268       | 22                | 177        |                   |
| 8  | Lysosome                                                | KEGG:04142 | KEGG   | 143       | 14                | 177        |                   |
| 9  | Polycomb repressive complex                             | KEGG:03083 | KEGG   | 72        | 9                 | 177        |                   |
| 10 | Ferroptosis                                             | KEGG:04216 | KEGG   | 46        | 6                 | 177        |                   |

Showing 1 to 10 of 12 entries

Previous

1

2Next

4 The results as an interactive curvesplot

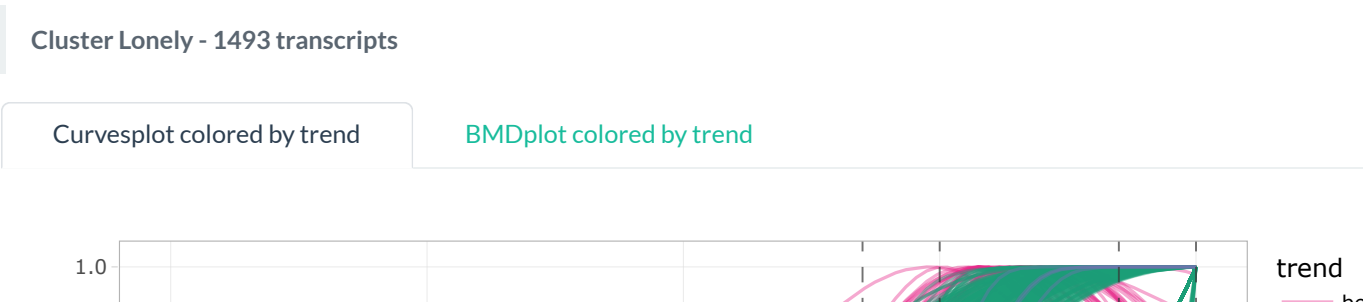

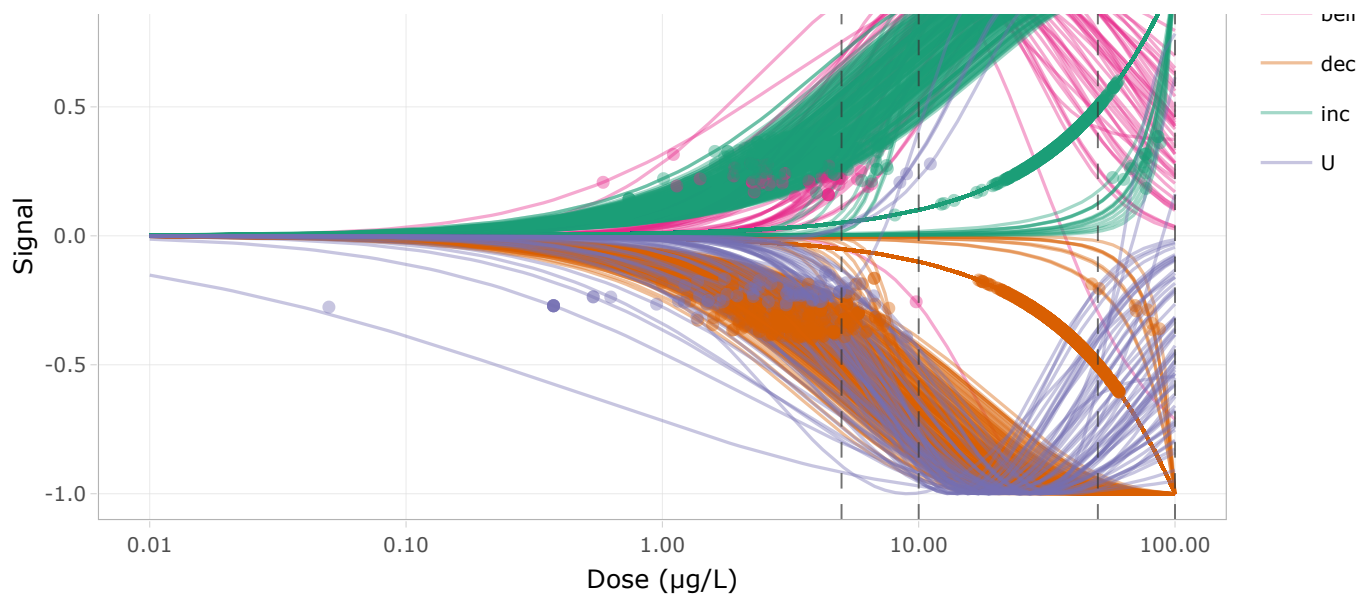

Figure 1: DR curves for the Lonely cluster colored by trend

Curvesplot colored by enriched term

BMDplot colored by enriched term

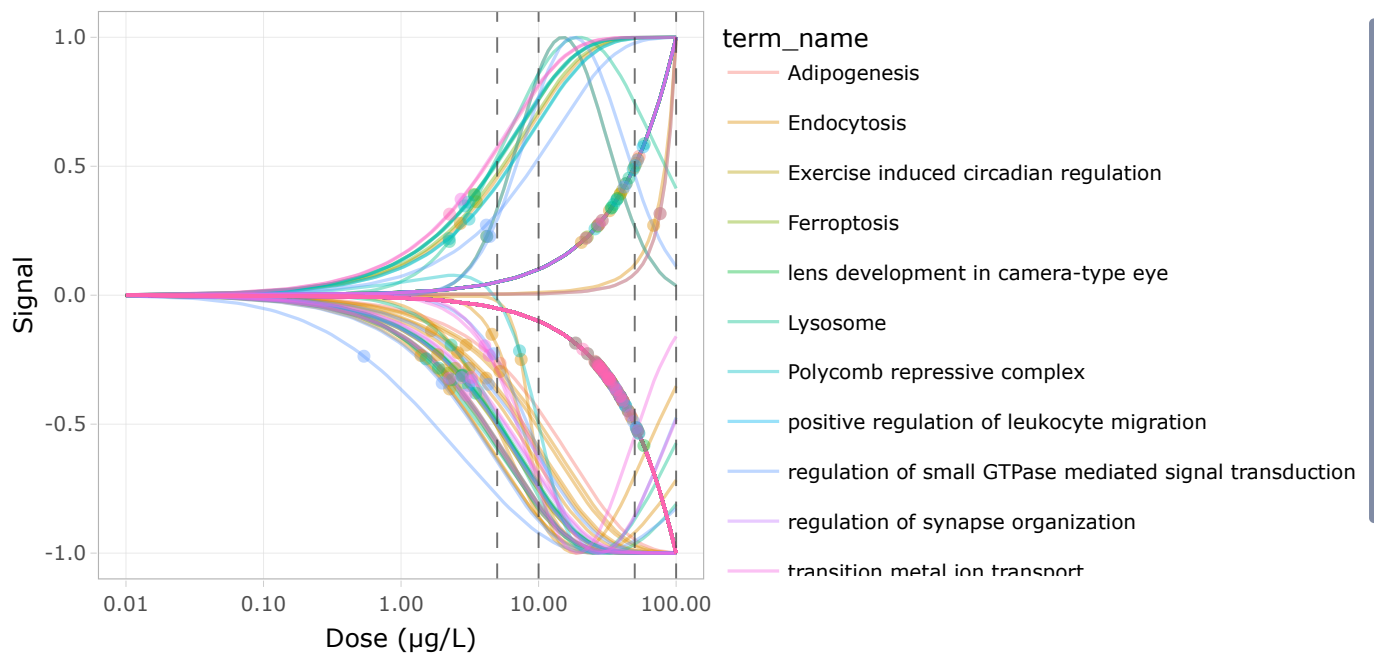

Figure 3: DR curves for all genes associated to the terms enriched by the lonely cluster

# Supplementary material for: Cluefish: mining the dark matter of transcriptional data series with over-representation analysis enhanced by aggregated biological prior knowledge
**Source:** NAR Genom Bioinform. 2025 Jul 30;7(3):lqaf103. doi: 10.1093/nargab/lqaf103
**Supplement:** lqaf103_Supplemental_Files

# Report comparison of standard and cluefish workflow

AUTHOR  
Ellis Franklin

PUBLISHED  
2024-08-07

## 1 Introduction

The cluefish workflow seeks to enhance the biological interpretation of transcriptomic dose-response modeling data, particularly following the DRomics analysis. Its primary goal is to comprehensively characterize the data while ensuring an unbiased and non-targeted approach. By doing so, we aim to not only maximize the depth of the analysis but also maintain objectivity throughout.

To evaluate the efficacy of this workflow, we can contrast its outcomes with those of a standard workflow, which typically involves functional enrichment analysis on the single list of deregulated transcript genes. This comparative analysis will provide insights into the strengths and potential advantages of cluefish.

## 2 Comparing initial enriched term content

Here we exclusively compare the enriched terms identified by the two distinct workflows: the standard workflow, which uses the entire gene list as query for the functional enrichment, and the cluefish workflow, which uses all clusters as individual queries. This comparison is conducted separately for each data source.

**Important**  
This comparison solely focuses on the enriched terms and without any filtering performed. Thus, the results for the cluefish workflow are derived specifically from the `clustrenrich$gostrs` output of the `clustrenrich()` function.

### Standard workflow results

Show 

5

 entries

Search:

|   | term_name                    | term_id    | term_size | query_size | intersection_size | p_value               | e |
|---|------------------------------|------------|-----------|------------|-------------------|-----------------------|---|
| 1 | peptide biosynthetic process | GO:0043043 | 355       | 1509       | 113               | 5.555665588728927e-28 |   |
| 2 | translation                  | GO:0006412 | 351       | 1509       | 111               | 1.870374801556167e-27 |   |
| 3 | amide biosynthetic process   | GO:0043604 | 408       | 1509       | 121               | 2.2841852128196e-27   |   |

|   | term_name                 | term_id    | term_size | query_size | intersection_size | p_value               | e |
|---|---------------------------|------------|-----------|------------|-------------------|-----------------------|---|
| 4 | peptide metabolic process | GO:0006518 | 408       | 1509       | 119               | 2.916188044323696e-26 |   |
| 5 | amide metabolic process   | GO:0043603 | 529       | 1509       | 133               | 9.255574026569427e-23 |   |

Showing 1 to 5 of 95 entries      Previous      1      2      3      4      5      ...      19      Next

Table 1: Standard workflow functional enrichment results

cluefish workflow results

Show

5

entries

Search:

|   | query | term_name                                                   | term_id    | term_size | query_size | intersection_size | p           |
|---|-------|-------------------------------------------------------------|------------|-----------|------------|-------------------|-------------|
| 1 | 1     | translation                                                 | GO:0006412 | 351       | 31         | 22                | 8.58054425  |
| 2 | 1     | ribonucleoprotein complex biogenesis                        | GO:0022613 | 175       | 31         | 8                 | 2.186512802 |
| 3 | 1     | SRP-dependent cotranslational protein targeting to membrane | GO:0006614 | 14        | 31         | 2                 | 0.002636779 |
| 4 | 1     | embryo development ending in birth or egg hatching          | GO:0009792 | 180       | 31         | 4                 | 0.00309650  |
| 5 | 1     | myeloid cell differentiation                                | GO:0030099 | 89        | 31         | 3                 | 0.004890742 |

Showing 1 to 5 of 289 entries      Previous      1      2      3      4      5      ...      58      Next

Table 2: cluefish workflow functional enrichment results

Venn diagrams between both workflow per source

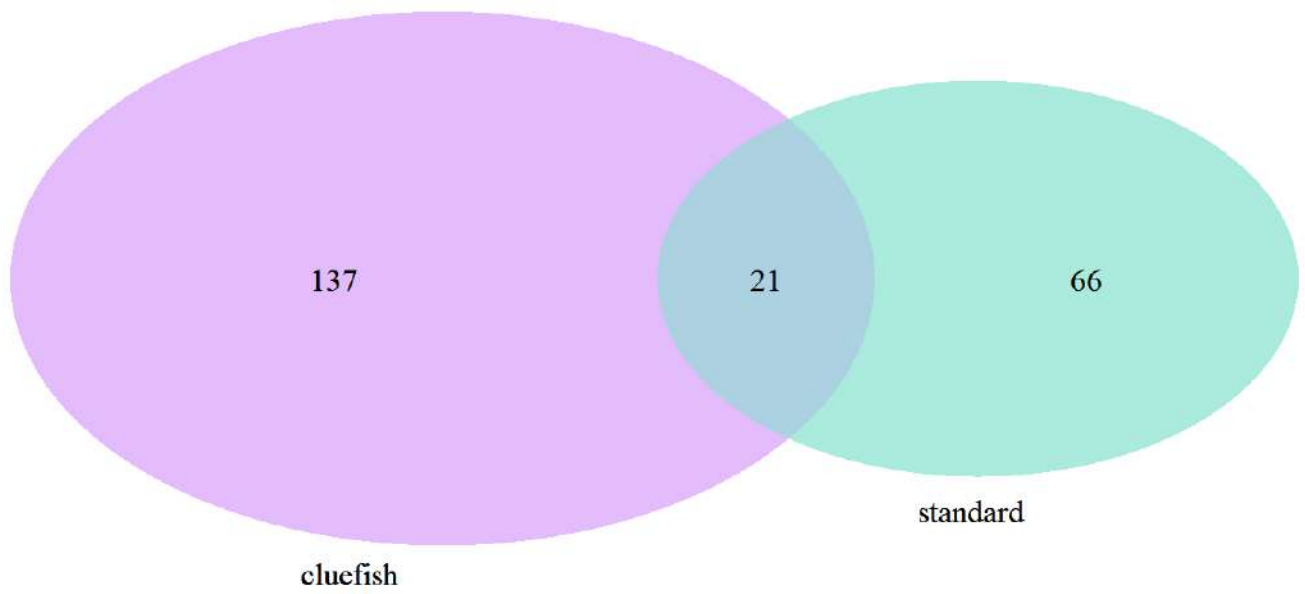

Figure 1: Venn diagram of highlighted enriched GO terms between the standard and cluefish workflow

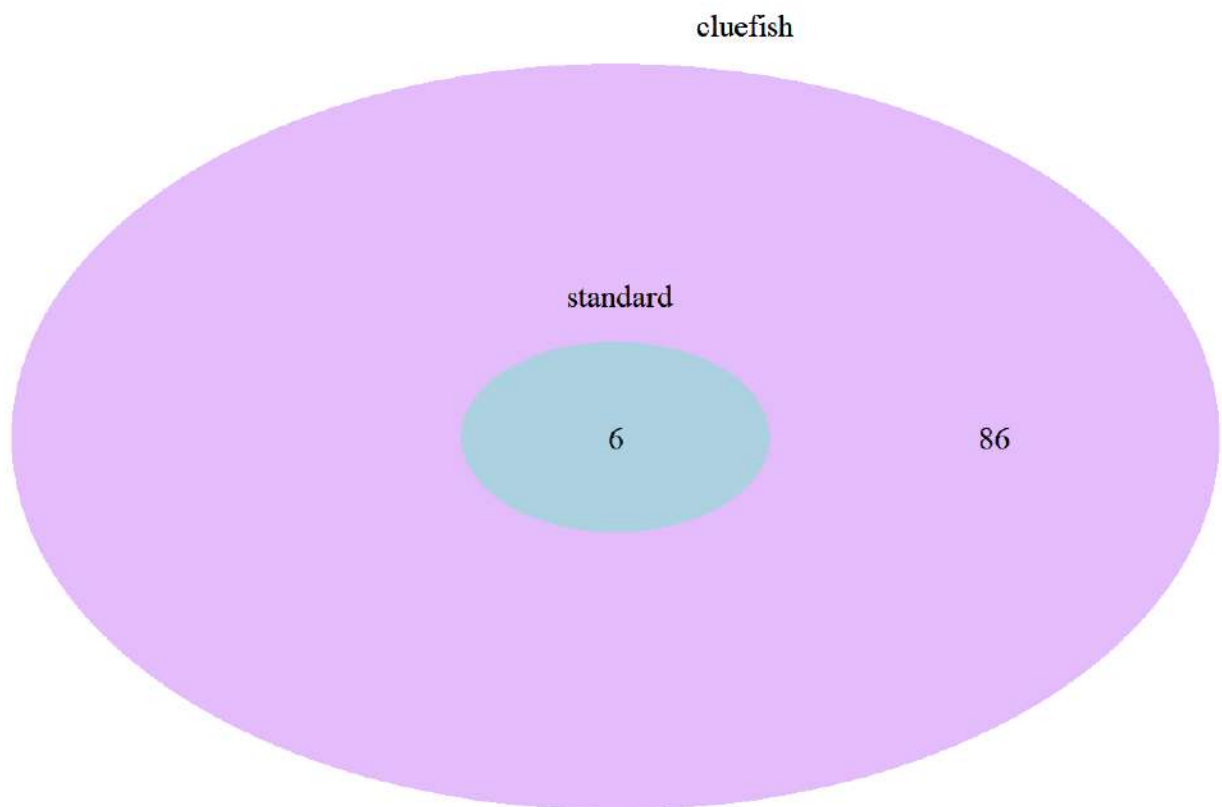

Figure 2: Venn diagram of enriched KEGG pathways between the standard and cluefish workflow

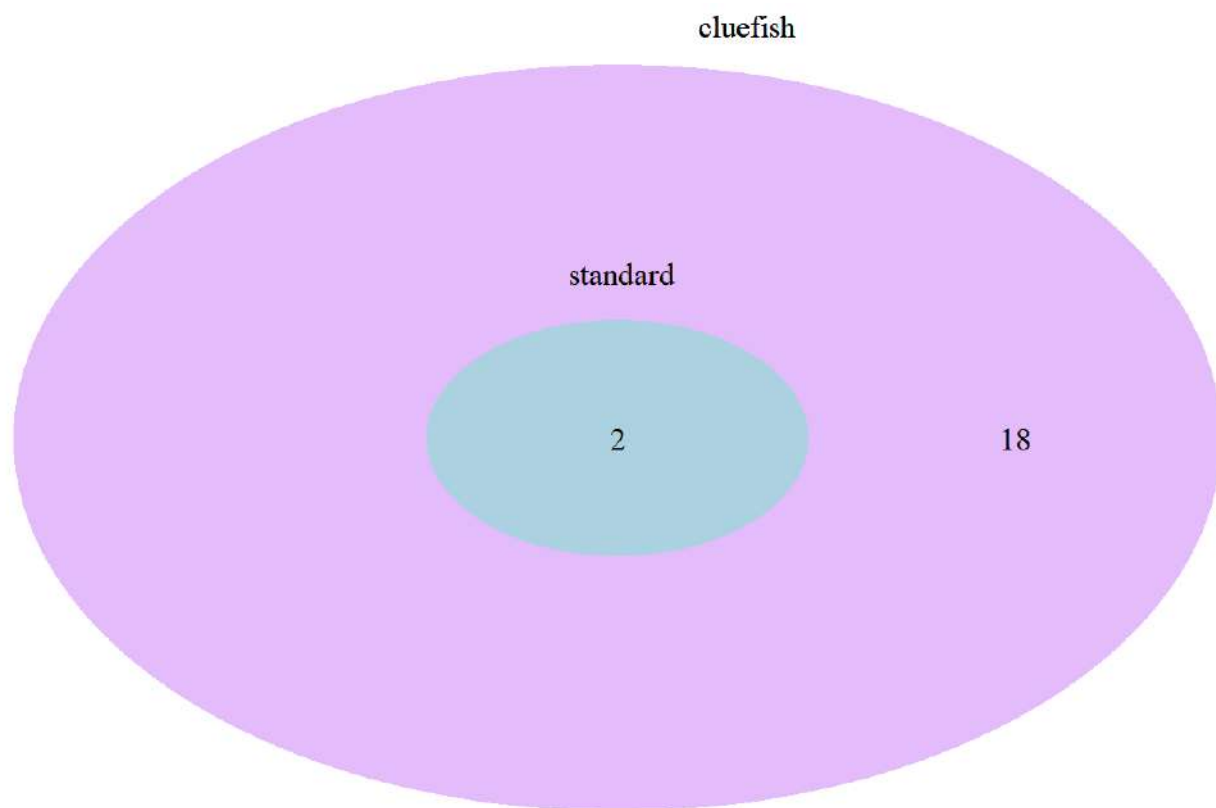

Figure 3: Venn diagram of enriched Wikipathways between the standard and cluefish workflow

### 3 Comparing enriched term content after filters in the cluefish workflow

With filters applied to the enriched terms within following steps of the standard and cluefish workflow, we can re-examine the discrepancies between enriched terms considered between both workflow.

#### Standard workflow results

Show  entries

Search:

|   | term_name                                     | term_id    | term_size | query_size | intersection_size | p_value               |
|---|-----------------------------------------------|------------|-----------|------------|-------------------|-----------------------|
| 1 | peptide biosynthetic process                  | GO:0043043 | 355       | 1509       | 113               | 5.555665588728927e-28 |
| 2 | lens development in camera-type eye           | GO:0002088 | 70        | 1509       | 28                | 4.10849912135549e-9   |
| 3 | protein folding                               | GO:0006457 | 126       | 1509       | 31                | 0.0001116792401074228 |
| 4 | DNA replication                               | GO:0006260 | 92        | 1509       | 22                | 0.003734667164216148  |
| 5 | intracellular protein transmembrane transport | GO:0065002 | 14        | 1509       | 7                 | 0.00928929320209972   |

Showing 1 to 5 of 20 entries

Table 3: Standard workflow functional enrichment results

cluefish workflow results

Show 

5

 entries

Search:

| query | term_name | term_id                                            | term_size  | query_size | intersection_size | p            |
|-------|-----------|----------------------------------------------------|------------|------------|-------------------|--------------|
| 1     | 1         | Cytoplasmic ribosomal proteins                     | WP:WP324   | 60         | 19                | 181.42532120 |
| 2     | 1         | embryo development ending in birth or egg hatching | GO:0009792 | 180        | 31                | 40.00309650  |
| 3     | 1         | myeloid cell differentiation                       | GO:0030099 | 89         | 31                | 30.004890742 |
| 4     | 1         | ribonucleoprotein complex biogenesis               | GO:0022613 | 175        | 31                | 82.186512802 |
| 5     | 1         | Ribosome                                           | KEGG:03010 | 102        | 21                | 196.38552598 |

Showing 1 to 5 of 133 entries

Previous

1

2

3

4

5

...

27

Next

Table 4: cluefish workflow functional enrichment results

Venn diagrams between both workflows per source after filters in the cluefish workflow

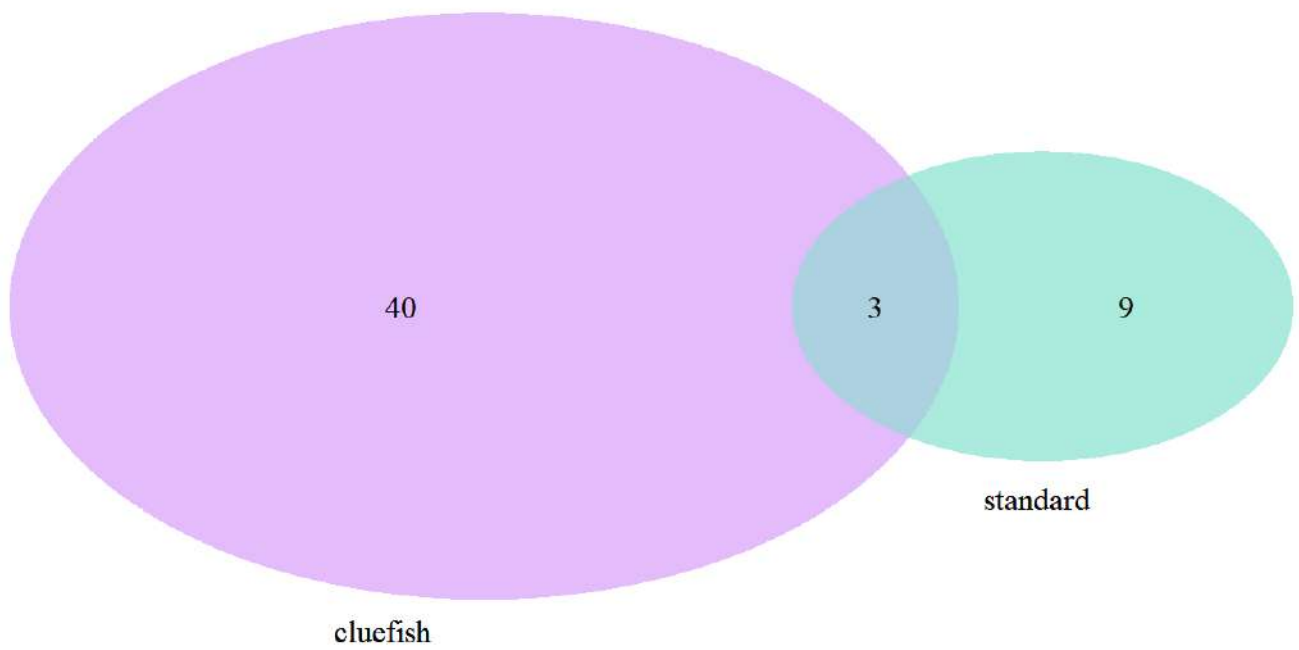

Figure 4: Venn diagram of highlighted enriched GO terms in the standard and filtered highlighted enriched GO terms in the cluefish workflow

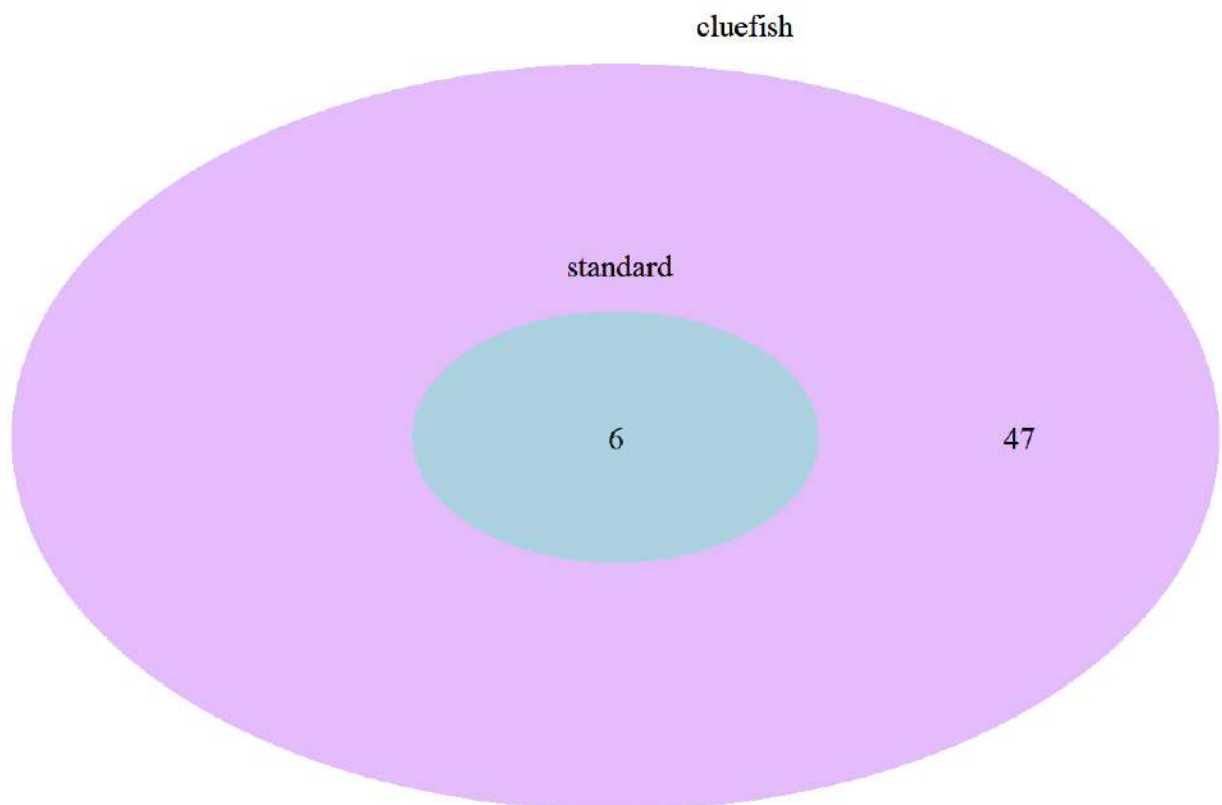

Figure 5: Venn diagram of enriched KEGG pathways in the standard and filtered enriched KEGG pathways in the cluefish workflow

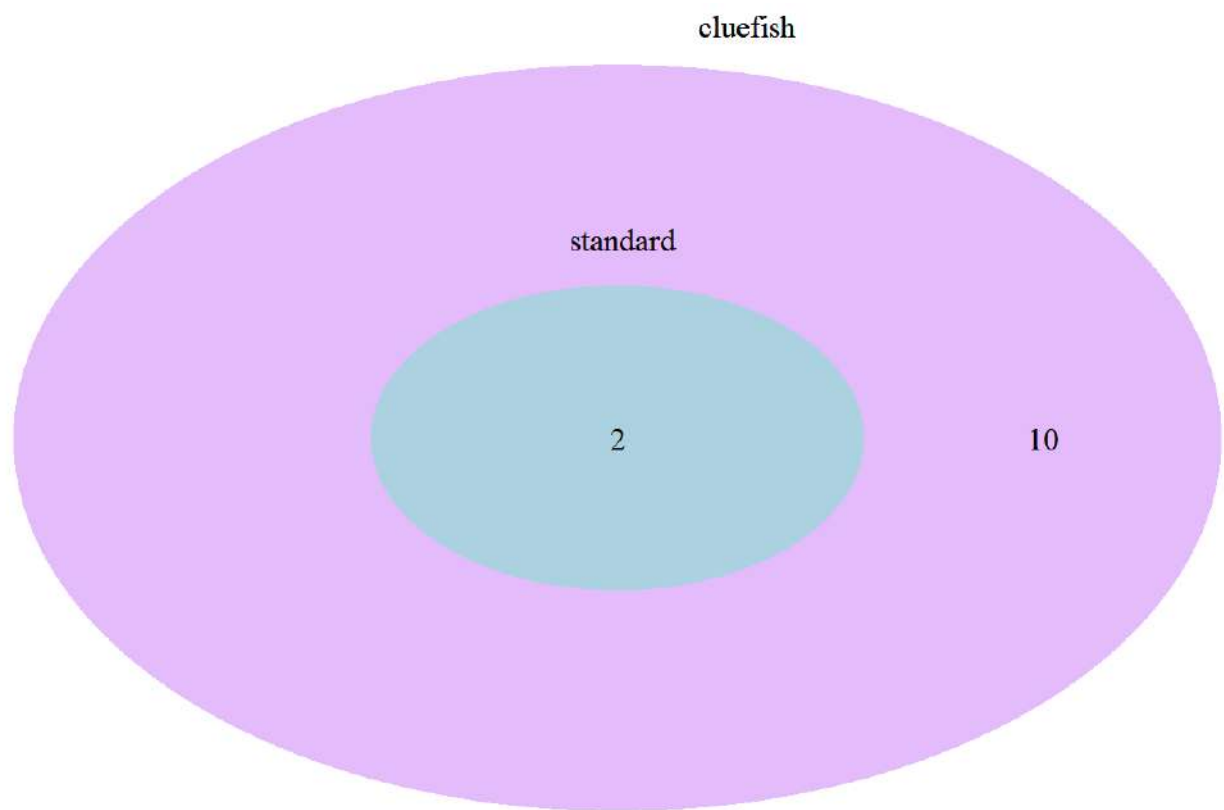

Figure 6: Venn diagram of enriched Wikipathways in the standard and filtered enriched Wikipathways in the cluefish workflow

## 4 A short summary

The extent of what we can gather, or *what are we working with*, is based on the following question: *how many transcript are considered in the interpretation phase? And what is left to be overlooked?*

| Metric                           | Standard | cluefish |
|----------------------------------|----------|----------|
| Number of transcripts considered | 332      | 940      |
| Number of lonely transcripts     | 2101     | 1493     |

Table 5: Summary of the comparison between both workflow

However, within the cluefish workflow, the lonely cluster consisting of all the lonely content (transcripts/genes) remains open for exploration. Within the “**lonely\_results\_report.qmd**”, an additional functional enrichment analysis is conducted using the lonely gene list as the query. This approach enables us to delve into what might be overlooked and whether there is any biological significance within this group.

How the deposited data were processed for this re-analysis (not part of the article)

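Pools of 10 zebrafish embryos, exposed for 120 h to dibutyl phthalate at 0, 5, 10, 50 or 100 μg/l, gave 15 libraries, 3 for each dose. The authors trimmed the reads with Trimmomatic, quantified them with Salmon on the zebrafish reference transcriptome, and deposited the estimated counts per transcript, which are not scaled for depth or length. The TPM values that the authors deposited for each library are counts over effective length, scaled by Salmon to a common total per library. The deposited values were checked here for their range and their sums, and the estimated counts of each library were the same in its own file and in the table of all libraries. In the file of the control labelled replicate B, the deposited counts are written with decimal commas, and they were read as decimals.

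The deposited labels mark the control labelled replicate D as the outlier, whereas the paper's number of background transcripts, 39890, was reached only by leaving out the control labelled replicate B. By the rule fixed for this case, the latter was left out, and 2 controls and 12 exposed libraries were analysed. The total counts of the 14 libraries lay between 17.2 and 28.0 M, with a median of 23.5 M. The 2 controls and the 3 libraries at each exposed dose limit the precision of every comparison, counting error adds uncertainty at low counts, and a count of 0 allows up to 3 counts. Whether spread or counting error weighs more was not tested.

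The design set before the data were examined named edgeR's quasi-likelihood test with TMM scaling, which was not run. The deposited files separate their columns with semicolons, so their units could not be checked automatically as estimated counts, and a count model was not used. In its place, counts without rounding were scaled by the median of ratios and tested with limma (lmFit, then eBayes with a trend and robust settings) on log2(CPM + 0.5). The settings of this test were chosen once the files had been seen and before any result was. A transcript was tested with at least 10 counts at the median library size in as many libraries as the smallest dose group holds and at least 15 counts in total. The quadratic trend was fitted on dose ranks, and the direction was the fitted value at 100 μg/l minus that at 0 μg/l. Each dose was compared with the controls, and adjacent doses with each other, in one fit over the 14 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The test was tried on simulated data with 200 changed transcripts, of which 145 were among its 151 calls. These data were drawn independently and held no shift shared within a library apart from depth.

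Dose-response curves of the families that the paper names were fitted by least squares to log2 values, in place of the regularized log values of the design, with 1000 bootstrap draws for the intervals. A first version of these fits left out bell and U curves that leave the observed range. It was replaced after its result had been seen, because it recovered few simulated bell and U shapes (10.5% and 13.5% of 200 with the extremum between 2 tested doses, against 58.5% and 57.5% now). The fits without the range rule are those of the design, and the first version is given as an alternative. Principal component analysis was run on centred log2 values of all detected transcripts, and correlations across libraries were tested with 100000 permutations, or exactly with fewer than 10 libraries, all two-sided.

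The named transcripts were fixed by rule before the data were examined. They are the transcripts that the paper names, and those with the largest rise and fall at 100 μg/l among the deregulated transcripts with a mean CPM of at least 1 and every 100 μg/l library on the same side of both controls. At most 2 each way are printed, because the files do not pair transcript identifiers with gene names. For the same reason Hox and crystallin transcripts, the clusters and gene sets are not analysed here. The alternatives covered the filter, the libraries, the scaling, the pseudocount, the trend model, the replicate letter as a block, TPM values and each exposed library left out in turn. The software was R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.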

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

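Of the tests given here, those of depth, of abundant transcripts, of the decimal commas and of the median distance were chosen only after the result was seen. In the control library that was left out of the 14, which the paper did not analyse further, 1334 transcripts had at least 10 counts there and none in any other library. In the other libraries this number was between 25 and 55, with 30 and 55 in the controls labelled replicates D and E. These transcripts held 3.23% of the library's counts.

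The tables argue against deeper sequencing as the source. The library held 24.0 M counts, within the 17.2 to 28.0 M of all libraries, and 116 transcripts detected in it alone would be expected at its total, against 1551 observed. The 10 most abundant transcripts took 13.14% of its counts, within the 10.63% to 14.19% of all libraries. Its decimal commas did not change a value, with a largest difference of 0 between its own file and the table of all libraries. Over all detected transcripts its median distance to the other libraries on the log2 scale was 267.5 units, against 140.6 to 166.5 units for each of the other 14. Without the transcripts detected only in it, this distance was 223.4 units, against the same range, which counts against these transcripts as the whole of its distance.

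Other explanations stay open. In this library 570 transcripts were at 0 that had at least 10 counts in each of the other 14, against 14 to 87 in the others, so a quantification run that differed from the other 14, such as another set of transcript sequences, may be the source. The library that the labels mark as the outlier lay 21.3 units from the median, so the mark may stand on another library than the one left out. Another genetic background of the embryos, or embryos of another origin, was not tested, and no biological explanation was tested.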

How the results depend on the processing

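The number of deregulated transcripts changed with most alternatives. It was 418 without the filter (400 shared with the 529), 305 over all 15 libraries (268 shared), 94 and 179 with the excluded control kept in place of control replicate D and E, 719 with a linear trend (349 shared), 99 with dose as a factor, 1164 on log2(TPM + 1) (417 shared) and 26 at an adjusted p-value under 0.01. Leaving out each exposed library in turn gave from 57 (without 100 μg/l replicate C) to 1176 (without 100 μg/l replicate E), with 79 without 100 μg/l replicate A, 164, 181 and 348 without 5 μg/l replicates B, A and E, 191 and 907 without 10 μg/l replicates B and C, and 285, 295 and 301 without 50 μg/l replicates D, A and B. The cause was not tested. The last 12 fits also hold fewer libraries, whose part in these changes was not tested either.

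The split between higher and lower transcripts was 263 to 266. With library totals as scaling it was 181 to 314 and with the upper quartile 390 to 214, among 495 and 604 transcripts, and on log2(TPM + 1) it was 380 to 784. Both scalings, pseudocounts of 0.1 (522 transcripts) and 2 (560) and the log2 library total as a covariate (517) were chosen after seeing the data.

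Replicate letters are shared between doses. Of 14 pairs of libraries with one letter, 7 had a correlation of their deviations over 0.1. The median was 0.093, against -0.032 for the 64 other pairs. These values leave open whether the letters pair the libraries. With the replicate block, 18 transcripts were deregulated, 15 of them among the 529. At 5, 10, 50 and 100 μg/l against the controls the block gave 2, 8, 16 and 14 transcripts, and from 10 to 50 μg/l 2. The adjusted p-value of *cyp26a1* was 0.108 with it.

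Against the controls, the number at 5 μg/l was 9 without the filter, 0 over all 15 libraries (931 of 31658 at an unadjusted p-value under 0.05), 10 and 24 with the excluded control in place of control replicate D and E, and 2 to 12 with each library left out. At 10 μg/l it was 8 over all 15 libraries and 23 to 1380 with each library left out, the highest without 10 μg/l replicate C. At 50 μg/l it was 21 over all 15 libraries, 206 in a fit of those 2 doses alone, 62 with a pseudocount of 2 chosen after seeing the data, and 30 to 142, the highest without 10 μg/l replicate C. At 100 μg/l it was 41 to 122, the highest without 100 μg/l replicate E. From 5 to 10 μg/l it was 9 over all 15 libraries, 15 with the excluded control in place of control replicate E, and 22 to 164, the highest without 10 μg/l replicate C. From 10 to 50 μg/l it was 1 over all 15 libraries and with either control replaced, and 3 to 24, the highest without 50 μg/l replicate A. From 50 to 100 μg/l it was 1 without the filter and over all 15 libraries, 2 with either control replaced, and 0 to 13, the highest without 100 μg/l replicate C. The cause was not tested.

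The share of monotonic trends was 72.8% by the uncorrected AIC, 91.5% over all 15 libraries, 81.0% (without 50 μg/l replicate A) to 94.0% (without 100 μg/l replicate E) with each library left out, and 96.2% with curves outside the observed range left out, a rule chosen after seeing the data. The median benchmark dose was 7.60 μg/l, with a 95% exact binomial interval of 6.30 to 13.9 μg/l that takes the transcripts as independent. This median was 18.9 μg/l over all 15 libraries and 4.90 to 15.9 μg/l with each exposed library left out. It was 4.90 μg/l without 5 μg/l replicate B, 10 μg/l replicate C or 100 μg/l replicate A or C, 5.0 and 6.05 μg/l without 5 μg/l replicates A and E, 5.7 μg/l without 100 μg/l replicate E, 12.8 μg/l without 10 μg/l replicate A and 15.9 μg/l without 50 μg/l replicate B. The distance of the excluded control was 3.59 times the next with a pseudocount of 2 and 1.36 times without the transcripts detected only in it, both chosen after seeing the data, and it was the farthest library in each. In the latter it supplied 22.7% of the squared scores on the first component and 68.7% on the second, against 81.8% and 11.0% with all transcripts, so the 1.36 lies on another axis and does not measure what remained of its distance. The relation of the first component to dose had r = 0.80 with the 500 most variable transcripts (adjusted p = 0.0042, permutation test) and r = 0.56 with a pseudocount of 2 chosen after seeing the data, where it no longer passed (adjusted p = 0.063, permutation test). The cause was not tested.

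For the 19 named transcripts, 494 alternative values were computed. Of these, 426 kept their direction and side of the threshold, 59 lost significance, 9 gained it and 0 reversed. The 426 include transcripts that were not deregulated and stayed so. All losses fell on the transcripts called in the main fit. Of 26 alternatives each, *cyp26a1* lost its call in 11 and unc45b_t2 in 20. ENSDART00000173698.2 and ENSDART00000144075.3 lost it in 8 each, and ENSDART00000173554.2 and ENSDART00000012055.7 in 6 each. Where the fitted change at 100 μg/l was under 0.2 on the log2 scale, only the side of the threshold was compared, a rule set after the values were seen.

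Not run were DESeq2's tests and transformations, edgeR with its own or DESeq2's scaling, counts summed per gene, and each alternative for Hox and crystallin transcripts, clusters and gene sets. Fits that leave out control replicate D or E, and so keep 1 control, were not run either. How far the deregulated transcripts rest on each control was therefore not tested in this way. The 2 controls limit every comparison with 0 μg/l.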

Differences from the paper's values

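The paper reports 2449 deregulated transcripts, against 529 here. None of the alternatives that were set before the data were examined and also run closed the gap. The nearest were 1176 without 100 μg/l replicate E and 1164 on log2(TPM + 1). The planned edgeR and DESeq2 tests were not run, so whether they would close it stays open. The paper's number with a benchmark dose is 2433, against 529. Its increasing and decreasing trends number 1132 and 1145, against 230 and 241, and none of those alternatives closed these gaps either. The paper's bell and U shapes number 64 and 92, against 25 and 33. A pair of those alternatives gave values within 1.5 times the paper's, namely 72 and 72 by the uncorrected AIC and 67 and 102 without 10 μg/l replicate C, and the others did not. These counts come from unlike totals, 2433 curves in the paper against 529 here and 906 without 10 μg/l replicate C. As shares, bell and U shapes made up 4.7% and 6.2% of the 529 curves. The uncorrected AIC gave 13.6% and 13.6%, and leaving out 10 μg/l replicate C gave 7.4% and 11.3%. The paper's shares lie below all of these and nearest to the first pair, so the match in counts is not one in shares.

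The paper reports 40 to 57 M reads per sample, against totals of 17.2 to 28.0 M here. The former are reads sequenced and the latter counts assigned to transcripts, and no alternative applies. The share of variance on the first principal component is about 49 with 15 libraries and about 45 with 14 in Fig. S1, in percent and read by eye, against 29.0% and 29.9%. With the 500 most variable transcripts the shares were 29.9%, which did not close the gap, and 31.3%, which lies within 1.5 times the paper's. With a pseudocount of 2, chosen after seeing the values, they were 32.2% and 38.0%. The paper's benchmark dose of pms1_t2 is 36.337 μg/l, against 6.50 μg/l (95% bootstrap interval 1.60 to 20.9 μg/l), and no alternative was computed for it.

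Of the paper's 2449 deregulated transcripts, 11 are listed with their identifiers in the part of its supplementary tables read here, and these were tested, so what follows covers a small excerpt. Of the 11, unc45b_t2 was deregulated (adjusted p = 0.043, limma, 0.027 to 0.168 across its alternatives). This call was lost in 11 of the 12 fits without 1 exposed library (0.137 without 100 μg/l replicate C). It was also lost without the filter (0.0545) and with the replicate letter as a block (0.105). The excluded control in place of control replicate D (0.0717) or E (0.0672) lost it too. So did a linear trend (0.0722), dose as a factor (0.168) and log2(TPM + 1) (0.0644). The call was kept over all 15 libraries (0.0426) and without 10 μg/l replicate C (0.0308). In a setting chosen after seeing the values, library totals as scaling, it was lost (0.0558). All 11 had an unadjusted p-value under 0.05. The adjusted p-value of slc9a3r1a_g2t1 was 0.0519 (0.0332 to 0.375), and it passed on log2(TPM + 1), without 10 μg/l replicate C, without 100 μg/l replicate E and, in a setting chosen after seeing the values, with library totals as scaling. That of dap_g2t1 was 0.0852 (0.0438 to 0.3), and it passed on log2(TPM + 1) and without 10 μg/l replicate C. That of tdh2 was 0.0949 (0.0279 to 0.228), and it passed without 100 μg/l replicate E. The paper describes *rxraa* as downregulated at the lowest dose. The *rxraa* trend had an adjusted p-value of 0.0626 here (limma, 0.0282 to 0.258). It passed with a linear trend and without 100 μg/l replicate E. This p-value does not address the dose of onset. The paper's benchmark dose of *rxraa*, read from its figure, is 5.2 μg/l. It lies within the bootstrap interval of the 6.1 μg/l found here (1.8 to 20.4 μg/l). At 5 μg/l the log2 fold change of *rxraa* against the controls was -0.10 (standard error 0.17), within the error. The paper reports that no curve could be fitted to *cyp26a1*, whereas a Gauss-probit curve was kept here. Leaving out curves outside the observed range, chosen after seeing the values, kept none.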

Other observations

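The tests of adjacent doses, of the first principal component, of the effective-length axis and of exchanged labels given here were chosen only after the result was seen. Of 100 assignments of the dose labels to the 14 libraries, 1, the real one, gave as many as 529 deregulated transcripts, and the largest other gave 11. With every library thinned to the smallest total the number was 553, after centring each library within length deciles 505, after removing each library's trend on its effective lengths 468, and scaled without the 100 most abundant transcripts 544. Of these, 460, 465, 441 and 498 were among the 529. These values argue against library size, length, the effective-length trend and abundant transcripts as the whole source. For adjacent doses, 1 of the 10 splits of the 6 libraries gave as many transcripts as from 5 to 10 μg/l, 5 of 10 from 10 to 50 μg/l and 10 of 10 from 50 to 100 μg/l. As 10 splits cannot give a share under 0.1, these counts decide nothing for the adjacent doses.

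Salmon's effective lengths record the bias of a library. Over 28865 transcripts longer than 600 bases, the main axis of the effective lengths, with 71.6% of their variance, lay between -13.2 and -7.5 in the 6 libraries at 0 and 5 μg/l and between 1.1 and 11.6 in the 9 libraries at 10 to 100 μg/l, without overlap. Within the latter, 2 relations of this axis were tested. With dose rank, r was 0.78 (exact permutation p = 0.02, adjusted 0.074) and rho 0.74 (exact permutation p = 0.037, adjusted 0.074), and r was 0.73 without 10 μg/l replicates A and B. Neither adjusted p-value was under 0.05. With the first principal component, r was -0.19 (exact permutation p = 0.62, adjusted 0.83) and rho -0.07 (exact permutation p = 0.88, adjusted 0.88), and r was -0.80 without 10 μg/l replicates A and C, so its size depends on these libraries. The labels and the paper name no batch along this line, and as each dose lies on 1 side of it, a batch and the dose cannot be told apart between these libraries. After its trend was removed, 441 of the 468 deregulated transcripts were among the 529, which counts against that trend alone as the source, not against other differences between such batches.

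With the 14 libraries, the first principal component held 29.9% of the variance and the second 11.5%. In all, 3 relations of the first were tested. With dose rank, r was 0.59 (permutation p = 0.03, adjusted 0.04) and rho 0.58 (p = 0.033, adjusted 0.04), falling to r = 0.41 without both controls, so the relation rests in part on them. With a pseudocount of 2, chosen after seeing the data, the adjusted p-value was 0.063 for r and 0.086 for rho, above 0.05. With total counts, r was -0.76 (permutation p = 0.0018, adjusted 0.0054) and rho -0.78 (p = 0.0015, adjusted 0.0054), and r stayed at -0.76 without 100 μg/l replicates A and E. The third was with the effective-length axis over all 14, and its value is not given because the libraries lie in separate clusters on that axis. After thinning to equal totals, the correlation with the deposited totals was still -0.76, which counts against counting depth itself as its source, and what else runs with the totals stays open.

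The libraries 10 μg/l replicate C and 100 μg/l replicate E lay at -47.7 and -47.6 on this component, among the control and 5 μg/l libraries (-82.8 to -31.0), while the others at 10 to 100 μg/l lay at 14.5 to 72.1. An exchange of labels with a control or 5 μg/l library is argued against by the effective-length axis, on which the lower of both scored 1.1, above every library at 0 and 5 μg/l. A difference between the embryo pools was not tested.

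Of the 529 deregulated transcripts, 75 had in every library either 0 or at least 20 counts. ENSDART00000173554.2 was at 0 in all 9 libraries at 10 to 100 μg/l and in none at 0 and 5 μg/l. The source of such values was not tested.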
